# Inhibition of histone methyltransferase EZH2 for immune interception of colorectal cancer in Lynch syndrome

**DOI:** 10.1172/jci.insight.177545

**Published:** 2025-02-13

**Authors:** Charles M. Bowen, Fahriye Duzagac, Abel Martel-Martel, Laura Reyes-Uribe, Mahira Zaheer, Jacklyn Thompson, Nan Deng, Ria Sinha, Soham Mazumdar, Melissa W. Taggart, Abhinav K. Jain, Elena Tosti, Winfried Edelmann, Krishna M. Sinha, Eduardo Vilar

**Keywords:** Immunology, Oncology, Colorectal cancer, Epigenetics, Immunotherapy

## Abstract

Colorectal precancers in Lynch syndrome (LS) exhibit a distinct immune profile, presenting unique opportunities for developing immune-interception strategies to prevent carcinogenesis. Epigenetic modulation by EZH2 of immune-related genes is implicated in the carcinogenesis of different cancer types, including colorectal cancer. This study utilizes a mouse model of LS and ex vivo colonic organoids to assess the effects of the EZH2 inhibitor GSK503 on immune regulatory pathways, tumorigenesis, and epigenetic reprogramming. Our findings revealed that GSK503 significantly increased CD4^+^ and CD8^+^ T cells in both splenocytes and colonic mucosa of treated mice compared with controls. Additionally, a preventive dose of GSK503 over 9 weeks notably reduced adenoma multiplicity, demonstrating its efficacy as a preventive modality. Single-cell RNA-Seq and molecular analyses showed activation of immune and apoptotic markers, along with a reduction in H3K27 methylation levels in colonic crypts. ChIP sequencing further revealed decreased levels of H3K27me3 and H3K4me1, while levels of the active enhancer marks H3K4me3 and H3K27Ac increased in treated mice. Collectively, these findings indicate that EZH2 inhibition enhances immune responses through epigenetic reprogramming in the genome of LS mice, establishing a promising framework for the clinical development of EZH2 inhibitors as a cancer prevention strategy for LS carriers.

## Abstract 2

EZH2 inhibition modulates the immune landscape in a mouse model of Lynch Syndrome colorectal cancer with promising insight for launching a phase 1 trial.

## Introduction

Colorectal cancer (CRC) remains the third leading cause of cancer-related deaths, affecting both men and women (1). The lifetime risk of developing CRC in the general population is nearly 5 percent, while individuals with hereditary cancer syndromes face a 10- to 20-fold higher risk (2). Lynch syndrome (LS; OMIM# 120435), the most common cause of hereditary CRC, has an autosomal dominant inheritance pattern and accounts for 2%–4% of CRC cases. LS arises from heterozygous germline mutations in 1 of 4 DNA mismatch repair (MMR) genes (*MLH1*, *MSH2*, *MSH6*, and *PMS2*) responsible for postreplicative DNA proofreading to ensure genomic integrity (3). LS-associated CRC occurs when normal colorectal cells become MMR deficient (MMRd) due to a somatic hit in the alternative allele of the MMR gene carrying the germline mutations (4). This inactivation leads to the accumulation of numerous base-to-base mismatches and insertion-deletion mutations (indels) in oncogenes and tumor suppressor genes, which are critical for maintaining normal tissue dynamics, thereby promoting carcinogenesis (5). In addition, MMRd can also result from sporadic loss of DNA MMR proteins (sMMRd). In fact, in specific sporadic CRC subtypes, such as the CpG island methylator phenotype (CIMP), global epigenetic modifications lead to extensive hypermethylation of promoter CpG islands, resulting in higher rates of gene methylation (6). CIMP^+^ CRCs exhibit epigenetic silencing of *MLH1*, which contributes to functional sMMRd (7).

Despite their shared loss of MMR functionality, LS-associated CRC and sMMRd CRC have marked differences, particularly in their immune microenvironments (8). Studies have shown that the immune microenvironment of LS-associated CRC has higher levels of recruited and infiltrating immune cells, especially cytotoxic CD8^+^ T cells. This is likely due to persistent neoantigen priming, a process referred to as “self-educating,” which enhances immune responses in patients with LS (8). Research indicates that the enrichment of cytotoxic T cell infiltration supports tumor immunity and therapeutic efficacy, leading to improved patient survival, partly through epigenetic regulation of Th1-type chemokine expression (9, 10).

Epigenetic alterations are critical in CRC initiation, promotion, and metastasis (7, 11, 12) and have been linked to the pathogenesis of LS CRC (13, 14). Previous studies suggest that these alterations facilitate the transformation of colonic epithelial cells, thus contributing to carcinogenesis through 3 main mechanisms: (a) DNA methylation patterns, (b) histone acetylation/deacetylation, and (c) destabilization of growth and transcription factor pathways (15). Histone modifications, regulated by deacetylase and methyltransferase enzymes, also play a role in immune homeostasis within the intestinal mucosa of inflammatory bowel disease and various CRC subtypes (9, 16). Although inflammatory bowel disease and LS CRC differ in etiology, immune dysregulation — such as immune evasion and suppression — has been recognized as a protumorigenic mechanism in LS CRC progression, potentially driven by epigenetic dysregulation within the tissue microenvironment (8, 10).

Enhancer of zeste homolog 2 (EZH2), a histone methyltransferase, contributes to immune regulation by trimethylating lysine 27 residues on histone H3 (17, 18). In several cancers, including lung, colon, breast, pancreas, and prostate, overexpression of EZH2 plays two key roles: (a) modulation of innate and adaptive immune pathways and (b) regulation of stem cell self-renewal, differentiation, and lineage fate (19–21). Previous studies from our group have shown that LS precancers and cancers possess a distinct immune profile and neoantigen repertoire (22–24). Targeting these characteristics may facilitate the development of vaccines or immune checkpoint inhibitors as preventive interventions for MMRd carcinogenesis. Building on these findings, we aimed to investigate the role of EZH2 inhibition as an immune-modulating strategy in LS colorectal mucosa using a murine model of LS colorectal carcinogenesis (herein referred to as *VCMsh2T*^Hu^) (25). To test this hypothesis, we utilized the selective small-molecule inhibitor of EZH2, GSK503, which has shown specific targeting of the SET methyltransferase domain of EZH2 with favorable potency and pharmacokinetics in mice (26, 27).

## Results

### Targeting EZH2 alters gene expression in dysplastic tissue and enhances immune cell abundance in a mouse-derived model of LS.

This study utilized a mouse model of LS, as described in the Methods and Figure 1A. To investigate the intrinsic transcriptomic changes induced by EZH2 inhibition with GSK503 (5 μM) in adenomatous polyps (AP) during tumorigenesis, we performed RNA-Seq analysis using mouse-derived organoids (MDOs) from large intestine AP (*N* = 2 controls, *N* = 3 treated) and adjacent normal colonic mucosa (NM; *N* = 3 controls, *N* = 3 treated) from *VCMsh2T*^Hu^ mice. The volcano plot in Figure 1B highlights differentially expressed genes (DEGs) in AP organoids following 5 μM GSK503 treatment, revealing 1,542 upregulated and 662 downregulated genes (log–fold change [logFC] > 0.5, FDR < 0.05) compared with untreated AP-MDOs. EZH2 inhibition selectively targeted precancers, with AP-MDOs showing a greater number of DEGs (Figure 1B, Supplemental Figure 1A, and Supplemental Table 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.177545DS1), while NM exhibited a mosaic gene expression pattern (Figure 1C and Supplemental Figure 1B). In AP-MDOs, GSK503 altered expression patterns of genes involved in apoptosis, differentiation, chromatin structure, and immune response (Figure 1C). Furthermore, gene set enrichment analysis (GSEA) of DEGs in GSK503-treated AP-MDOs compared with nontreated AP-MDOs revealed several activated pathways, such as DNA replication, mitophagy, apoptosis, and p53 signaling (Supplemental Figure 2A). Conversely, the top suppressed pathways included cell adhesion molecules, ECM interactions, phototransduction, and complement and coagulation cascades (Supplemental Figure 2B).

To establish the optimal experimental dosing of GSK503, we tested the pharmacokinetics and dynamics of EZH2 inhibition using both *VCMsh2T*^Hu^ MDOs (Supplemental Figure 3, A and B) and single monolayer cultures of both microsatellite stable (MSS) and unstable (MSI) human cell lines (Supplemental Figure 3C). While GSK503 was the primary agent used throughout this study, tazemetostat, an alternative EZH2 inhibitor, was also compared head to head. Both EZH2 inhibitors reduced MDO viability by 50 percent at 15 μM (Supplemental Figure 3, A and B) and affected the viability of HCT116 (MSI-high) cells, but not SW620 (MSS) cells, at 10 μM (Supplemental Figure 3C). Dose-dependent changes in protein expression were assessed using Western blot analysis, showing that 1 μM GSK503 was sufficient to reduce H3K27me3 protein levels in MDOs (Supplemental Figure 3D).

We assessed organoid viability upon treatment with GSK503 in both *VCMsh2T*^Hu^ MDOs and patient-derived organoid (PDO) cocultures as an ex vivo proxy for immune-mediated cytotoxicity after a 24-hour treatment with 3 doses of GSK503 (0.5, 1, and 2 μM) (Figure 1D). Remarkably, both MDOs and PDOs showed a nonsignificant decrease in viability, even at 2 μM (*P* > 0.05, Figure 1D, light bars). However, MDOs cocultured with autologous splenocytes in the presence of 1 and 2 μM GSK503 exhibited statistically significant immune-mediated cytotoxicity compared with untreated controls (*P* < 0.0001 and *P* = 0.0005, respectively, Figure 1D, top). PDOs cocultured with patient-matched PBMCs showed significant cytotoxicity at 2 μM GSK503 (*P* < 0.0001, Figure 1D, bottom).

Flow cytometry was used to quantify the effects of GSK503 on T cell subpopulations within splenocytes and PBMCs. The addition of GSK503 (0.5, 1, and 2 μM) to murine splenocytes alone and MDOs cocultured with splenocytes significantly increased the abundance of CD4^+^ T helper cells (Figure 1E). CD8^+^ cytotoxic T cell levels were significantly increased compared with controls at both 1 μM (*P* = 0.002 for splenocytes only and *P* = 0.0087 for coculture) and 2 μM (*P* = 0.0024 for splenocytes only and *P* = 0.008 for coculture, Figure 1E and Supplemental Figure 4). While no significant differences were observed in the relative abundance of CD4^+^ and CD8^+^ T cells between the coculture system and splenocytes alone, these data suggest that EZH2 inhibition promotes direct immune cell proliferation. Additionally, we observed a dose-dependent increase in CD335^+^ NK cell abundance in the coculture system at 0.5 (*P* = 0.0176), 1 (*P* < 0.0001), and 2 μM (*P* < 0.0001) compared with nontreated controls (Figure 1E).

Complementary experimentation using PDOs cocultured with matched PBMCs recapitulated similar findings (Figure 1E). The addition of GSK503 to PBMCs alone and PDOs cocultured with matched PBMCs significantly increased the abundance of CD4^+^ T helper cells in both systems at 1 μM (*P* < 0.0001 for both PBMCs and coculture) and 2 μM (*P* < 0.0001 for both PBMCs and coculture) compared with nontreated controls (Figure 1E). Across all tested doses, GSK503 significantly increased the abundance of CD8^+^ cytotoxic T cells for both PBMCs alone and PDOs cocultured with PBMCs (*P =* 0.0001 for 0.5 μM PBMCs only; *P* < 0.0001 for all other data points, Figure 1E). Finally, we observed a significant increase in CD335^+^ NK cell abundance in both PBMCs alone and the coculture system at 0.5 μM (*P* < 0.0001 for both), 1 μM (*P* = 0.0004 for PBMCs only and *P* < 0.0001 for coculture), and 2 μM (*P* < 0.0001 for PBMCs only and coculture, respectively) compared with nontreated controls (Figure 1E).

### Inhibition of EZH2 reduces adenoma progression and promotes immune activation in VCMsh2T^Hu^ colorectal mucosa.

A short-term 9-week preclinical trial was conducted using *VCMsh2T*^Hu^ mice treated with GSK503 (200 μg/kg body weight, via tail vein injection) (25) to assess in vivo effects of EZH2 inhibition on the mucosal immune microenvironment and its potential as an immune prevention strategy (Figure 2A). No signs of adverse events or significant differences in animal body weight were noted during the trial (Supplemental Figure 5). Murine colonoscopies performed at baseline indicated no significant difference in polyp multiplicity in the colon between treated and control mice (*P* = 0.451). After 6 weeks of GSK503 intervention, a significant reduction in colonic polyp multiplicity was observed in treated mice (*P* = 0.00003) compared with controls (Figure 2B). However, colonoscopies performed at 9 weeks, just prior to necropsy, did not show significant differences in polyp multiplicity between treated mice and controls (*P* = 0.1558, Figure 2B). Despite this, at necropsy, a significant reduction in polyp multiplicity was noted microscopically in treated mice compared with controls (*P* = 0.0045, Figure 2B). The discrepancy between colonoscopy and microscopic counts is likely due to differences in sensitivity between the two assessment methods and should be considered in data interpretation. Interestingly, no significant difference in polyp multiplicity in the small intestine (SI) was observed under the dissection microscope during necropsy (*P* = 0.3076, Figure 2B).

Changes to the immune landscape following GSK503 administration were assessed using flow cytometry on single-cell suspensions from spleen, large intestine, and SI tissues of *VCMsh2T*^Hu^ mice. This evaluation employed known immune cell markers, including CD134^+^ for CD4^+^ and CD137^+^ for subtypes of CD8^+^ T cells. GSK503 treatment resulted in a significant increase in both total and activated cytotoxic T lymphocytes (CD8^+^/CD137^+^, *P* = 0.0058/*P* < 0.0001, respectively), stromal macrophages (CD68^+^, *P* < 0.0001), and activated helper T lymphocytes (CD4^+^/CD134^+^, *P* = 0.0103) in the large intestine of *VCMsh2T*^Hu^ mice (Figure 2C). Additionally, GSK503 significantly increased activated cytotoxic T lymphocytes (CD8^+^, *P* = 0.0055) and stromal macrophages (CD68^+^, *P* = 0.0062) in the SI of *VCMsh2T*^Hu^ mice (Figure 2C). GSK503 also significantly increased the abundance of total and activated cytotoxic T lymphocytes (CD8^+^, *P* = 0.013 and < 0.0001, respectively), NK T lymphocytes (CD335^+^, *P* = 0.001), and total helper T lymphocytes (CD4^+^, *P* = 0.0007) in the spleen of *VCMsh2T*^Hu^ mice (Figure 2D). To assess sustained long-term immunity following GSK503 treatment, we established paired autologous MDOs cocultured with splenocytes from *VCMsh2T*^Hu^ mice after 9 weeks of GSK503 treatment. Consistent with above findings, MDOs cocultured with splenocytes from GSK503-treated mice exhibited a significant reduction in cell viability compared with MDOs alone (*P* = 0.003) and untreated coculture controls (*P* = 0.011, Figure 2E).

### Inhibition of EZH2 decreases markers of proliferation and stemness in VCMsh2T^Hu^ crypts.

Western blot analyses of protein lysates harvested from mucosal stripping of GSK503-treated *VCMsh2T*^Hu^ mice revealed intriguing alterations in histone marks. Specifically, there was a significant reduction in protein expression levels of H3K27me3 (*P* = 0.0003), H3K9me3 (*P* = 0.0091), and H3K4me3 (*P* = 0.0005), while no significant change was observed in H3K36me3 (*P* = 0.6534). The reduction of H3K27me3 levels indicated effective drug targeting by GSK503 in the colonic mucosa (Figure 3A). Furthermore, treated mice exhibited reduced mucosal proliferation (Ki67, *P* = 0.0572), a downtrend in stemness (LGR5, *P* = 0.3583), and a significant decrease in differentiation (EPCAM, *P* = 0.0001) compared with untreated mice (Figure 3A). These findings were further corroborated histologically through IHC analysis, which revealed reduced protein levels of EZH2 and Ki67 in the colonic mucosa of GSK503-treated mice (Figure 3B).

To overcome the limitations of conventional IHC in analyzing multiple markers simultaneously across different tissue sections, we employed high-plex immunofluorescence using the Lunaphore COMET platform. This method utilized a panel of 22 antibodies (Supplemental Table 2) on FFPE sections from control- and GSK503-treated mice (*N* = 3/group), targeting immune-oncology, lymphoid, myeloid, epithelial, and stromal markers, as described in Supplemental Methods. Treated mice exhibited a nonsignificant increase in CD8^+^ cells within the large intestine compared with control mice, suggesting that EZH2 inhibition promotes the recruitment or enrichment of colonic tissue–resident CD8^+^ T cells (Figure 3C). Quantitative analysis showed a decreasing trend in antiinflammatory cells (CD163^+^), proliferative cells (Ki67^+^), and epithelial cells (ECAD^+^, Figure 3D), though the results were not statistically significant. Levels of caspase-3 (an apoptotic marker), CD68 (a macrophage marker), and SPP1 (a cancer-associated fibroblast marker) showed nonstatistically significant decreasing trends, while other markers remained largely unchanged (Supplemental Figure 6, A and B).

To assess off-target and downstream effects of EZH2 inhibition, we generated an EZH2 knockdown MDO line using a lentivirus to express shRNA against *Ezh2* and scrambled shRNA (Control_sh) (Supplemental Figure 7, A and B). Levels of *Cdx2* (*P* = 0.0026), *Epcam* (*P* = 0.0003), and *Lgr5* (*P* = 0.001) mRNA expression decreased upon EZH2 knockdown, whereas the levels of *Dpp4* (*P* = 0.022) and *Muc2* (*P* = 0.0005) increased when compared with Control_sh MDO (Figure 3E). These results phenocopy our previous observations of decreased levels of LGR5 and EPCAM proteins shown by Western blot (Figure 3A).

### Inhibition of EZH2 increases gene expression of immune regulatory pathways in VCMsh2T^Hu^ crypts.

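Total RNA was sequenced from the colonic crypts of 3 control *VCMsh2T* Hu mice given vehicle and 3 *VCMsh2T* Hu mice given GSK503 at 200 μg/kg, with 1 library per mouse after 9 weeks of treatment. The authors aligned the paired-end reads to GRCm39 with STAR, estimated counts per gene with RSEM and deposited values scaled by edgeR's TMM method, which are estimated CPM (counts scaled to a common library size) of the TMM-scaled library. In each library most values were whole multiples of a common step, the worth of a single count, and the total was estimated from this step. It came to 129101059, 108162847 and 123983436 counts in control mice 1, 2 and 3 and to 125907289, 135085026 and 124491663 counts in GSK503-treated mice 1, 2 and 3. The smallest value that 3 counts could give lay between 0.0228 and 0.0271 CPM, and this floor covers counting error only. Because the values are not raw counts, the groups were compared with limma on log2(value + 0.1), with an intensity trend in the variance and Benjamini-Hochberg adjustment. The test covered the 16670 of 18049 genes with a value of at least 0.1 in at least 3 of the 6 mice. Each log2FC is therefore on the log2(value + 0.1) scale, which understates the change of genes with low values. With 3 mice against 3, an exact two-sided permutation test cannot give a p-value under 0.1. Expression of *Xist* and of Y-linked genes separated the same groups, so the groups differ in sex as read from these genes. No difference between the groups reported here can therefore be assigned to treatment rather than to sex.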

To examine the transcriptomic changes in colonic epithelium following EZH2 inhibition with GSK503, total RNA-Seq was performed using crypts isolated from GSK503-treated and control mice (Figure 4A). Our preparation of intestinal crypts predominantly contained intestinal cells, such as goblet, enteroendocrine, and Paneth cells, along with minor populations of immune cells. 

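Lists of marker genes, written before the values were seen but after the paper had been read, were averaged in each mouse as log2(value + 0.1). Some lists hold genes that the paper shows as changed in these mice, such as *Clca1* and *Atoh1* among the goblet cell genes. Tests of such sets are not independent of the paper's own result. The epithelial markers *Krt8*, *Epcam* and *Cldn7* averaged 10.7, 10.6 and 10.6 in the control mice and 10.8, 10.8 and 10.6 in the GSK503-treated mice. Goblet cell genes averaged between 8.76 and 9.28 in the control mice and between 10.0 and 10.2 in the treated mice. All 9 goblet cell genes were higher in GSK503-treated mice, with a mean log2FC of 1.14 (adjusted p = 3.85e-15 from limma's camera test with Benjamini-Hochberg adjustment over 23 gene sets), and *Muc2* was not analysed here. Of 8 enteroendocrine cell genes, 7 were lower in treated mice, with a mean log2FC of -0.52 (adjusted p = 2.06e-05 from limma's camera test). Among 5 Paneth cell genes, 4 were higher and *Lyz1* was lower, and their mean log2FC was 1.72 (adjusted p = 0.00142 from limma's camera test). For the goblet, enteroendocrine and Paneth cell averages, the 3 treated mice lay on the same side of the 3 control mice (exact two-sided permutation test, p = 0.1), whereas the epithelial averages overlapped (exact two-sided permutation test, p = 0.3). Camera gave an adjusted p below 0.05 for 15 of the 23 sets, and for between 4 and 11 sets when the 6 mice were split in the 9 other ways. T cell genes averaged between 0.72 and 1.04 in the control mice and between 0.54 and 0.91 in the treated mice, far below the epithelial markers. With library size alone as the scaling, the mean log2FC of the epithelial markers changed from 0.08 to -0.03, as the median of all genes fell as well.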

A heatmap and parallel Volcano plot of significant DEGs between control- and GSK503-treated mice are shown in Figure 4, B and C. Transcriptomic profiling identified 239 genes significantly dysregulated in the crypt fractions of treated mice, with 175 upregulated genes (log_2_FC > 0.25) and 64 downregulated genes (log_2_FC < –0.25, Figure 4C and Supplemental Table 3). 

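With adjusted p below 0.1 and an absolute log2FC above 0.25, 235 genes were higher and 93 were lower in GSK503-treated mice. With adjusted p below 0.05, 83 genes were higher and 24 were lower, and 2223 genes had an unadjusted p below 0.05. All 3 treated mice lay above all 3 control mice for 1641 genes (9.84%) and below them for 1537 genes (9.22%), where chance gives 10% for both directions together. The choice of scaling moved the direction of the calls most. With library size alone in place of the authors' TMM scaling, 773 genes were lower at an adjusted p below 0.1, 22.2% of the calls were in the higher direction against 71.6% with the authors' scaling, and the median log2FC of all genes was -0.12. The number of calls also depended on the intensity trend in limma's variance, an alternative chosen after seeing the data. Without it, 9 genes were higher and 7 were lower at an adjusted p below 0.05. Among the 107 genes called at 0.05, 87 were called when X and Y genes were left out. In the main fit 96 autosomal genes had a limma adjusted p below 0.05, so part of this loss was of autosomal genes.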

A deeper analysis revealed upregulation of genes involved in tumor suppression (*Clca2*, *Spink5*, *Igfbp6*, *Nptx1*, *Bex4*, *Gadd45g*, *Yipf5*), immune regulation (*IL6ra*, *Ccl6*, *Cd81*, *Cd244a*, *Cd151*, and *Gata4*), apoptosis, and pyroptosis (*Ddit3*, *Rgs6*, and *Gsdmsc2/3/4*). 

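All 18 genes were higher in GSK503-treated mice, and for 16 of them every treated mouse lay above every control mouse. Of the 18, 8 had an adjusted p below 0.05 over all genes tested by limma and 11 had one below 0.1. Adjusted over these 18 alone, 16 passed 0.05, but the paper chose the list from these mice, so this shows no stability. In the paper's Supplemental Table 3, the paper's adjusted p for *Igfbp6*, *Ddit3*, *Ccl6*, *Il6ra*, *Cd244a* and *Gata4* lies between 0.117 and 0.378. *Clca2* had a value of 1.18 ± 0.548 (SD, n = 3) in control mice and 9.16 ± 1.29 (SD, n = 3) in treated mice, a log2FC of 2.93 (standard error 0.30, adjusted p = 0.00259 from limma). *Gadd45g* rose from 19.8 ± 2.69 to 48.1 ± 6.65 (SD, n = 3 mice each), a log2FC of 1.27 (standard error 0.13, limma adjusted p = 0.00247). *Spink5* and *Rgs6* had a log2FC of 2.37 and 2.33, with a limma adjusted p of 0.0335 and 0.0469. *Igfbp6*, *Bex4* and *Cd81* had a limma adjusted p between 0.0812 and 0.0964, and *Bex4* lies on the X chromosome. *Yipf5*, *Ccl6*, *Cd244a*, *Cd151* and *Ddit3* were higher in every treated mouse than in every control mouse, yet their limma adjusted p lay between 0.107 and 0.37. *Il6ra* and *Gata4* overlapped between the groups, with a limma adjusted p of 0.351 and 0.405. *Gsdmc2*, *Gsdmc3* and *Gsdmc4*, which sit side by side on chromosome 15 and whose reads the counting could have split between near-identical copies, had a log2FC of 1.85, 1.63 and 2.01 (limma adjusted p = 0.0177, 0.033 and 0.00723).

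**Figure D1:**
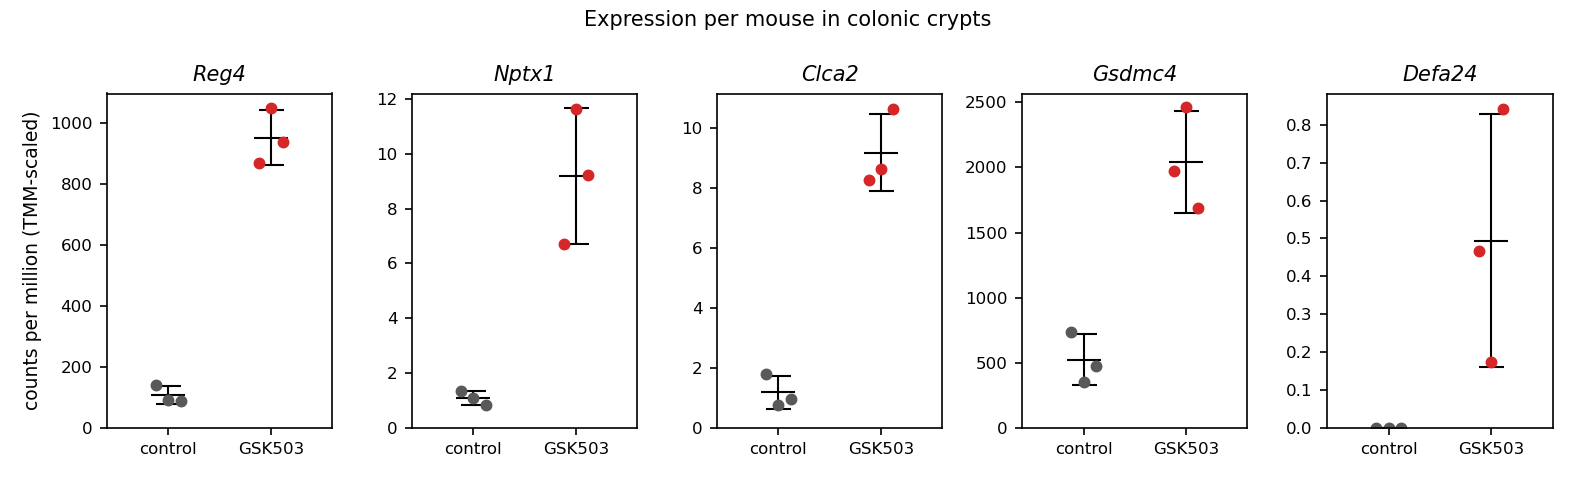
Values of *Reg4*, *Nptx1*, *Clca2*, *Gsdmc4* and *Defa24* in TMM-scaled CPM (y axis) in 3 control mice (gray) and 3 GSK503-treated mice (red); each point is a mouse, and the bars give the mean and SD. The *Clca2* values of all treated mice lie above those of all control mice.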

Additionally, *Defa24*, a defensin expressed in Paneth cells, and *Reg4*, a protein expressed and secreted by crypts, were significantly upregulated in treated mice compared with controls. 

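*Defa24* (ENSMUSG00000064213) lies on chromosome 8 of GRCm39 from 22224506 to 22225490. Its value was 0 in all 3 control mice and 0.466, 0.175 and 0.84 in GSK503-treated mice 1, 2 and 3. Against the floor of 3 counts, the mean of the treated mice was at least 18.2-fold higher. The log2FC was 2.40 (standard error 0.54, adjusted p = 0.0875 from limma), and the adjusted p stayed between 0.0672 and 0.223 over 19 alternatives. The paper's adjusted p in Supplemental Table 3 is 0.0768. Defensin genes form a family of near-identical copies, so its reads could have been divided among them. *Reg4* (ENSMUSG00000027876), on chromosome 3 from 98129468 to 98144066, had a value of 108 ± 29.8 (SD, n = 3) in control mice and 953 ± 90.7 (SD, n = 3) in treated mice. Its log2FC was 3.17 (standard error 0.16, adjusted p = 1.46e-05 from limma), and it stayed between 3.05 and 3.39 with each mouse left out in turn.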

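In GSK503-treated mice, *Ntrk2* fell from 37.6 ± 6.42 to 17.8 ± 2 (SD, n = 3 mice each), a log2FC of -1.07 (standard error 0.14, adjusted p = 0.0136 from limma). *Atf3* fell from 82.9 ± 19.8 to 36.2 ± 6.98 (SD, n = 3 mice each), with a log2FC of -1.18 (limma adjusted p = 0.0286). *Muc1* had a log2FC of -1.16 (limma adjusted p = 0.0275) and *Igf1r* a log2FC of -0.45 (limma adjusted p = 0.0415). *Arid5b* and *Ccn1* had a limma adjusted p of 0.0655 and 0.0741. *Mki67* was lower in every treated mouse than in every control mouse, with a log2FC of -0.39 (limma adjusted p = 0.136). The groups also did not overlap for *Notch1* and *Igf2bp2*, whose limma adjusted p was 0.142 and 0.264. *Mki67* was the lowest of 12 proliferation genes, of which 7 were lower and 5 higher in treated mice. Their mean log2FC was -0.10 (limma camera adjusted p = 0.077), and their averages overlapped (exact two-sided permutation test, p = 0.7). *Cd47*, *Cd37*, *Itga7*, *Itga11* and *Itgam* had a lower mean in treated mice, but the groups overlapped and the limma adjusted p lay between 0.25 and 0.404. With library size alone as the scaling, *Mki67*, *Ccn1*, *Arid5b* and *Notch1* passed an adjusted p of 0.05, with values between 0.0351 and 0.0449. That scaling lowered the median log2FC of all genes to -0.12. The log2FC of *Mki67* moved with it from -0.39 to -0.51 and that of *Ccn1* from -0.79 to -0.90. *Arid5b* moved from -0.63 to -0.74 and *Notch1* from -0.27 to -0.39, so these passes add no separate evidence. *Atf3* and *Ccn1* belong to a set of 14 immediate early genes, all of which had a lower mean in treated mice.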

Notable downregulated genes included *Mki67*, *Ccn1*, *Muc1*, *Atf3*, *Ntrk2*, *Arid5b*, *Igf1r*, *Igf2bp2*, *Cd47*, and *Cd37* (oncogenic function) and integrin-related genes, *Itga7*, *Itga11*, *Itgam* and *Notch1* (cancer stem cell markers). 

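*Kdm6a* (ENSMUSG00000037369) lies on the X chromosome of GRCm39 from 18028776 to 18146877. It had a value of 44.2 ± 6 (SD, n = 3) in control mice and 74.6 ± 3.4 (SD, n = 3) in GSK503-treated mice, a log2FC of 0.76 (standard error 0.10, adjusted p = 0.0157 from limma). *Kdm5c* (ENSMUSG00000025332), on the X chromosome from 151016016 to 151062093, rose from 154 ± 9.93 to 225 ± 11.6 (SD, n = 3 mice each), with a log2FC of 0.54 (standard error 0.08, limma adjusted p = 0.0157). *Ezh2* (ENSMUSG00000029687), on chromosome 6 from 47507073 to 47572331, had a value of 43.6 ± 5.29 (SD, n = 3) in control mice and 36 ± 0.769 (SD, n = 3) in treated mice. The *Ezh2* values of all treated mice lay below those of all control mice (exact two-sided permutation test, p = 0.1), with a log2FC of -0.27 (standard error 0.10, limma adjusted p = 0.291). *Kdm6a* and *Kdm5c* are among the X genes that escape inactivation, and X- and Y-linked expression separated the groups. Their higher values therefore cannot be assigned to treatment rather than to sex. *Xist* had a value of 0.72 ± 0.269 (SD, n = 3) in control mice and 1014 ± 207 (SD, n = 3) in treated mice. The Y-linked gene *Uty* had a value of 47.3 ± 5.8 in control mice and 0.94 ± 0.234 in treated mice (SD, n = 3 mice each).

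**Figure D2:**
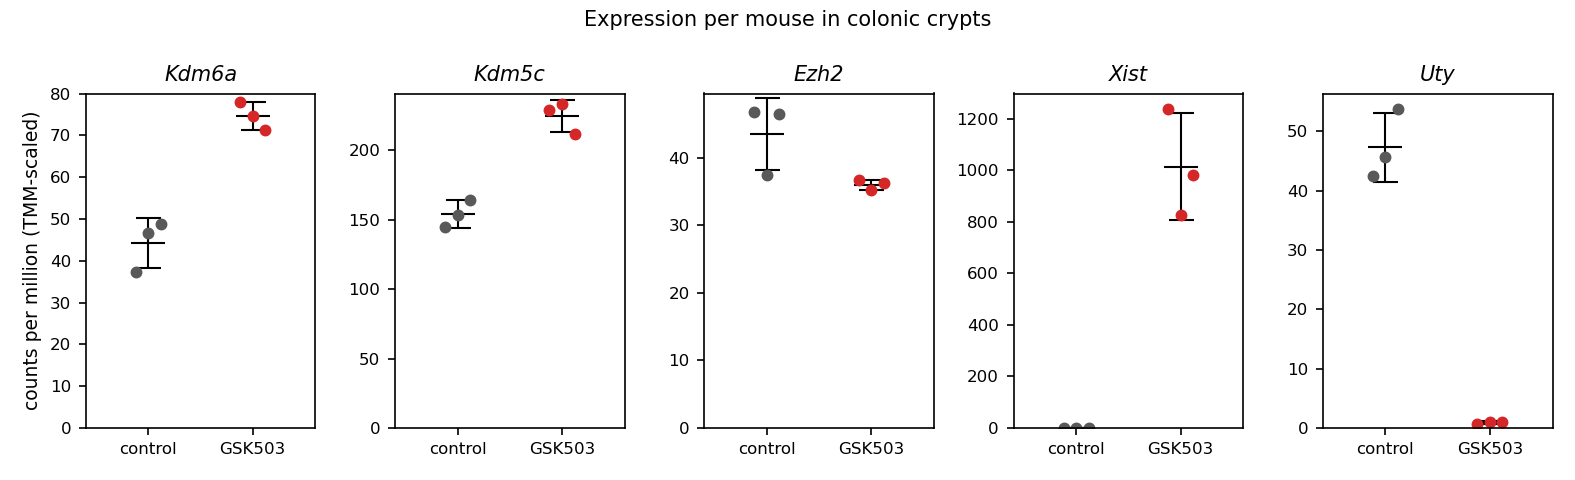
Values of *Kdm6a*, *Kdm5c*, *Ezh2*, *Xist* and *Uty* in TMM-scaled CPM (y axis) in 3 control mice (gray) and 3 GSK503-treated mice (red); each point is a mouse, and the bars give the mean and SD. *Xist* is near 0 in the control mice, and *Uty* is near 0 in the treated mice.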

Interestingly, epigenetic regulators *Kdm6a* (lysine 27 demethylase) and *Kdm5c* (lysine 4 demethylase) were upregulated, while *Ezh2* (lysine 27 methyl transferase) was downregulated. These findings align with our Western blot and IHC analyses, demonstrating decreased levels of histone modification at H3K27 and EZH2 proteins in crypts of treated mice (Figure 3A).

Using in silico XCELL analysis, we explored immune cell abundance following EZH2 inhibition through transcriptomic changes in immune cell markers from RNA-Seq data (Supplemental Figure 8A). This cell deconvolution analysis showed a significant increase in granulocyte-monocyte progenitor cells (*P* = 0.0009), immature T cells (*P* = 0.036), and stroma-related cells, as measured by stroma score (*P* = 0.0417). These results support the flow cytometry analysis presented in Figure 2B. 

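The xCell scores were not recomputed here, and short lists of marker genes were averaged in each mouse instead. Of 6 genes listed for granulocyte-monocyte progenitors, only *Csf3r* was analysed here, and its values of 0.129, 0.0904 and 0.0551 in control mice 1, 2 and 3 overlapped those of 0.0678, 0 and 0.166 in GSK503-treated mice 1, 2 and 3. Genes of T cells had a mean log2FC of -0.13 (adjusted p = 0.506 from limma's camera test), and 8 of the 11 had a lower mean in treated mice. The mean log2FC of the T cell genes ranged from -0.24 to -0.03 with each mouse left out in turn. NK cell genes had a mean log2FC of -0.04 (limma camera adjusted p = 0.939). For fibroblast genes the mean log2FC was -0.60 (limma camera adjusted p = 0.467), and for endothelial genes it was -0.84 (limma camera adjusted p = 0.0747). Smooth muscle genes averaged 1.79, 3.93 and 3.01 in the control mice and -0.58, -0.89 and 4.42 in GSK503-treated mice 1, 2 and 3. The treated mice lay on both sides of the control mice for these genes (exact two-sided permutation test, p = 0.4). The mean log2FC of the smooth muscle genes was -1.93 (limma camera adjusted p = 0.0324). Macrophage genes showed the same order, with averages of 1.39, 1.83 and 1.45 in control mice 1, 2 and 3 and -0.04, -0.08 and 2.29 in treated mice 1, 2 and 3. All 9 macrophage genes had a lower mean in treated mice, with a mean log2FC of -0.83 (limma camera adjusted p = 0.0137). The groups overlapped for this set (exact two-sided permutation test, p = 0.4), and with limma's fry its adjusted p was 0.514. B cell genes were lower in every treated mouse than in every control mouse, with a mean log2FC of -2.13 (limma camera adjusted p = 2.01e-05), but with limma's fry the adjusted p was 0.153.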

GSEA using DEGs for WikiPathway genes highlighted the activation of cholesterol biosynthesis, aerobic glycolysis, and deregulation of RAB and RAB effector genes in bladder cancer (Supplemental Figure 8B, top). 

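The pathway sets used here were written by hand and are not the WikiPathways sets, and the RAB set was not analysed here. All 15 genes of cholesterol biosynthesis had a higher mean in GSK503-treated mice, with a mean log2FC of 0.53 (adjusted p = 6.43e-16 from limma's camera test). Of these, 6 had an adjusted p below 0.05 in limma's test of single genes. *Hmgcs1* and *Msmo1* had a log2FC of 0.83 and 0.78 (limma adjusted p = 0.0445 and 0.00948). With the rotation test fry in place of camera, the adjusted p of the set was 0.0509. The mean over the set lay between 6.20 and 6.57 in the control mice and between 6.76 and 6.96 in the treated mice (exact two-sided permutation test, p = 0.1). Of 15 genes of aerobic glycolysis, 12 had a higher mean in treated mice, and the mean log2FC was 0.12 (limma camera adjusted p = 0.00884). None of the 15 had a limma adjusted p below 0.05. Scaling by library size alone gave the set a mean log2FC of 0.00, as the median of all genes fell to -0.12.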

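In a hand-written set of the FXR pathway, 10 of 12 genes had a lower mean in GSK503-treated mice, with a mean log2FC of -0.35 (adjusted p = 0.013 from limma's camera test). Its most changed gene was *Abcg5*, with a log2FC of -1.46 (limma adjusted p = 0.0525), and without this gene limma's camera adjusted p of the set was 0.0557. For the PXR pathway, 12 of 15 genes had a lower mean in treated mice, with a mean log2FC of -0.20 (limma camera adjusted p = 0.00854). The filter on low values had left out *Fgf15* from the FXR set and *Cyp3a11* and *Cyp3a25* from the PXR set. Without it the mean log2FC was -0.25 for FXR and -0.09 for PXR (limma camera adjusted p = 0.0252 for both). Of 14 genes for subunits of PRC2, 12 had a lower mean in treated mice, and the mean log2FC was -0.08 (limma camera adjusted p = 0.00884). This mean ranged from -0.15 to -0.03 with each mouse left out in turn. The averages over the PRC2 genes overlapped between the groups (exact two-sided permutation test, p = 0.4). *Suz12* changed most toward lower values, with a log2FC of -0.39 (limma adjusted p = 0.136). With fry in place of camera, the adjusted p was 0.0479 for the FXR set, 0.243 for the PXR set and 0.118 for the PRC2 set.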

Suppressed pathways included the FXR pathway (inflammation, metabolism, and cholesterol synthesis), the PXR pathway (cancer stem cells in colon cancer and chemoresistance), and the PRC2 interactome (Supplemental Figure 8B, bottom).

Single-cell RNA-Seq from control (*n* = 2) and treated (*n* = 2) mice helped elucidate dynamic changes in the cellular landscape within murine crypts following GSK503 treatment. We profiled a total of 42,631 cells from the colon with the UMAP plot demonstrating distinct separation of cells based on known markers (Figure 5A); a heatmap of genes in each cluster is shown in Supplemental Figure 8C. K-means clustering, an unsupervised algorithm, grouped cells into 6 major clusters and 1 other cluster, yielding a total of 7 unique clusters. Notable markers included *Krt8*, *Epcam*, and *Cldn7* in the epithelial cell cluster; *Cd79a* and *Ighm* in the B cell cluster; *Fabp4* and *Flt1* in the endothelial cell cluster; *Skap1* and *Trbc2* in the T cell cluster; *Gsn* and *Col3a1* in the fibroblast cluster; *Hbb-bt* and *Hba-a1/a2* in the red blood cell (RBC) cluster; and *Myh11* and *Tagln* in the “Other” cell cluster (Figure 5, A and B). A dot plot depicts predominantly expressed genes stratified by cell cluster in GSK503-treated mice compared with control mice (Figure 5C). These data also show a notable shift in cell populations, with an increase in infiltrating immune cells, including CD3d^+^, CD8a^+^, and CD4^+^ T cells, and a decrease in EPCAM^+^ cells in the colon of GSK503-treated mice (Figure 5D). These data also show a notable shift in cell populations, with an increase in infiltrating immune cells, including CD3d^+^, CD8a^+^, and CD4^+^ T cells, and a decrease in EPCAM^+^ cells in the colon of GSK503-treated mice (Figure 5D), further supporting our Western blot analysis (Figure 3A) and Ezh2 knock-down data (Figure 3E).

### EZH2 inhibition decreased H3K27 methylation and increased promoter activation in LS mouse genome.

Given that GSK503 treatment decreased levels of EZH2 and its activity on K27 methylation, we aimed to determine the abundance of H3K27me3 within specific chromatin fragments in colonic crypts from GSK503-treated *VCMsh2T*^Hu^ mice compared with controls. Additionally, we assessed the presence of bivalent occupancy of H3K4me3 (a mark of promoter activation) and H3K27me3 in control *VCMsh2T*^Hu^ mice as a proxy for poised promoter activity. Heatmaps from the ChIP-Seq analysis clearly showed a global reduction in H3K27me3 peak height within ±1 kb of chromatin fragments in GSK503-treated mice compared with controls (Figure 6A). Our analysis identified 2,840 peaks corresponding to H3K27me3 in control mice and 1,079 peaks in treated mice, thus indicating a marked reduction of K27 methylation upon treatment with GSK503 (Table 1 and Supplemental Tables 4 and 5). Notably, we did not observe an increase in H3K4me3 peaks — histone marker for promoter activation — in treated mice compared with controls (14,219 vs. 14,175 peaks; Table 1, Figure 6A, and Supplemental Tables 6 and 7). GSEA of H3K27me3-enriched genes in control mice revealed associations with several key pathways, including cancer, EMT, WNT, calcium, and hedgehog signaling (Figure 6B). Our data indicated that 815 genes contained a bivalent occupancy of both H3K4me3 and H3K27me3 within the promoter regions in control mice (Figure 6C), suggesting that the presence of H3K27me3 inhibits transcriptional activation.

### EZH2 inhibition reprograms histone methylation enhancer marks, H3K4me1 and H3K27ac, in the genome of LS mice.

Active enhancer or superenhancer elements are *cis*-regulatory DNA elements characterized by the presence of H3K4me1 and H3K27Ac; they play a pivotal role in driving oncogene expression during tumor progression and development. However, the landscape of these enhancer marks in MMRd LS carcinogenesis remains largely unexplored. We utilized the *VCMsh2T*^Hu^ mouse model to delineate the enhancer landscape and assess the effects of EZH2 inhibition on reprogramming enhancer marks of H3K4me1 and H3K27Ac within murine crypts.

Consistent with our findings for H3K27me3, the number of genes associated with H3K4me1 was substantially greater in control mice (11,319 genes) compared with treated mice (5,606 genes), with 16,282 H3K4me1 peaks detected in control mice versus 7,464 in treated mice (Table 1, Figure 6A, and Supplemental Tables 8 and 9). This indicates a nearly 50 percent reduction in H3K4me1 marks in GSK503-treated mice compared with controls. In contrast, the number of H3K27ac marks, a marker for super enhancer enrichment, was higher in the treated group (11,312 vs 10,515 peaks) compared with controls, with 8,805 genes in treated and 8,346 genes in control group (Table 1, Figure 6A, and Supplemental Tables 10 and 11).

Figure 6D presents two snapshots of chromatin fragments within the genomic loci of chromosome 14 and a separate tracing of the *Nptx* gene using Integrated Gene Viewer (IGV). Both tracings revealed decreased H3K27me peak amplitude in treated mice (red peaks) compared with controls (green peaks). Notably, the *Nptx* gene, a tumor suppressor, was upregulated in treated mice, as indicated by RNA-Seq analysis (Figure 4C), suggesting that its reactivation is mediated by GSK503 treatment through removal of H3K27 methylation. 

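In the same crypt RNA-Seq table, *Nptx1* (ENSMUSG00000025582) lies on the minus strand of chromosome 11 of GRCm39 from 119428472 to 119438585. Its value was 1.36, 1.09 and 0.85 in control mice 1, 2 and 3 and 6.71, 11.6 and 9.21 in GSK503-treated mice 1, 2 and 3. The log2FC was 2.94 (standard error 0.27, adjusted p = 0.00146 from limma). With each mouse left out in turn, the log2FC stayed between 2.75 and 3.15, and the adjusted p was at most 0.0154. Over 20 alternatives the adjusted p lay between 0.000329 and 0.0441.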

Additionally, the IGV snapshot of H3K4me1, H3K27Ac, and H3K4me3 levels within a 1.6 Mb genomic fragment of chromosome 6 illustrates the differential levels of these histone modifications between control and treated mice (Supplemental Figure 9). To explore the relationship between upregulated genes and H3K27me3 histone modifications upon GSK503 treatment, we compared single-cell RNA-Seq (scRNA-Seq) and RNA-Seq data with ChIP-Seq results. The data showed that 9,964 genes were upregulated in the scRNA-Seq analysis and 5,802 genes in the RNA-Seq analysis, with 3,105 upregulated genes shared across both platforms (Supplemental Figure 10A). 

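In the crypt RNA-Seq, 5289 of the tested genes had a log2FC above 0.1 in GSK503-treated mice, without a threshold on the p-value. The paper's count is 5802. A log2FC below -0.1 was found for 5567 genes. The count above 0.1 was 5978 without a filter on low values and 4432 for genes with at least 10 counts in every mouse. It was 3212 with library size alone as the scaling. With each mouse left out in turn, between 5322 and 5701 genes passed the same bound.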

Of the 9,964 upregulated genes in scRNA-Seq, 290 were occupied by low levels of H3K27me3 due to GSK503 treatment, while 225 of the 5,802 upregulated genes in RNA-Seq showed H3K27me3 occupancy (Supplemental Figure 10, B and C). Of the 3,105 upregulated genes shared between scRNA-Seq and RNA-Seq, 104 genes exhibited low H3K27me3 occupancy due to GSK503 treatment in both datasets, thus suggesting that EZH2 inhibition may lead to their upregulation (Figure 6E).

### Human LS tumors express high levels of EZH2.

To evaluate the translational relevance of targeted EZH2 methyltransferase inhibition in LS, we first analyzed *EZH2* mRNA expression in normal mucosa, adenoma (precancer), and adenocarcinoma samples from patients with LS treated at the University of Texas MD Anderson Cancer Center (MDACC) using RNA-Seq data. The results showed a stepwise increase in *EZH2* mRNA expression with advancing pathology, showing a significant elevation in adenomatous and neoplastic tissue compared with adjacent normal tissue (*P* = 0.024 and 0.001, respectively; Supplemental Figure 11A). IHC staining results further supported this trend, revealing low EZH2 protein expression in normal mucosa, moderate levels in adenomas, and higher expression in adenocarcinoma tissue, although these differences were not statistically significant (Supplemental Figure 11B). These findings, combined with existing literature, underscore the potential of EZH2 inhibition as a chemopreventive strategy in LS-associated CRC, warranting further investigation.

## Discussion

To our knowledge, no previous study has explored the use of an EZH2 inhibitor as a potential immune-modulating agent for LS carcinogenesis. However, immune interception strategies have been widely studied, focusing on developing immune-priming agents that can serve as adjuvants prior to vaccination to target specific neoantigens (10). A recent clinical trial from our group demonstrated that daily low doses of naproxen (both 220 and 440 mg) improve cytotoxic T cell enrichment in the normal mucosa of patients with LS (23, 28). Building on this discovery, a preclinical trial using the *VCMsh2* mouse model showed that immunization with a frameshift peptide (FSP) vaccine elicited robust antitumor activity and improved long-term survival in mice receiving daily naproxen along with neoantigen vaccination (29). While naproxen may enhance immune enrichment, our study provides rationale for using EZH2 inhibitors as a more effective adjuvant that not only increases immune cellularity but also initiates immune cell activation to elicit cytotoxic effects.

In fact, a study by Zingg et al. demonstrated that EZH2 overexpression silences immunogenicity and antigen presentation in cancers such as melanoma, which serves as a gold standard for studying neoantigen biology in tumors (30). Functional studies indicated that inhibiting EZH2 with GSK503 reversed several resistance mechanisms in melanomas, leading to improved synergy between different immunotherapies and enhanced antitumor cytotoxicity (30). Our study observed that inhibiting EZH2 enriched T cell activity and increased the abundance of effector CD8^+^ T cells intratumorally. While this has been observed in melanoma, other studies found that CRC cells exhibit similar repression of CD8^+^ cytotoxic T cell trafficking to tumor sites, suggesting that the epigenetic silencing of immune pathways is a vital mechanism in CRC biology (10, 31).

Consistent with prior data using subtoxic doses of GSK503 as an immune modulator, our study indicates that targeting EZH2 in a murine model of LS promotes robust T cell–mediated cytotoxicity both in vitro and in vivo. In cocultures of normal murine mucosa organoids and autologous splenocytes, GSK503 stimulation induced marked cytotoxicity, which may partially be explained by immune recognition of neoantigen expression in MMRd cells within the normal mucosa, as previously shown in studies using the VCMsh2 model (29). To further explore this, we utilized flow cytometry to quantitatively assess changes in immune cell abundance — both locally and systemically — following GSK503 treatment, revealing a substantial increase in immune cell abundance and activation in the in vitro coculture system.

In a preclinical trial using the *VCMsh2T*^Hu^ murine model, we corroborated our in vitro results in vivo. The data revealed a striking reduction in viability in the autologous coculture system from mice treated with GSK503. Additionally, these mice showed robust enrichment of immune cells within the mucosal tissues. Specifically, GSK503 treatment increased distinct populations of cytotoxic T cells and B cells, likely enhancing immune surveillance and activity. This shift in immune cell composition underscores the potential of EZH2 inhibitors to reshape the immune landscape toward an antitumor phenotype.

The observed reduction in epithelial and endothelial cells — often involved in forming the structural components of tumors — may create a less favorable environment for tumor growth, contributing to decreased polyp multiplicity observed with GSK503 treatment. Similarly, the decrease in fibroblast cells, known to support tumor progression and metastasis, further indicates a disruption of the tumor-supportive microenvironment. By disrupting the immunosuppressive environment maintained by EZH2, its inhibition can promote a more effective antitumor immune response.

Our study found that inhibiting EZH2 reduces proliferation and differentiation in *VCMsh2T*^Hu^ crypts, suggesting that the loss of differentiated cells in treated mice results from activated apoptosis and reduced survival pathways, along with immune activation of regulatory T cells in the crypts compared with controls. We also observed an enriched immune cell population in the crypt fractions of treated mice. GSK503 treatment downregulated EZH2 at both the protein and mRNA levels while upregulating *Kdm6a* (lysine 27 demethylase), indicating that the global reduction of H3K27me3 is due to combined EZH2 inhibition and *Kdm6a* upregulation. 

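In the crypt RNA-Seq, the log2FC of *Kdm6a* stayed between 0.65 and 0.84 with each mouse left out in turn, and 4 of these 6 fits gave a limma adjusted p below 0.05. Over 19 alternatives its adjusted p lay between 0.00982 and 0.194. For *Ezh2*, the log2FC with each mouse left out in turn stayed between -0.37 and -0.21, and none of 20 alternatives gave an adjusted p below 0.05. The other X genes listed as escaping inactivation, *Eif2s3x* and *Ddx3x*, also had a higher mean in treated mice, with a log2FC of 0.73 and 0.30 (limma adjusted p = 0.00164 and 0.126). The remaining X genes had a median log2FC of -0.02. Because X- and Y-linked expression separates the same groups, none of these fits can tell an effect of treatment on *Kdm6a* from the difference in sex. From EZH2 protein and mRNA that it reports as lower and the higher *Kdm6a*, the paper concludes that EZH2 inhibition and *Kdm6a* upregulation together account for the loss of H3K27me3.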

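In the crypt RNA-Seq, *Kmt2c* had a value of 237 ± 34 (SD, n = 3) in control mice and 195 ± 6.14 (SD, n = 3) in GSK503-treated mice, a log2FC of -0.27 (standard error 0.10, adjusted p = 0.286 from limma). Every treated mouse lay below every control mouse for *Kmt2c* (exact two-sided permutation test, p = 0.1). The log2FC of *Kmt2c* lay between -0.37 and -0.16 with each mouse left out in turn. *Kmt2d* had a value of 220 ± 38 (SD, n = 3) in control mice and 223 ± 26.8 (SD, n = 3) in treated mice, a log2FC of 0.02 (standard error 0.13, limma adjusted p = 0.959). The difference in *Kmt2d* was smaller than the spread between mice, and its log2FC lay between -0.11 and 0.15 with each mouse left out in turn. Scaling by library size alone gave *Kmt2d* a log2FC of -0.09.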

Additionally, the reduction in H3K4me1 levels in treated mice may be linked to decreased expression of *Kmt2c* and *Kmt2d*, methyltransferases responsible for H3K4me1 enhancer marks. These findings provide mechanistic insight into the epigenetic regulation of H3K27me in LS carcinogenesis and further our understanding of EZH2 inhibition as a potential chemopreventive strategy.

We acknowledge several limitations of this study that warrant further investigation. First, our MDO and PDO coculture systems did not include organoids derived from apparent polyp tissue. However, the observed cytotoxic effects may have been mediated by T cell recognition of neoantigens presented by MHC-I molecules before polyp formation. This is supported by recent data showing that *VCMsh2* mice develop aberrant FSPs, which can be targeted with FSP-based vaccines to enhance T cell immunity (29). While intriguing, evaluating this interaction is beyond the scope of this study but remains an important area for future research.

Additionally, our inability to assess the SI during the preclinical trial prevented in vivo measurement of SI polyp multiplicity. The lack of significant differences between groups may stem from the abundance of Peyer’s patches, which could influence immune cellularity. Furthermore, SI polyps are a common off-target effect in CRC models and may be unrelated to our findings, though further characterization of this mouse model is warranted.

Another limitation is the small sample size of human LS colorectal tissues, which restricts the translational relevance of our findings. However, RNA-Seq of LS colorectal samples revealed a significant, stepwise increase in EZH2 expression across advancing tissue histology, highlighting its potential role in LS tumorigenesis. Further studies are needed to clarify EZH2’s function and therapeutic relevance in this context.

Finally, we cannot definitively determine whether the antitumor effects of EZH2 inhibition result from direct effects on neoplastic epithelial cells or indirect effects through immune cell reprogramming. While our data indicate significant changes in immune cellularity, immune-related gene expression, and epigenetic modulation following EZH2 suppression, the role of tumor-immune interactions remains unresolved. Additionally, we observed key differences between pharmacologic inhibition and genetic suppression of EZH2 — while both approaches reduced LGR5 and EPCAM levels, only genetic suppression upregulated select differentiation markers, suggesting broader transcriptional changes. To systematically assess these differences and distinguish direct antitumor effects from indirect consequences, RNA-Seq followed by scatter plot analysis could provide deeper insight into EZH2’s role in tumor cell differentiation and therapy response. Further studies, including immune depletion experiments, will be essential to dissect these mechanisms and refine EZH2-targeted therapeutic strategies.

In conclusion, effective EZH2 inhibitors have been tested in several clinical trials for the treatment of both solid and liquid tumors with the aim of abrogating tumorigenicity, but none have explored this agent class in LS (32). Thus, this work establishes a preliminary framework for developing a phase I clinical trial using an EZH2 inhibitor as an immunoprevention strategy for patients with LS, either alone or in conjunction with immunization using a neoantigen vaccine, which is currently being pursued in various animal models in the laboratory.

## Methods

### Sex as a biological variable.

For all murine studies, both female and male mice were included, ensuring a 50:50 distribution. Clinical samples were selected to ensure equal representation of male and female patients from the MDACC biorepository.

### Mice.

C57BL/6J (RRID:IMSR_JAX:016231) conditional knockout mice for the MMR gene *Msh2* (*Msh2^LoxP/LoxP^*) were crossed with *Villin-Cre*–transgene mice (RRID:IMSR_JAX:004586), generating *VCMsh2^LoxP/LoxP^* mice (33). These were further crossed with an in-house knockin humanized *Tgf*β*RII* model referred to as *VCMsh2^LoxP/LoxP^*. This humanized knockin introduces an 11 poly (A) microsatellite repeat in the *Tgf*β*RII* gene, leading to the development of 1–3 colorectal adenomas and stage I CRCs after 8 months of age when fed with a high-fat diet, similar to other models developed in-house (34). To expedite polyp formation, from 8 weeks of age, mice were continuously fed a Western-style diet known to increase reactive oxygen species production and DNA damage (35). This diet consisted of 20% fat, 0.5 calcium mg/g, 0.11 vitamin D_3_ IU/g, 3.6 PO_4_ mg/g, 2% fiber, 0.23 folic acid μg/g, 0.3% I cysteine, 0.12% choline bitartrate, and approximately 4.5 kcal/g (Newark Stress Diet C, D16378Ci, Research Diets Inc.).

Mice were randomized into two groups: GSK503 (EZH2 inhibitor) and control (vehicle). Tail vein injections were administered biweekly using a restraining apparatus and sterile technique, with GSK503 (Selleckchem) given at 200 μg/kg body weight (50 μL injection volume) in sterile PBS, while control mice received sterile 20% captisol in PBS. Body weight was monitored bimonthly, and animal behavior was observed daily.

### Murine tissue preparation.

*VCMsh2T*^Hu^ mice from both cohorts — treatment and control — were humanely sacrificed at the completion of the preclinical drug intervention trial. Tissues were collected and snap frozen in liquid nitrogen or placed in formalin for paraffin embedding.

### Murine colonoscopy.

*VCMsh2T*^Hu^ mice were anesthetized with isoflurane in accordance with standard MDACC IACUC practices. Positioned prone on a heating pad, 1 mL sterile PBS was administered via a stainless gavage cannula to flush feces from the colon. A 1 mm rigid bore proctoscope (Karl Storz) was gently advanced through the colon under video guidance. The scope was slowly retracted, providing visual coverage of the colon from the cecum to the anal verge. Polyps were manually counted during the endoscopy procedure. Endoscopy was well tolerated, and no adverse events were noted.

### Tissue IHC analysis.

Murine tissue sections were cut from FFPE Swiss rolls at 5 μm and deparaffinized using a series of ethanol washes beginning with Histo-clear (National Diagnostics) followed by 100%, 95%, 70%, and 50% ethanol. Antigen retrieval was performed in sodium citrate buffer (pH 6) using a hot plate. Slides were blocked for 1 hour using 20% goat serum in PBS. Slides were incubated overnight with the following primary antibodies in 5% goat serum in PBS: anti-EZH2 (Cell Signaling Technologies, 5246S, dilution 1:500) and Ki67 (Biolegend 652402, dilution 1:1,000). Slides were then incubated in secondary antibody (ImmPRESS secondary antibody [HRP polymer] was used depending on the primary source; goat anti-rabbit IgG was used as EZH2 primary antibody [Vector Laboratories, MP-7451]; goat anti-mouse IgG was used as Ki-67 secondary antibody [Vector Laboratories, MP-7452]) for 1 hour at room temperature and then exposed to DAB (Vector Laboratories) for 1 minute followed by Mayer’s hematoxylin counterstain for 1 minute. Slide were imaged using an Aperio scanner (Leica Biosystems). All clinical samples were processed and prepared by the pathology core at MDACC. IHC quantification was performed using the H-score method, defined as the ratio of the weighted sum of the number of positive cells to the total number of detected cells. Slides were analyzed and scored by an expert pathologist at MDACC.

### Crypt organoid preparation and culture.

Freshly isolated colons from *VCMsh2T*^Hu^ mice were used for organoid preparation. The colon was flushed with PBS to wash feces and undigested food and incised longitudinally. Tissue samples were cut into 2–5 cm pieces, washed with PBS 3 times to remove remaining contaminants, such as hair and feces, followed by incubation in 2 mM PBS/EDTA on ice for 5 minutes. Tissue pieces were subsequently incubated in 2 mM PBS/EDTA on a rotating platform at 4°C for 1 hour. Vigorous shaking yielded free crypts, and this process was repeated with 5 mM PBS/EDTA for 30 minutes. Isolated crypts were pelleted at 600*g* for 5 minutes and resuspended in Matrigel (Corning, catalog 356234) and dispensed as 50 μL domes into 4 cm petri dishes. After Matrigel polymerization, the embedded cells were overlaid with 4 mL CMGF++ media per petri dish, as described: Advanced DMEM/F12 supplemented with penicillin/streptomycin (Thermo Fisher Scientific, catalog 15140122), 10 mM HEPES, 2 mM GlutaMAX, 1 × B27 (Invitrogen), 1 × N2 Supplement (Invitrogen, catalog 17502048), 100 μg/mL Primocin (Invivogen, catalog ant-pm-05), 10 mM Prostaglandin E2 (Selleckchem), 10 mM Nicotinamide (MilliporeSigma), 10 nM gastrin I (MilliporeSigma), and 1 mM N-acetylcysteine (Wako), 50 ng/mL mouse recombinant EGF (Life Technologies), 100 ng/mL mouse recombinant Noggin (Peprotech, catalog 120-10C), 0.1% 250 μg/mL Amphotericin B (Gibco, catalog 15290018), Noggin/R-Spondin/Wnt-3A conditioned medium (in-house cell line), 500 nM A83-01 (Tocris, catalog 2939), and 10 μM SB202190 (MilliporeSigma, catalog S7067). A 10 μM Rock inhibitor, Y-27632 (MilliporeSigma, catalog no. Y0503), was added to the culture medium upon initial passage and freezing. Organoids were cultured with fresh media every 2–3 days in an incubator at 37°C in 5% CO_2_ and passaged every 7–10 days.

### Isolation of intraepithelial and lamina propria lymphocytes.

Aseptically removed colon and SIs were flushed with PBS to wash feces and undigested food and incised longitudinally. Tissue samples were cut into 2–3 cm pieces and washed with PBS 3 times to remove remaining contaminants. The prepared tissue samples were then immersed in a dissociation media consisting of 1 mg/mL collagenase IV, along with Advanced DMEM/F12, HEPES (Thermo Fisher Scientific) supplemented with penicillin/streptomycin (DFH media). The dissociation process was aided by homogenization using a glass dounce homogenizer tube and applying a grid plunging technique. The resulting content was transferred to a 50 mL canonical tube, combined with 5 mL dissociation media and 15 mL DFH media mixture and subsequently incubated in a benchmark mixer at 37°C for 1 hour. Following incubation, the tissue pieces were filtered through 70 and 40 μm filters to isolate single cells while removing tissue debris and aggregates. The filtered samples were then washed twice with ice-cold PBS and, subsequently, centrifuged at 600*g* for 5 minutes at 4°C to pellet the isolated immune cells. The pelleted cells were resuspended in an appropriate cell staining media to preserve their viability and antigenic characteristics for downstream immune cell analysis using flow cytometry.

### Isolation of splenocytes.

Aseptically harvested spleens from *VCMsh2T*^Hu^ mice were collected in 15 mL tubes containing 5 mL ice-cold RPMI/10% FBS or balanced salt solutions (BSS)/10% FBS. To generate a single-cell suspension, the spleen was placed between two pieces of a sterile 100 μm cell strainer mesh in a petri dish containing 2 mL ice-cold RPMI/10% FBS or BSS/10% FBS. The plunger of a 1 mL syringe was used to mash the organ until homogenously torn into small fragments. The cell suspension was transferred to a 15 mL tube, and the mesh was washed with ice-cold RPMI/10% FBS or BSS/10% FBS. The remaining cell suspension was collected, added to the same 15 mL tube, and centrifuged at 453*g* for 5 minutes at 4°C. After removing the supernatant, the pellet was resuspended in 5 mL RBC lysis solution (Qiagen, catalog 158106) and incubated for 5 minutes at room temperature. RBC Lysis reactions were stopped by adding 14 mL ice-cold BSS/10% FBS and centrifuged at 453*g* for 5 minutes at 4°C. Splenocytes were cultured with R10 media consisting of RPMI supplemented with 10% FBS, 1% L-glutamine, 1% penicillin/streptomycin, 1% 1 M HEPES buffer, and 330 U/ml IL-7 (R&D Systems, catalog no. 207-IL-005) for 3 days. On day 3, cells were transferred to the coculture experiment.

### Mouse organoid and splenocytes coculture experiment.

Harvested *VCMsh2T*^Hu^ organoids were suspended in Matrigel and dispensed as 50 μL domes into a 24-well plate. After Matrigel polymerization, organoids containing Matrigel dome were overlaid with 500 μL CMGF++/R10 media mixture containing autologous splenocytes (1:1 ratio). The EZH2 inhibitor GSK503 was added to the treatment group containing organoids, splenocytes, and organoid and splenocytes coculture at the concentration of 0.5, 1, and 2 μM (in DMSO). Untreated wells served as controls. After 72 hours of incubation, organoids were collected by gently scrapping the dome. Collected organoids dome were dissolved using cell recovery solution (Corning, catalog CLS354270), incubated on ice for 1 hour, and then pelleted at 390*g* for 5 minutes at 4°C for downstream viability analyses. The splenocytes were collected by gently scraping the surface of the plate and then aspirating the supernatant for flow cytometry analyses.

### Organoid viability assay.

After 72 hours of incubation with GSK503, the cell viability was assessed using CellTiter-Glo 3D Cell Viability Assay (Promega, catalog G9682). Organoids collected from cocultures and alone assays were placed separately in single wells of a 96-well opaque culture plate (BD Falcon, catalog 3603). CellTiter-Glo 3D reagent was added to each well, and the luminescence signal was read after 30 minutes with the bioluminescence reader following the manufacturer’s guidelines. Similarly, the effects of GSK503 and tazemetostat on cell viability were tested in HCT116 (ATCC CCL-247; microsatellite instable [MSI]) and SW620 (ATCC CCL-227; MSS) cell lines after 72 hours of treatment with serial doses of each EZH2 inhibitor using CellTiter-Glo for 2D cultures.

### Western blot.

The mucosal lining of *VCMsh2T*^Hu^ mice treated with EZH2 inhibitor GSK503 (*n* = 3 per group) and controls (*n* = 3 per group) was stripped for subsequent analysis. The tissue was homogenized in radioimmune precipitation assay buffer with complete Mini protease and PhosSTOP phosphatase inhibitor (Roche Diagnostics, catalog 4906845001). Lysates were centrifuged, supernatants were collected, and the total protein concentration in lysates was assessed using the BCA protein assay kit (Pierce Biotechnology, catalog 23225). The lysates were separated on polyacrylamide gels (Bio-Rad) for Western blot analysis. The following primary antibodies were used: anti-H3K27me3 (Diagenode, 069-050, 1:2,000), anti-H3K36me3 (Diagenode, 058-050, 1:2000), anti-H3K9me3 (Upstate Cell Signaling Solutions, 07-422; 1:500), anti-H3K4me3 (Active Motif, 39159; 1:1,000), anti-EZH2 (5246S, 1:1,000), anti-EPCAM (Cell Signaling, 3599S, 1:1,000), anti-H3 (ab8898-100, 1:1,000), anti-GATA3 (ab215216; 1:1,000), anti-LGR5 (TA503316, OriGene; 1:1,000), anti-Ki67 (Biolegend, 652402, 1:1,000), and anti–β-actin (Cell Signaling; 1:5000). Goat anti-mouse (1:6,000) or goat anti-rabbit (1:6,000) secondary antibodies were used (Abcam). The membranes were detected using the Clarity Western ECL Substrate Kit (Bio-Rad, catalog 1705061). Quantification was calculated using previously established methods by measuring band density with ImageJ software (NIH, Bethesda, Maryland, USA) and normalized to controls (36).

### Flow cytometry.

After 72 hours of incubation with GSK503, the immune cell types were assessed by flow cytometry analyses. GSK503-treated splenocytes and control samples were suspended in 0.5% BSA containing PBS (wash buffer) and were stained with PE anti-mouse CD4 (BioLegend, 116006), FITC anti-mouse CD8a (BioLegend, 100804), APC anti-mouse CD335 (BioLegend, 137608), FITC mouse anti-human CD134 (BD Pharmingen, 555837) and BV650 Mouse Anti-Human CD137 (BD Pharmingen, 564092) antibodies and incubated for 20 minutes on ice. Dead cells were excluded by Sytox Blue staining (Molecular Probes, catalog S34857). Unstained splenocytes were used to detect autofluorescence or background staining. Stained cells were analyzed using a CytoFLEX SRT Flow cytometer (Beckman Coulter) under sterile conditions, and the results were analyzed by FlowJo software version 10.8.1 (Tree Star Inc.).

### RNA-Seq and bioinformatic analysis.

*VCMsh2T*^Hu^ organoid lines were seeded in a 24-well plate at an evenly distributed density and treated with 5 μM GSK503. Untreated organoids with DMSO served as controls. Media was changed after 48 hours to replenish GSK503. On day 5, treated and untreated organoids were collected in cell recovery solution (Corning) and incubated on ice for 1 hour to dissolve residual Matrigel and then pelleted at 390*g* for 5 minutes at 4°C. Total RNA was extracted directly from the pelleted organoids using the Direct-zol RNA MicroPrep kit (Zymo Research, catalog R2062). Similarly, total RNA was also extracted from crypts of control and treated mice. Purified RNA was quantified, and DNAse-I treated (Zymo Research) for bulk RNA-Seq. The libraries from all samples were made and sequenced at the University of Texas MDACC Advanced Technology Genomics Core (ATGC) on the Illumina Hi-Seq4000 instrument generating paired-end 76 bp reads. Transcript reads were aligned to the GRCm39 mouse genome assembly using STAR (v2.7.9a) (37). Counts were calculated from the resulting bam files using rsem (v1.3.1) (38). Differential gene expression analyses were performed using EdgeR (v3.123) (39) with TMM normalization. Genes with a Benjamini-Hochberg–adjusted *P* < 0.05 and log_2_FC < 1 were considered significant and selected for the Volcano plot. GSEA was conducted using clusterProfiler (v3.0.45) (40) with the rank of “Signed fold change * –log_10_(*P* value).” Additionally, in silico deconvolution of immune cell types was performed using the BASE (41) algorithm implemented by the R package immueconv v2.1.1 (41).

### Single-cell RNA-Seq analysis.

Mouse colons were aseptically removed, flushed with PBS, and cut into 2–3 cm pieces. The tissue was washed with PBS and incubated in 1 mg/mL Collagenase IV (Thermo Fisher Scientific, catalog 17104019) in Advanced DMEM/F12 HEPES with penicillin/streptomycin at 37°C for 1 hour. The mixture was homogenized using a glass dounce homogenizer and filtered through 70 μm (Thermo Fisher Scientific, catalog 22363547) and 40 μm (Thermo Fisher Scientific, catalog 22363548) cell strainers. Cells were washed with ice-cold PBS, centrifuged at 600*g* for 5 minutes, and resuspended in cell staining media for further analysis. Isolated single cells from murine colon were processed using the 10X Genomics Chromium Next GEM Single Cell 3′ V2 chemistry following the manufacturer’s protocol (CG000204). Briefly, cells were loaded onto a Chromium Next GEM Chip K (10X Genomics PN, 1000286) at the recommended concentration to capture between 7,000 and 10,000 cells along with Single Cell 3′ Gel Beads containing barcoded oligos. Using the Chromium Controller, thousands of cells were partitioned into nanoliter-scale Gel Bead-in-Emulsion (GEM) droplets for single-cell reactions. Within the droplets, cells were lysed, and the cellular RNA was barcoded using reverse transcriptase from the poly(dT) room temperature primers, resulting in full-length cDNA from polyadenylated mRNA. The barcoded RNA was then released, pooled, and amplified to construct the 3′ RNA libraries using the Chromium Next GEM Single Cell 3′ Reagent Kit v2 (10X Genomics PN, 1000268).

### ChIP-Seq analysis.

Crypts from *VCMsh2T^Hu^* mice were pooled from treated and control animals (*n* = 5 per group). Samples were submitted to the MDACC Epigenomics Core for chromatin immunoprecipitation using antibodies specific for H3K27me3, H3K4me3, H3K4me1, and H3K27ac. Immunoprecipitated DNA from each sample was used for library preparation and subsequent sequencing. For all ChIP-Seq analyses, reads were mapped to the GRCm39 mouse genome using BWA-MEM 0.7.11 (arXiv:1303.3997). Duplicate reads were identified using the GATK (v4.2.3.0) package (42). Samtools (v1.14) (43) was used to filter unmapped, duplicated, and low-mapping-quality sequences (MAPQ <30). MACS2 (v2.1.2) (44) was used for peak calling with the default settings. For H3K4me3 and H3K4me1 peak calling, broad peak mode was used, otherwise narrow peak mode was used. Differential peaks in control and treatment samples were identified by MACS2. The heatmap of ChIP-Seq signal around TSS or peaks was plotted using deeptools (v3.1.3) (45). The peaks were annotated using HOMER (v4.11) (46) for functional analysis and viewed in IGV (v2.16.0) (47).

### Statistics.

Comparisons between two experimental groups were performed with GraphPad Prism (RRID:SCR_002798) using 2-tailed Student’s unpaired *t* test. For parametric data, comparisons between more than two experimental groups were analyzed using 1-way ANOVA with Tukey’s post hoc analysis for multiple comparisons. For nonparametric data, comparisons between more than two experimental groups were analyzed using Kruskal-Wallis test with multiple comparisons. The data are expressed as mean ± SEM from technical triplicates of 3 biological replicates. *P* values of less than 0.05 were considered significant.

### Study approval.

All patient samples and information were collected with written informed consent in accordance with the MDACC IRB protocol and US Common Rule regulations. The study conformed to the guidelines from the IRB-approved protocol (MDACC IRB, no. PA12–0327). Tissue specimens were obtained during routine screening and diagnostic procedures from patients followed at the University of Texas MDACC. All animal experiments were approved by the IACUC of the University of Texas MDACC (MDACC), and the care of the animals was in accordance with institutional guidelines (IACUC protocol no. 00000469-RN02).All animal experiments were conducted in compliance with the NIH guidelines for animal research.

### Availability of data and materials.

Datasets generated and analyzed in the current study can be accessed for reanalysis in Supplemental Tables 1–11. Organoid data may be reviewed by accessing the GEO database (GSE277544). Tissue data may be reviewed by accessing GEO database (GSE277940) Values for all data points in graphs are reported in the Supporting Data Values file.

## Author contributions

EV has full access to all the data in the study and takes responsibility for the integrity and accuracy of the data analyses. EV conceived and supervised the study, provided critical resources to perform the experiments, and wrote the manuscript. CMB, FD, AMM, LRU, MZ, SM, RS, and KMS performed the experiments, analyzed data, and wrote the manuscript. ND performed the bioinformatics analyses. JT managed the mouse colony and provided assistance during experiments. MWT evaluated all histological samples and provided clinical expertise in pathology. AKJ provided assistance and technical support for ChIP-Seq experiments. WE provided assistance on the analysis and interpretation of the data as well as writing and editorial assistance. EV provided identification of study participants and clinical information. ET generated the VCMsh2THu mouse line used in this study. All authors critically read and intellectually contributed to the manuscript. Order for co–first authors was decided based on level of contribution to the work herein.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supplemental tables 1-11

Supporting data values

## Figures and Tables

**Figure 1:**
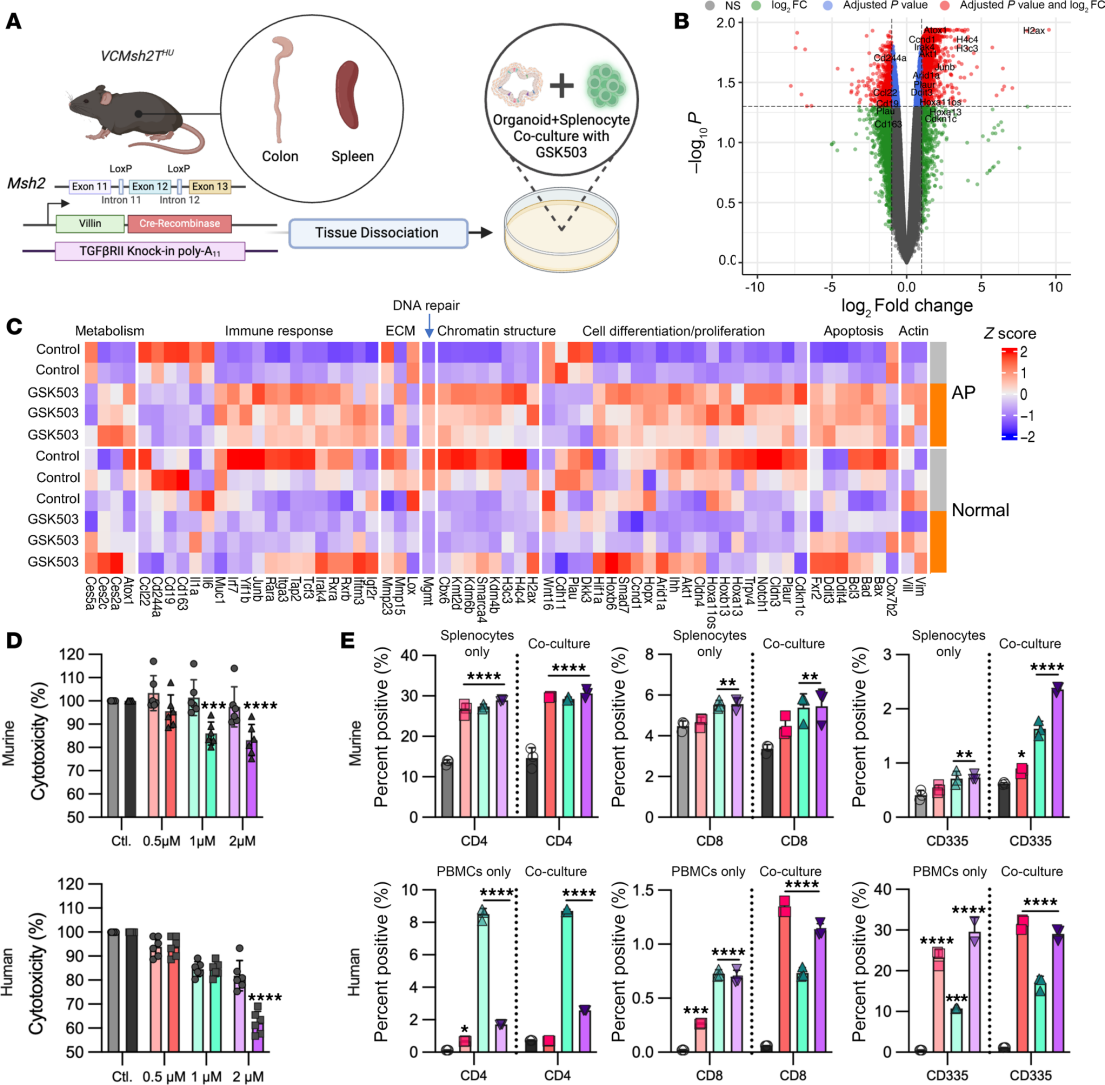
Inhibition of *Ezh2* enhances in vitro cytotoxic immune cell–mediated killing of murine and patient-derived organoids. (**A**) Schematic of the *VCMsh2T*^Hu^ murine model showing the workflow for coculture preparation. (**B**) Gene expression analysis of *VCMsh2T*^Hu^ organoids from GSK503-treated AP-MDOs is represented as a volcano plot, with log_2_FC on the *x* axis and −log_10_(adjusted *P*) on the *y* axis. Significant upregulated and downregulated genes (adjusted *P* ≤ 0.05, log_2_FC ≥ 3) are highlighted within pathways of interest. The horizontal line indicates Benjamini-Hochberg–adjusted *P* = 0.05. (**C**) A heatmap depicting gene expression changes in AP and NM organoids using logFC > 0.5 (FDR < 0.05). (**D**) Cytotoxicity results from murine (top) and human (bottom) organoid coculture experiments. Light-colored bars represent cytotoxicity in organoids treated with GSK503 (*n* = 6 organoid replicates), while dark-colored bars correspond to cytotoxicity in organoid coculture system treated with GSK503 (*n* = 6 coculture replicates). Gray bars represent controls, red bars represent 0.5 μM GSK503, cyan bars represent 1 μM GSK503, and purple bars represent 2 μM GSK503. Cytotoxicity data are normalized to controls and expressed as mean ± SEM from 3 technical replicates and 3 independent experiments. (**E**) Flow cytometric immune cell profiling in murine (*N* = 3, top) and human (*N* = 3, bottom) immune cells and cocultures following GSK503 treatment. Light-colored bars show immune cells from splenocytes (top) and PBMCs (bottom) alone, and dark-colored bars represent cocultures with or without GSK503. CD4 stains for helper T cells, CD8 for cytotoxic T cells, and CD335 for NK T cells. Statistical analyses were performed using 1-way ANOVA with multiple comparisons to the control (gray bars) and are presented as mean ± SEM from 3 biological replicates. *P < 0.05, ** *P* < 0.01, *** *P* < 0.001, **** *P* < 0.0001.

**Figure 2:**
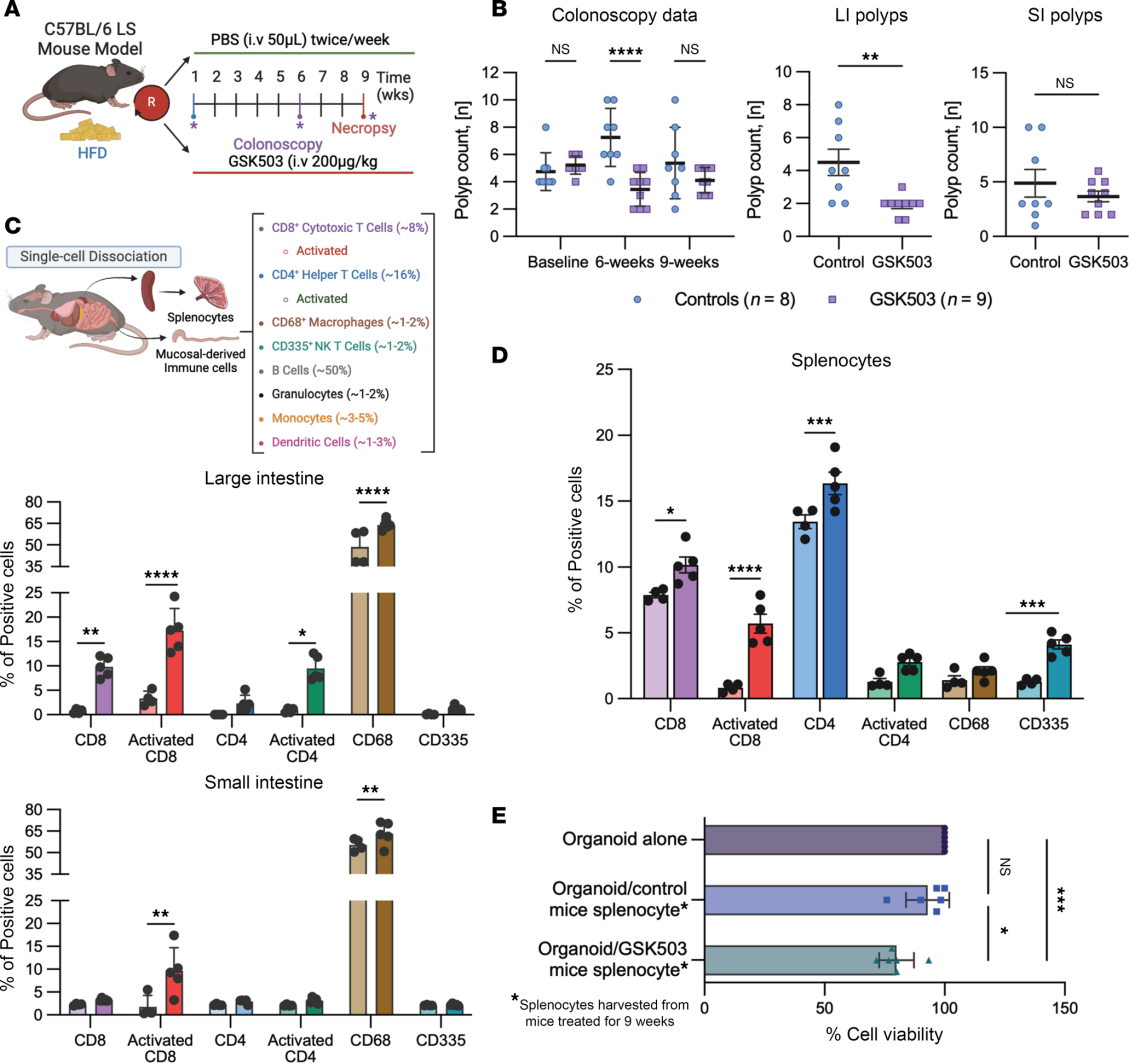
EZH2 inhibition reduces colonic polyposis and enriches adaptive immune cellularity in *VCMsh2T^Hu^* mice. (**A**) Flow chart of murine preclinical trial. (**B**) Polyp multiplicity in mice treated with GSK503 versus control. Colonoscopy data show no significant difference in polyp count at baseline (*P* = 0.4512) or after 9 weeks (*P* = 0.1558) but a significant reduction at the 6-week midpoint (*P* < 0.0001). Necropsy data show a significant decrease in colonic polyp multiplicity (*P* = 0.0045) in GSK503-treated mice, with no significant difference in small intestine polyps (*P* = 0.3706). LI, large intestine. Results are from 2 independent trials. (**C**) Flow cytometry results from the large intestine and small intestine of *VCMsh2T*^Hu^ mice from GSK503 preclinical trial (*n* = 4 control mice, *n* = 5 treated mice). Light-colored bars represent control mice, and dark-colored bars represent treated mice. Activated CD8^+^ T cells were significantly increased in both the large intestine (*P* < 0.0001) and small intestine (*P* = 0.0055) of GSK503-treated mice. GSK503 significantly increased macrophages (CD68) in the large intestine (*P* < 0.0001) and small intestine (*P* = 0.0062). Finally, GSK503 increased total CD8^+^ T cells (*P* = 0.0058) and activated CD4^+^ T cells (*P* = 0.012) in the large intestine only (*N* = 3 mice per condition). (**D**) Immune cell profiling from splenocytes harvested from mice in the preclinical trial (*n* = 5 mice). Light-colored bars represent control mice (*n* = 4), and dark-colored bars represent treated mice (*n* = 5). GSK503 significantly increased total CD8^+^ cells (*P* = 0.0103) and activated CD8^+^ T cells (*P* < 0.0001), total CD4^+^ T cells (*P* = 0.0007), and CD335^+^ NK cells (*P* < 0.001) compared with untreated controls (*N* = 3 mice per condition). (**E**) Autologous cocultures from 6 mice per treatment group. GSK503 treatment significantly reduced coculture MDO viability compared with that of untreated cocultures (*P* = 0.012) and organoids alone (*P* = 0.003). Statistical analyses were performed using Student’s *t* test (**B**–**D**) and 1-way ANOVA with multiple comparisons (**E**) and are presented as mean ± SEM. *P < 0.05, ** *P* < 0.01, *** *P* < 0.001, **** *P* < 0.0001.

**Figure 3:**
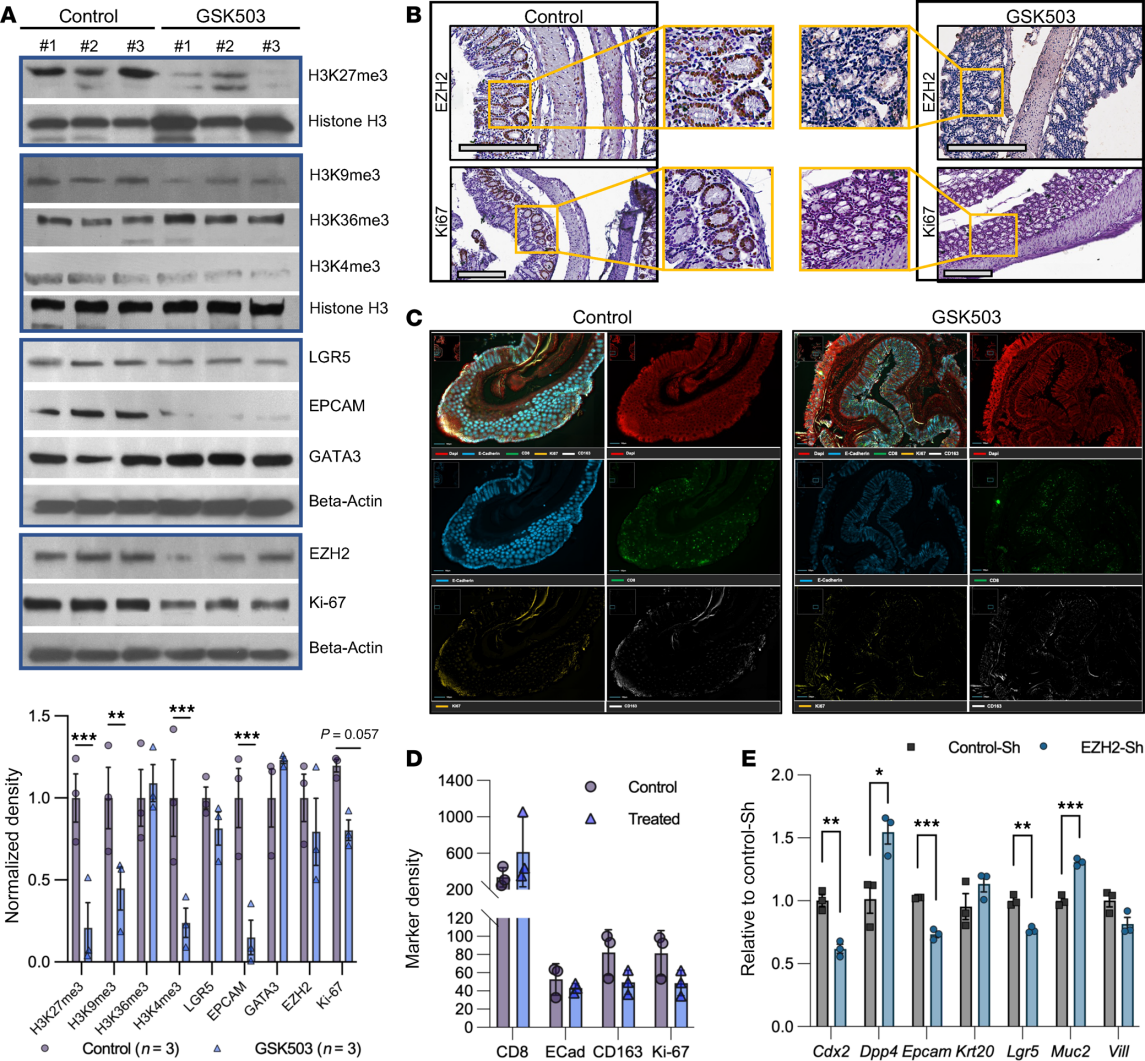
Inhibition of EZH2 promotes immune infiltration and activation in *VCMsh2T*^Hu^ colonic mucosa. (**A**) Western blot analysis was performed in the lysates from colonic mucosal stripping of *VCMsh2T*^Hu^ mice (*N* = 3/group): control and GSK treatment with quantification shown in bar graph below blots. Histone H3 modification was assessed using anti-H3K27me3 (*P* = 0.0003), anti-H3K9me3 (*P* = 0.0091), anti-H3K36me3 (*P* = 0.6534), and anti-H3K4me3 (*P* = 0.0005) antibodies with histone H3 as loading control. Stemness and proliferation were measured via anti-LGR5 (*P* = 0.3583), anti-EPCAM (*P* = 0.0001), anti-GATA3 (*P* = 0.2559), and Ki67 antibodies (*P* = 0.0572). Anti-EZH2 (*P* = 0.3091) was probed to assess efficacy of GSK503 activity in the colonic mucosa. The loading control for each nonhistone blot was β-actin. Quantification was performed using ImageJ, and density was normalized to control samples for each probe. (**B**) IHC staining of colonic tissue from *VCMsh2T*^Hu^ mice. Images shown are a single field of view (original magnification, ×20). Scale bar: 200 μm. (**C**) A representative image of sequential immunofluorescence using Lunaphore COMET platform from *VCMsh2T*^Hu^ colonic mucosa (*N* = 3/group) stained with DAPI (red), E-cadherin (blue), CD8 (green), Ki67 (yellow), and CD163 (white) (original magnification, ×20). (**D**) Quantification of Comet data shown in **C**. (**E**) EZH2 knockdown in mouse organoids phenocopied similar results obtained with GSK503 inhibition of EZH2. Quantitative gene expression analysis results demonstrated significant changes in gene expression for *Cdx*2 (*P* = 0.0026), *Dpp4* (*P* = 0.022), *Epcam* (*P* = 0.0003), *Lgr5* (*P* = 0.001), and *Muc2* (*P* = 0.0005). The mRNA levels of *Krt20* and *Vill* were not significant. The graphed data are expressed as mean ± SEM. For all graphs, Student’s *t* test was used to determine significance. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

**Figure 4:**
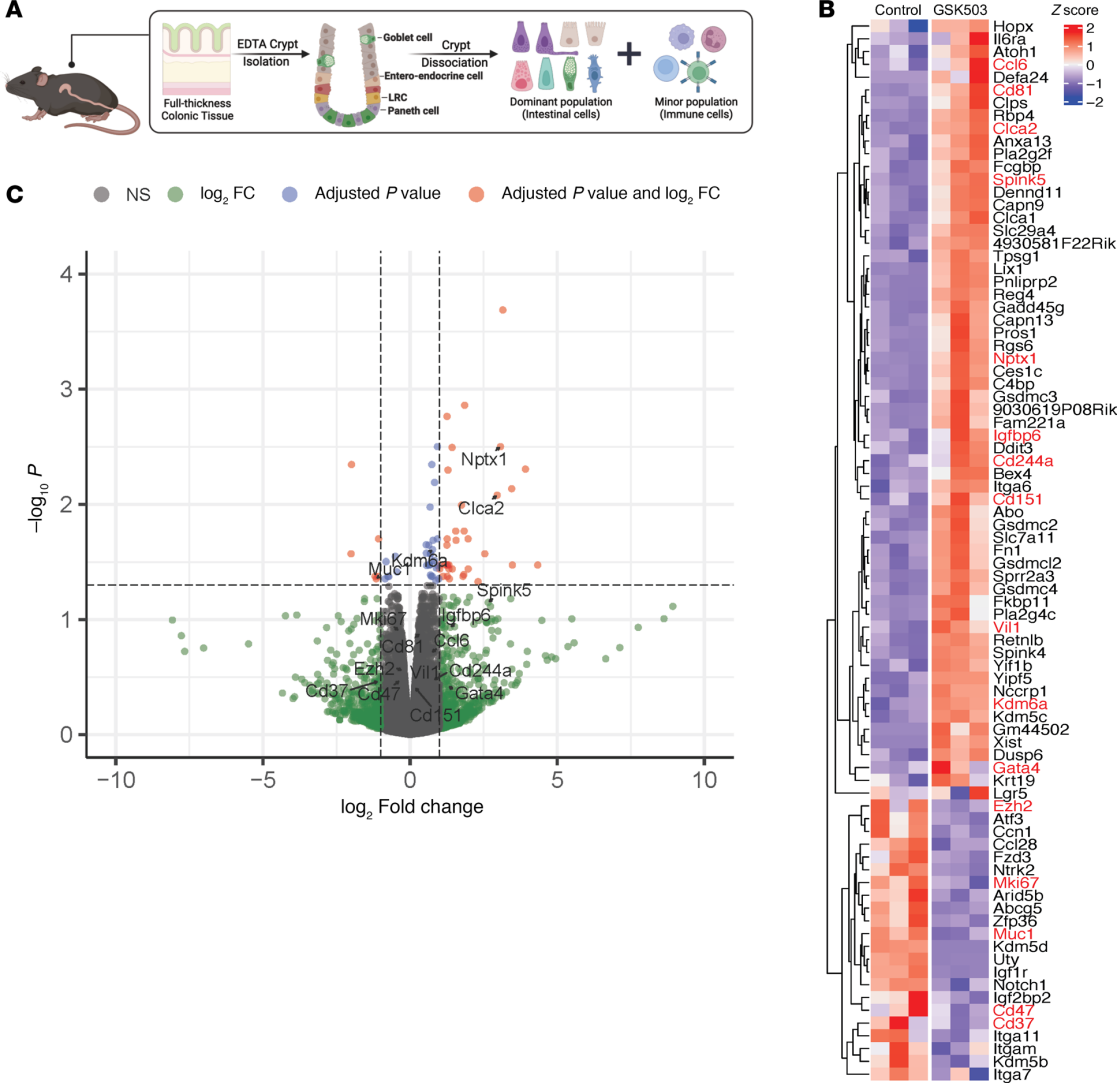
Inhibition of EZH2 increases expression of immune regulatory pathways in *VCMsh2T*^Hu^ crypts. (**A**) Schematic of single-cell preparation from *VCMsh2T*^Hu^ crypts for RNA-Seq. LRC, DNA-label-retaining cells. (**B**) Heatmap of differentially expressed [adjusted *P* < 0.05, absolute(logFC) > 1] genes in control- and GSK503-treated groups. Genes of interest are highlighted in red. (**C**) Genes from whole-transcriptome sequencing are displayed in volcano plots with log_2_FC on the *x* axis, and –log_10_(adjusted *P*) is shown on the *y* axis. The significant up- and downregulated genes with an adjusted *P* ≤ 0.05 and an absolute value of log_2_FC ≥ 1 highlight genes of interest, including tumor suppressor genes and NK-related genes. The horizontal line represents Benjamini-Hochberg–adjusted *P* = 0.05. The left and right vertical lines represent log_2_FC = ±1, respectively.

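All 83 genes read from Figure 4B changed in the direction shown there. Of these, 48 had an adjusted p below 0.05 from limma, and 43 of the 48 also had an absolute log2FC above 1. A further 12 had an adjusted p between 0.05 and 0.1, and 23 had one above 0.1. Since the paper chose the list from the same mice, it does not measure stability. *Lgr5*, shown as upregulated, had a log2FC of 0.02 (limma adjusted p = 0.981), and its values overlapped between the groups. At the other end, the Y-linked gene *Kdm5d* had a log2FC of -9.09 (limma adjusted p = 1.35e-06).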

**Figure 5:**
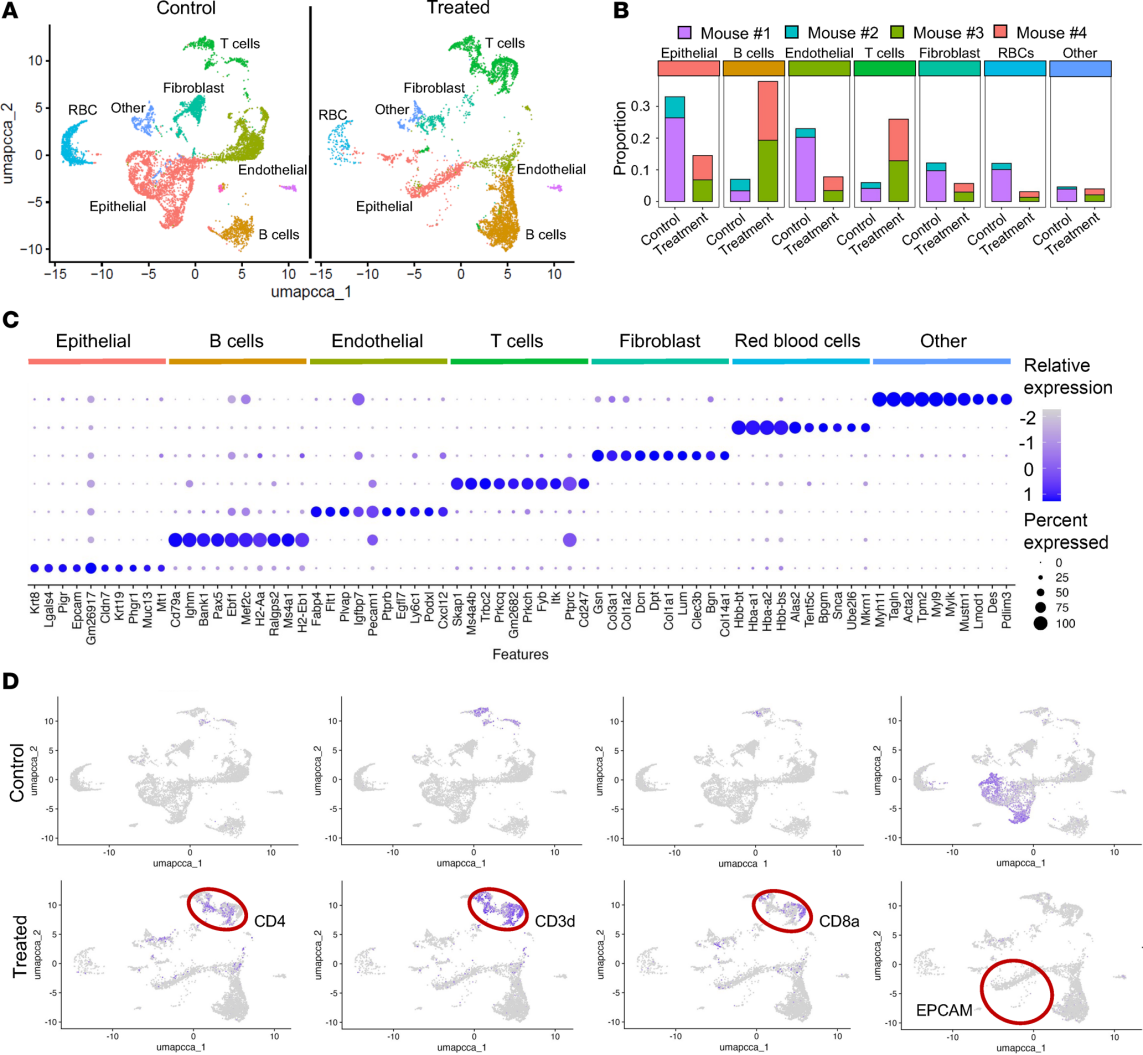
Inhibition of EZH2 increases immune cellularity in *VCMsh2T*^Hu^ crypts. (**A**) UMAP results from single-cell RNA-Seq analysis of single-cell suspension of colon harvested from GSK503-treated and control mice (*N* = 2 mice/group). (**B**) Bar graph depicting UMAP results as proportion of cells (*y* axis) in control versus treated mice. (**C**) Dot plot stratified by cluster as noted by labeled colored bar above each plot. Circle size correlates to percentage of gene expression. Circle color denotes relative gene expression. (**D**) UMAP results showing enrichment of immune cell populations and a decreased abundance of epithelial cells in GSK503-treated mice, as highlighted by the red circles.

**Figure 6:**
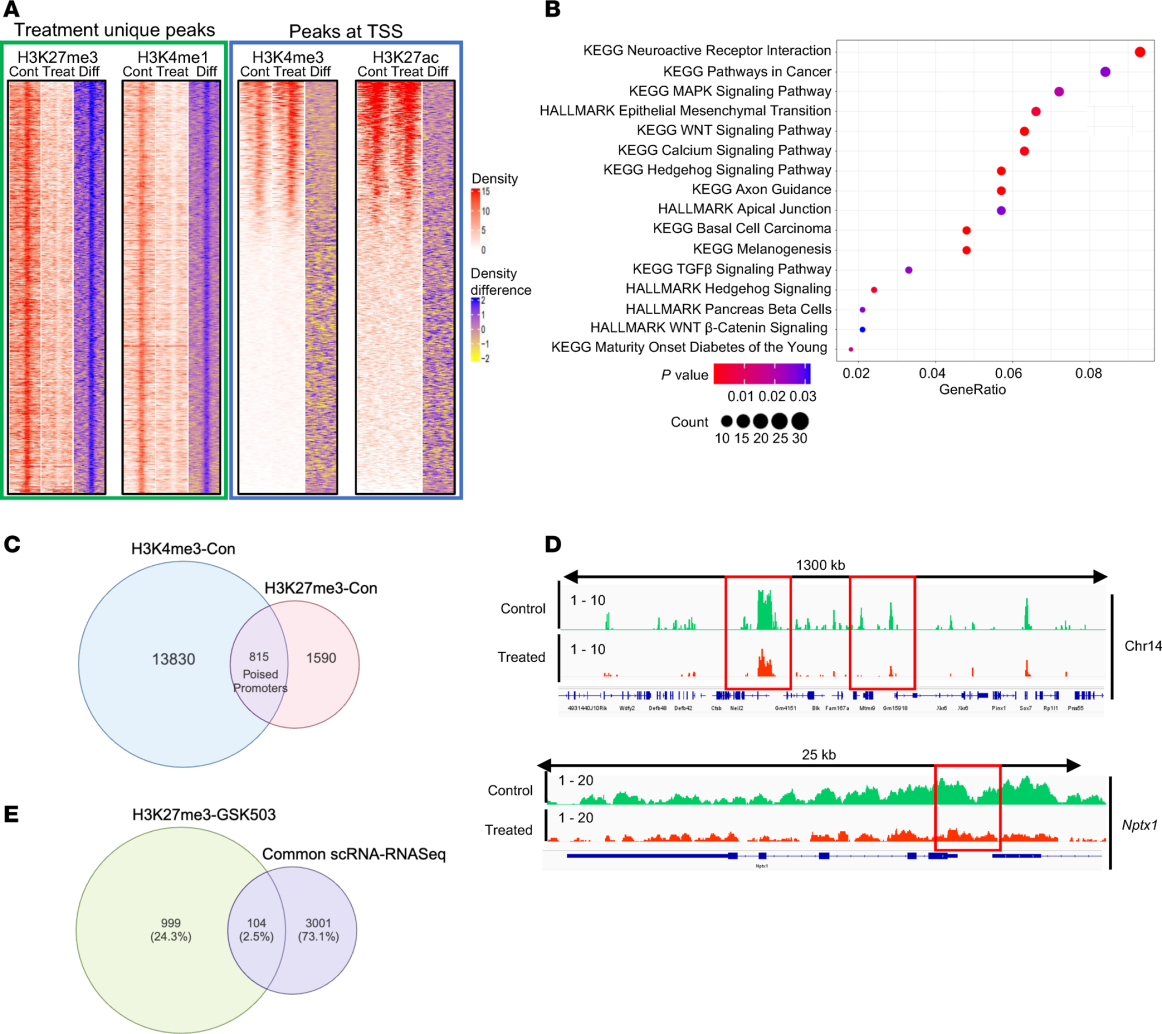
EZH2 inhibition decreases the occupancy of H3K27me3 and H3K4me1 in *VCMsh2T^Hu^* mice treated with GSK503. (**A**) ChIP-Seq density heatmaps in control (cont) and GSK-treated (treat) groups and their difference (diff), ranked by methylation read intensity within ±1.0 kb (H3K27me3 and H3K4me1, green box) of peak summits and ±1.0 kb from TSS for H3K4me3 and H3K27ac (blue box). (**B**) GSEA of H3K27me3-enriched genes in control mice showing pathway activation. (**C**) Venn diagram showing the occupancy of H3K4me3 and H3K27me3 in genes of the poised promoters in control mice. (**D**) Representative histone methylation level at chromosome 14 and the *Nptx1* gene. (**E**) Venn diagram of shared upregulated genes in both scRNA-Seq and RNA-Seq data sets compared with H3K27me3 occupancy in GSK503-treated mice.

**Table 1:**
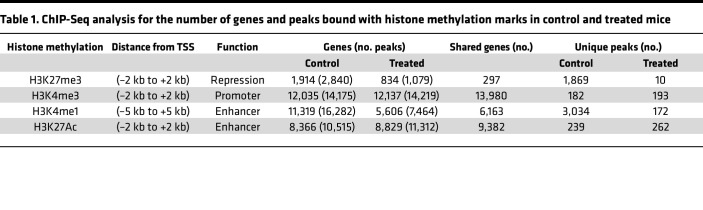
ChIP-Seq analysis for the number of genes and peaks bound with histone methylation marks in control and treated mice

# Supplementary material for: Inhibition of histone methyltransferase EZH2 for immune interception of colorectal cancer in Lynch syndrome
**Source:** JCI Insight. 2025 Feb 13;10(6):e177545. doi: 10.1172/jci.insight.177545

### ***Two-dimensional cell culture***

Human colorectal cancer cell lines HCT116 (microsatellite unstable) and SW620 (microsatellite stable) [ATCC CCL-24 and CCL-227] were grown in DMEM with 4.5 g/L glucose (Mediatech) supplemented with 5% FBS (Sigma-Aldrich), and 1% penicillin/streptomycin (HyClone). Cells were incubated at 37°C with 5% CO<sub>2</sub>. Upon acquisition, all cell lines were authenticated by the Cytogenetics and Cell Authentication core at MDACC and are regularly tested for mycoplasma contamination.

### ***Lentiviral Transduction of Organoids***

To knock down Ezh2 in LS mouse-derived organoids, cells were transduced with a lentivirus encoding three different short-hairpin RNAs against Ezh2 (Ezh2\_sh) under the control of the miR30 promoter. To transduce organoids with lentivirus, cells were first washed with PBS and then dissociated into smaller clusters using TrypLE™ Express (Gibco) for 5 minutes at 37°C. Then, organoids were resuspended in 500 µl of transduction mix containing 10 µM Y-27632, 8 µg/mL polybrene, and concentrated lentivirus in organoid culture media. The resuspended organoids were centrifugated at  $600 \times g$  for 30 minutes at 20°C. After centrifugation, the organoids were incubated overnight at 37°C and then replated into a new 24-well plate. The pLV-mEzh2[miR30] construct includes a puromycin-resistance gene, so puromycin was used for selection in organoid cultures.

### ***Human organoid and peripheral blood mononuclear cell co-culture experiment.***

Organoids were established from patient-derived colon tumor biopsies. Tissues were minced and digested using Gentle Cell Dissociation Reagent (GCDR, Stem Cell Technologies) to create a

single-cell suspension. The cell suspension was centrifuged and resuspended in Matrigel, then plated in small domes in a pre-warmed culture plate. The domes were overlaid with IntestiCult™ Organoid Growth Medium (Human) supplemented with Organoid Supplement (Stem Cell Technologies) and incubated at 37°C with 5% CO<sub>2</sub>.

Peripheral blood mononuclear cells (PBMCs) were isolated from patient blood samples using Corning® LSM (Lymphocyte Separation Medium). The isolated PBMCs were then washed and resuspended in RPMI-1640 medium supplemented with 10% fetal bovine serum (FBS) and 1% penicillin-streptomycin. For the co-culture setup, 100,000 PBMCs were seeded into each well of a 24-well plate, which already contained organoids embedded in Matrigel domes. The co-cultures were maintained at a 1:1 effector (PBMCs) to target (organoids) ratio in a 1:1 mixture of IntestiCult™ Organoid Growth Medium (with Organoid Supplement) and RPMI-1640 medium supplemented with 10% FBS and 1% penicillin-streptomycin. The cultures were incubated at 37°C with 5% CO<sub>2</sub> for 24 hour. The medium was supplemented with three different doses of GSK503 (0.5 μM, 1 μM, and 2 μM). Media without the drug served as a control. Parallel experiments were conducted with organoids alone treated with the same doses of GSK503.

***Fully automated 22-plex sequential IF panels on FFPE tissue sections.*** The seqIF approach on COMET™ was used to develop a 22-plex panel on FFPE mouse colon tissue. The panel consisted of biomarkers for immune regulators, epithelium, and stroma: CD3e, CD8, CD4, Ki67, PanCK, COL1A1, B220, LY6C, Foxp3, TCF7, CD68, LGR5, F4/80, Granzyme B, CD163, Cleaved caspase 3, E-Cadherin, SPP1, CD11b, CD31, TBET and αSMA (**Table S2**). Prior to sequential immunofluorescence (seqIF), FFPE tissue slides were deparaffinized in xylene followed by

rehydration in a graded alcohol series and blocked with 3% hydrogen peroxide for 10 min. Antigen retrieval was performed with EZ-AR2 Elegance buffer (BioGenex, Fremont, CA, USA) at 107 °C in an EZ-Retriever system V.3 (BioGenex, Fremont, CA, USA) for 15 min. The processed slides were then transferred to a Multistaining Buffer (BU06, Lunaphore, Tolochenaz, Switzerland) bath until use [1]. The microfluidic chip ( $9 \times 9$  mm imageable area) was clamped against the FFPE tissue section on a standard microscope slide forming a closed reaction chamber. The reagents were delivered through microfluidic channels under highly controlled conditions. Slides underwent 11 cycles of iterative staining and imaging, followed by an elution of the primary and secondary antibodies on COMET™ platform (Lunaphore Technologies)[1, 2]. The 22-plex protocol template was generated using the COMET™ Control Software, and reagents were loaded onto the device to perform the sequential immunofluorescence (seqIF™) protocol. Images were taken by the integrated epifluorescent microscope at 20× magnification using DAPI (exposure time, 80 ms), TRITC (exposure time, 400 ms), and Cy5 (exposure time, 200 ms) channels for every cycle with an imaging area of  $9 \times 9$  mm. List of primary antibodies with corresponding incubation times is enclosed in **Table S2**. Secondary antibodies were used as a mix of 2 species-complementary antibodies plus DAPI, [Alexa Fluor Plus 647 goat anti-mouse (Thermo Scientific, cat no: A32728, 1/200 dilution)] and [Alexa Fluor Plus 555 goat anti-rabbit (Thermo Scientific, cat no: A32732, 1/100 dilution)] or [Alexa Fluor Plus 647 goat anti-rabbit (Thermo Scientific, cat no: A32733, 1/200 dilution)] and [Alexa Fluor Plus 555 goat anti-mouse (Thermo Scientific, cat no: A32727, 1/100 dilution)]. The seqIF™ protocol in COMET™ resulted in a multi-layer OME-TIFF file where the imaging outputs from each cycle are stitched and aligned. COMET™ ome.tiff contains DAPI image, intrinsic tissue autofluorescence in TRITC and Cy5 channels, a single fluorescent layer per marker and single layer per additional image post-elution.

Image analysis was conducted using Visiopharm image analysis software version 2023.09 x64 (Visiopharm Inc., Hoersholm, Denmark). Fluorescent images of layers 1, 2, and 3 for each sample were first aligned to the corresponding MSI images using the Tissuealign module, resulting in a 3-dimensional image. The seqIF layer was utilized for tissue segmentation to distinguish between different tissue regions. Tissue segmentation was performed utilizing pan-keratin and  $\alpha$ SMA markers to define epithelium, stroma, and muscle regions, respectively. After tissue segmentation, cell boundaries were determined by a pretrained machine learning algorithm that used DAPI channel to automatically identify nuclei and cells. Identified cells were then phenotyped using Visiopharm's unbiased autoclustering module using only the top 20% of pixel values per cell.

## References

1. Rivest, F., et al., *Fully automated sequential immunofluorescence (seqIF) for hyperplex spatial proteomics*. Sci Rep, 2023. **13**(1): p. 16994.
2. Migliozi, D., et al., *Microfluidics-assisted multiplexed biomarker detection for in situ mapping of immune cells in tumor sections*. Microsyst Nanoeng, 2019. **5**: p. 59.

**Supplemental Figure 1. A.** Principal component analysis for AP and NM organoids with and without GSK503 treatment. Blue color represents normal tissue (NM); red color represents polyp tissue (AP); circular dots correspond to GSK503 treated samples; squares correspond to control samples; **B.** Heatmap using a cut-off of LogFC>0.5 (FDR<0.05) for AP and NM organoids showing a significant difference in differentially expressed genes ( ~1600 genes) in treated AP-MDOs compared to untreated AP-MDOs.

**Supplemental Figure 2.** Gene Set Enrichment Analysis highlighting activated (**A**, left) and suppressed (**B**, right) pathways as determined from RNAseq data generated from *VCMsh2<sup>Hu</sup>* AP and NM organoids.

**Supplemental Figure 3.** **A.** Dose-response curve assessing the viability of mouse-derived organoid (MDO) upon treatment with EZH2 inhibitors, GSK-503 and tazemetostat; **B.** The representative well image of MDO treated with inhibitors and DMSO from panel A. Calculated  $IC_{50}$  for organoids treated with GSK503 and tazemetostat show 16.08  $\mu$ M and 19.19  $\mu$ M, respectively; **C.** Dose-response curves for GSK503 and tazemetostat using colorectal cancer cell lines, HCT116 (MSI, microsatellite instable) and SW620 (MSS, microsatellite stable); **D.** Western blot showing decreased H3K27me3 levels upon serial dosing of GSK503 in MDOs for 5 days. The graphed data are expressed as means  $\pm$  SEM. For all graphs, One-way ANOVA with multiple comparisons was used to determine significance; (\*,  $P<0.05$ ; \*\*,  $P<0.01$ ; \*\*\*,  $P<0.001$ ; \*\*\*\*,  $P<0.0001$ ).

**Supplemental Figure 4.** Flow cytometry gating strategy utilized for immune profiling and organoid co-culture experiments. All gates and interpretations were established by personnel in the MDACC Flow Cytometry Core Facility.

**Supplemental Figure 5.** Murine body weight from pre-clinical trial. No significant difference in body weight was determined at any point in the trial as determined using multiple Student's t-test.

**Supplemental Figure 6. A.** Representative merged images from Comet analysis of control and treated mouse colon tissues (N=3 mice/group). Channel colors correspond to respective marker denoted below each image; **B.** Quantification analysis of Comet data from *VCMsh2T<sup>hu</sup>* mice with significance determined using Student's t-test.

**Supplemental Figure 7. A.** Western blot shows the efficiency of Ezh2-knockdown by mouse-specific Ezh2 using lenti-shRNA in murine organoids from *VCMsh2T<sup>hu</sup>* mice. MDOs transduced with lenti-scrambled shRNA was used as control. The protein expression of each marker was normalized to its corresponding  $\beta$ -actin. Histone H3 was used to normalize H3K27me3 levels. A total of 20  $\mu$ g of cell lysate per sample was used to study the levels of Ezh2, histone H3, and H3K27me3. For the analysis of Lgr5, 100  $\mu$ g of protein lysate was used for each sample; **B.** Green-fluorescent protein expression shows efficiency of transduction of lenti-shRNA construct in organoids. Images are shown at 4X magnification.

**Supplemental Figure 8. A.** Results from *in silico* deconvolution of immune cell types performed using the BASE algorithm on data obtained from RNA sequencing of murine colonic crypts from GSK503 pre-clinical trial; **B.** Dot plot shows the enrichment of activated (top) and suppressed (bottom) WikiPathways gene sets in treated mice compared to controls. The size of each dot represents the number of core enrichment (leading-edge) genes in the gene set. The color of each dot represents the *P* for the enrichment. The gene sets are ordered by the gene ratio, which is the number of significant genes associated with the gene set divided by the total number of significant genes; **C.** A heatmap of gene expression for each cell cluster generated from single-cell RNA

sequencing analyses. Colored bar above heatmap corresponds to cell cluster identity as described in the color-coded legend.

**Supplemental Figure 9.** An IGV snapshot of the representative histone methylation levels of H3K4me1, H3K27ac and H3K4me3 at 1.6mb genomic fragment of the chromosome 6 in the crypts from control and treated mice.

**Supplemental Figure 10.** Analysis of EZH2-target genes. **A.** scRNA-seq and RNA-seq identified 9,964 and 5,862 upregulated genes ( $\text{LogFC} > 0.1$ ), respectively, with 3,105 genes common to both datasets. From 1,103 genes with low H3K27me occupancy (ChIP seq analysis) in GSK503-treated mice, 290 were upregulated in scRNA-seq (**B**) and 225 in RNA-seq (**C**), suggesting direct control of EZH2 over these genes via histone H3K27 methylation.

**Supplemental Figure 11 A.** RNA expression levels of EZH2 were assessed in a cohort of LS patients at MDACC, with results plotted as  $\text{Log}_{10}$  counts per million (CPM). Statistical analysis was conducted using a Kruskal-Wallis test with multiple comparisons; **B.** Immunohistochemistry results of EZH2 staining in human colorectal tissue from LS patients. Results were scored by an expert pathologist using the H-scoring method and graphed as H-score of EZH2 (y-axis). Gray scale bar = 200  $\mu\text{m}$ . Nm=normal; AdCA= adenocarcinoma; Dysplasia= AdCA+Adenoma. Statistical analysis was conducted using a One-way Anova for dot-plot and Student's t-test for box-plot.

**Supplemental Table 1.** RNAseq (count per million) analysis in normal mucosa organoid (NM) and adenomatous polyp organoid (AP) of LS *VCMsh2<sup>Hu</sup>* mice in the presence or absence of GSK503 treatment.

**Supplemental Table 2.** Markers stained for the 22-plex Lunaphore COMET panel and their associated cell phenotypes.

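Supplemental Table 3 lists, for each gene, the log2FC between GSK503-treated and control crypts, its mean level, an F statistic, a p-value and a Benjamini-Hochberg-adjusted p. The part read here holds 1998 genes, down to a log2FC of 0.43 in the paper's analysis, so it covers upregulated genes only. Its column that marks significant genes equals an adjusted p below 0.1 for all 1998. Of these genes, 1819 were tested here, and 1798 of them had a log2FC above 0. Of the paper's 150 genes with an adjusted p below 0.1, 147 passed this threshold with limma. For the 661 genes with a mean value above 1, the median difference of log2FC from the paper's was -0.01, and for the 1158 genes below this level it was -0.29.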

**Supplemental Table 3.** RNAseq analysis in colonic crypts of GSK503-treated and control *VCMsh2<sup>Hu</sup>* mice.

**Supplemental Table 4.** ChIPseq analysis of H3K27me3 in control *VCMsh2<sup>Hu</sup>* mice.

**Supplemental Table 5.** ChIPseq analysis of H3K27me3 in GSK503-treated *VCMsh2<sup>Hu</sup>* mice.

**Supplemental Table 6.** ChIPseq analysis of H3K4me3 in control *VCMsh2<sup>Hu</sup>* mice.

**Supplemental Table 7.** ChIPseq analysis of H3K4me3 in GSK503-treated *VCMsh2<sup>Hu</sup>* mice

**Supplemental Table 8.** ChIPseq analysis of H3K4me1 in control *VCMsh2<sup>Hu</sup>* mice.

**Supplemental Table 9.** ChIPseq analysis of H3K4me1 in GSK503-treated *VCMsh2<sup>Hu</sup>* mice.

**Supplemental Table 10.** ChIPseq analysis of H3K27ac in control *VCMsh2<sup>Hu</sup>* mice.

**Supplemental Table 11.** ChIPseq analysis of H3K27ac in GSK503-treated *VCMsh2<sup>Hu</sup>* mice.

Supplemental Figure S1

A.

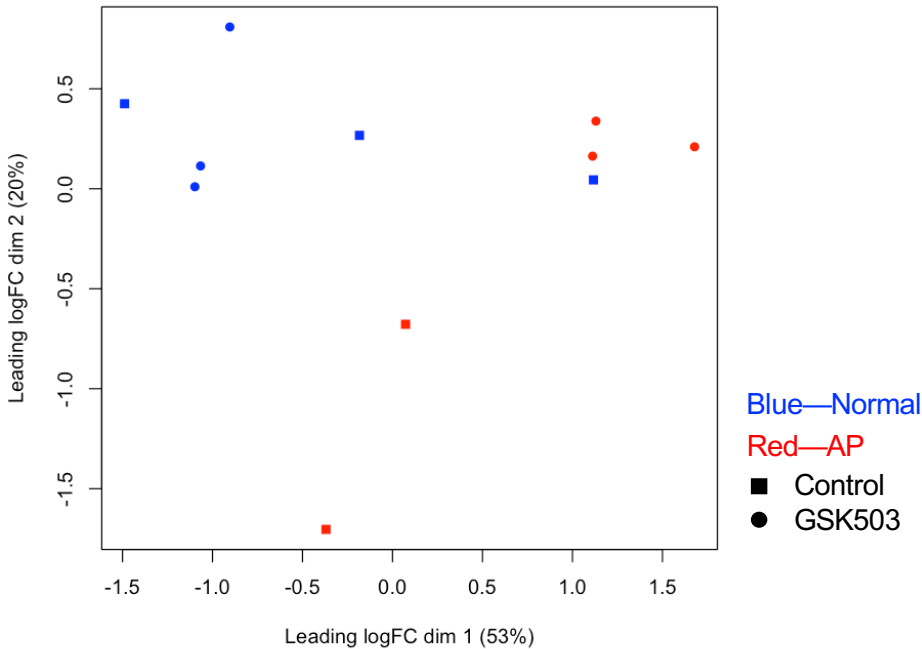

B.

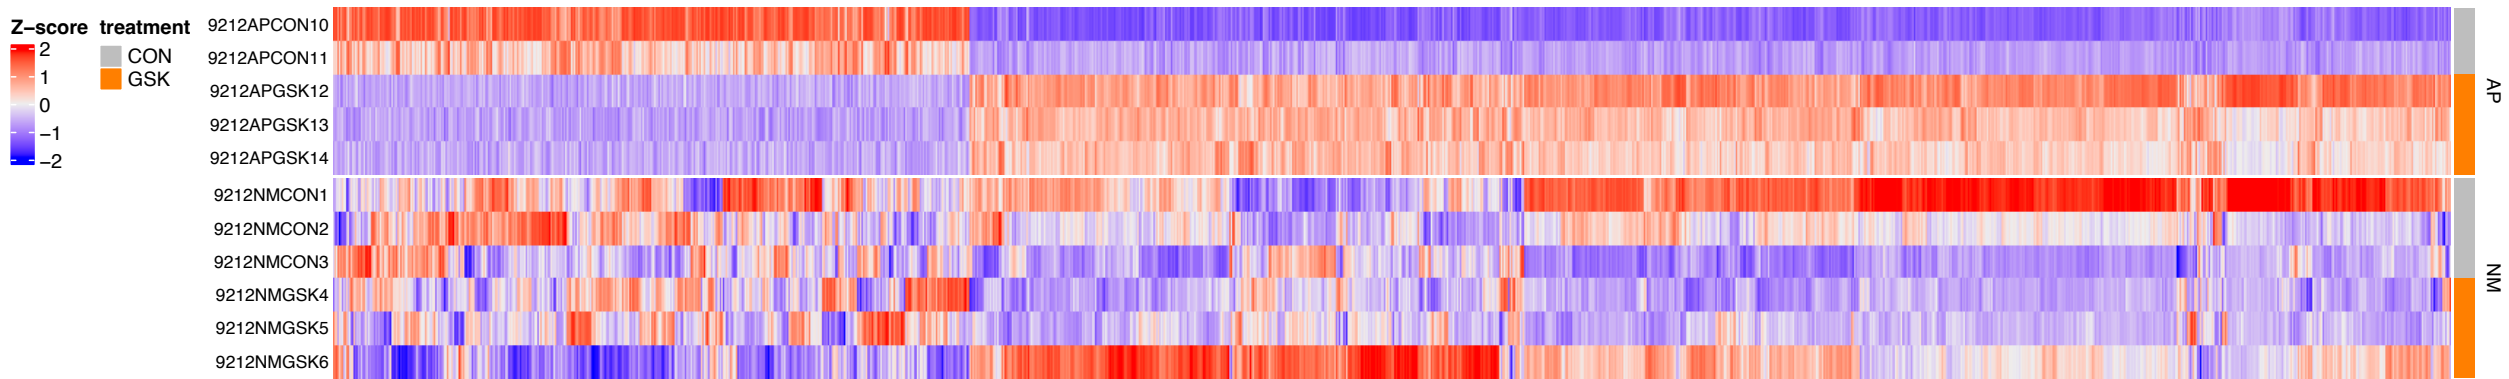

Supplemental Figure S2

A.

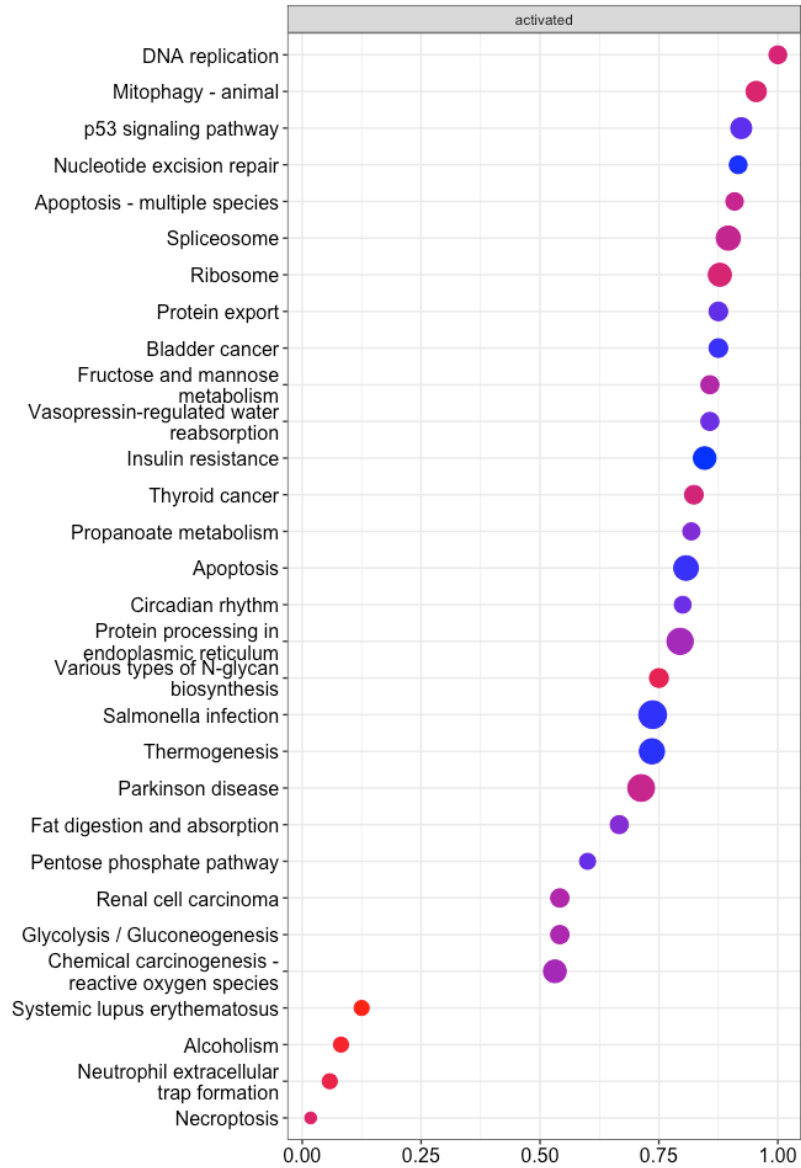

B.

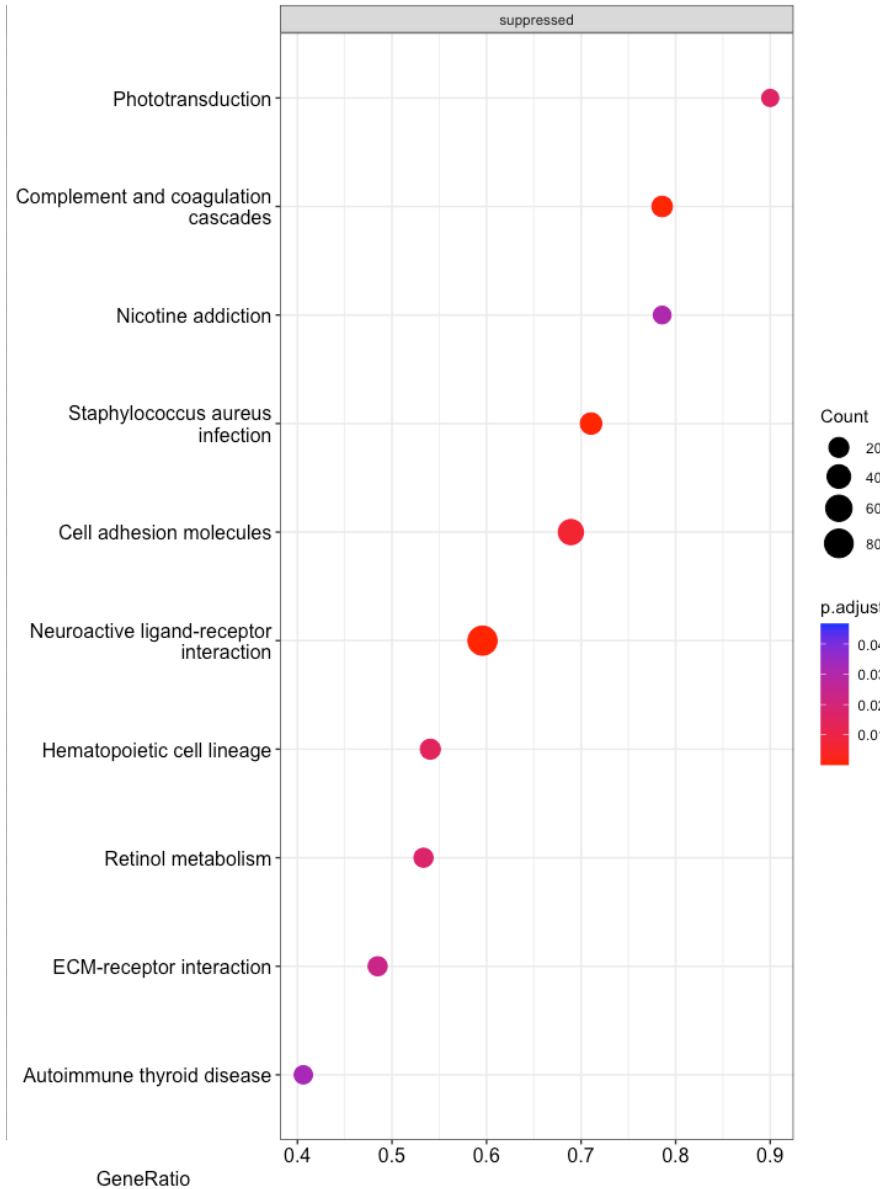

Supplemental Figure S3

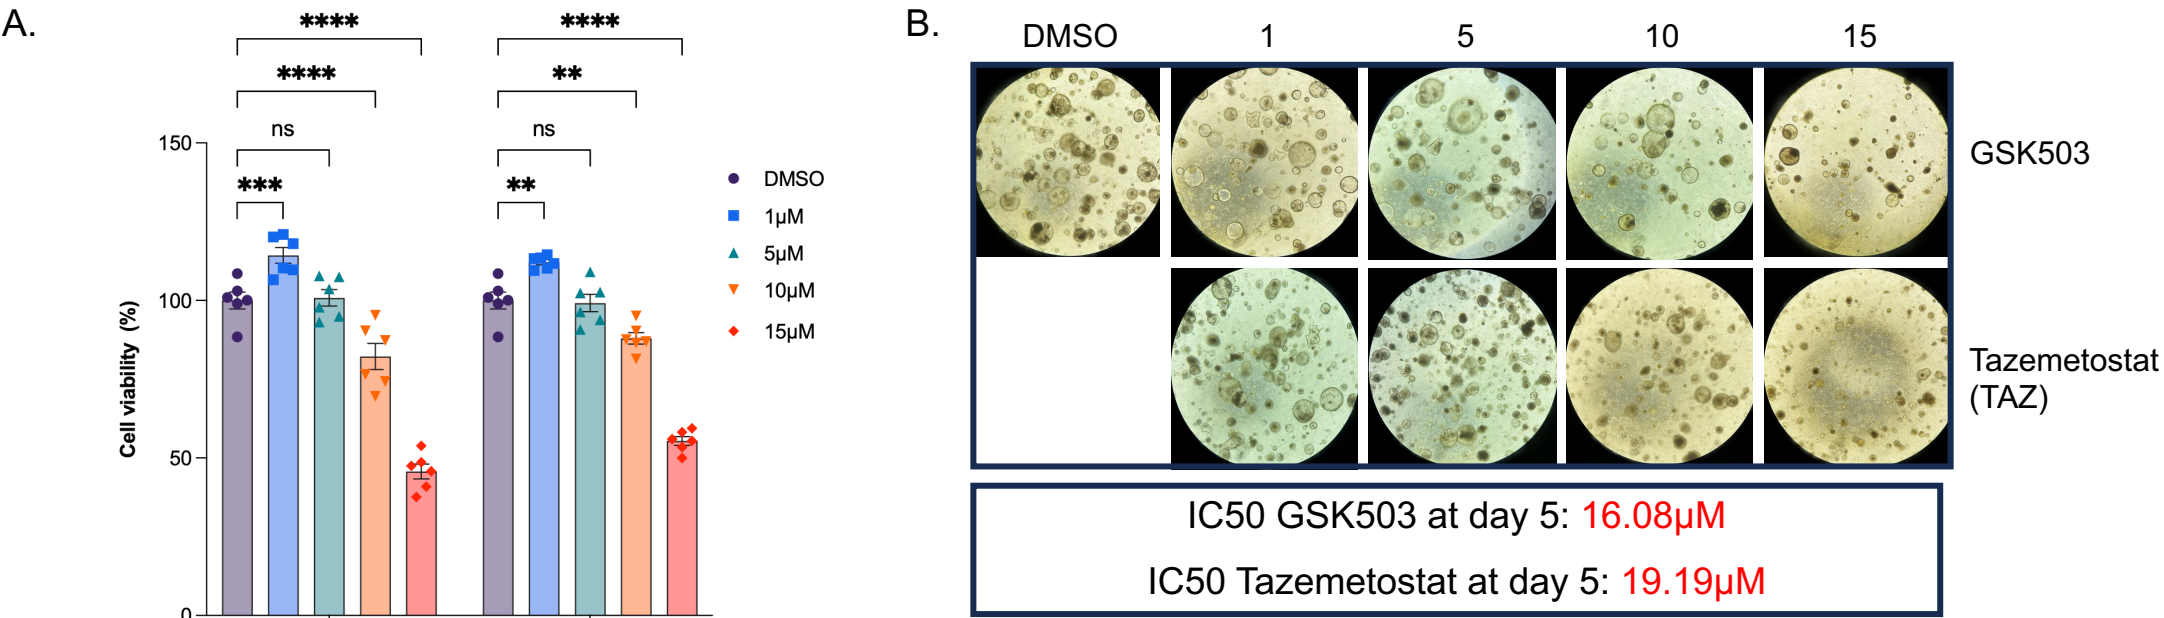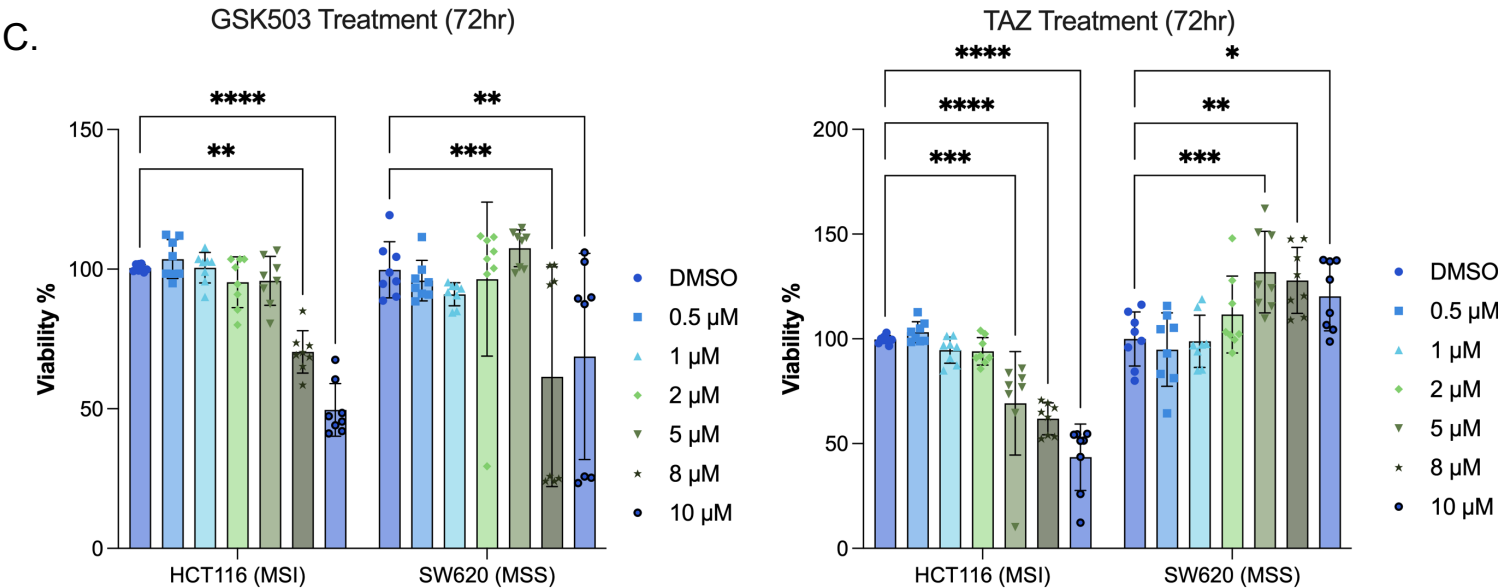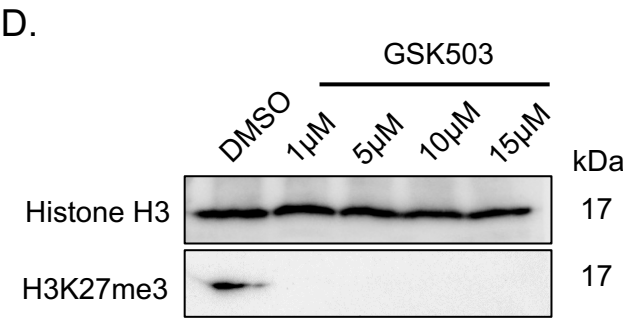

Supplemental Figure S4

Unstained Cells

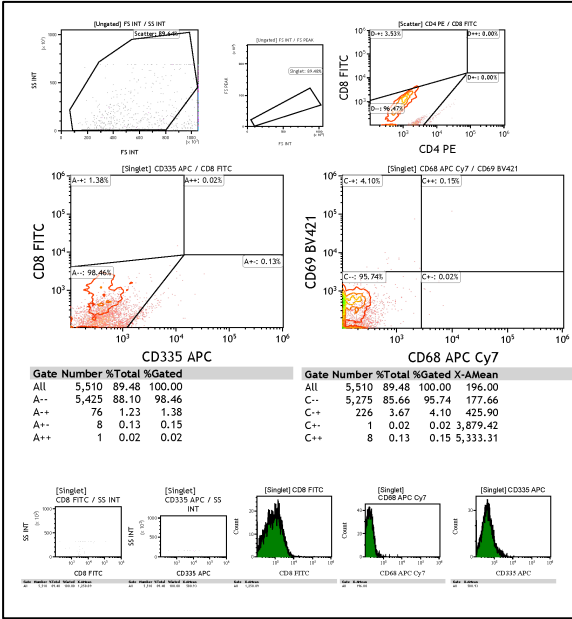

Beads Unstained

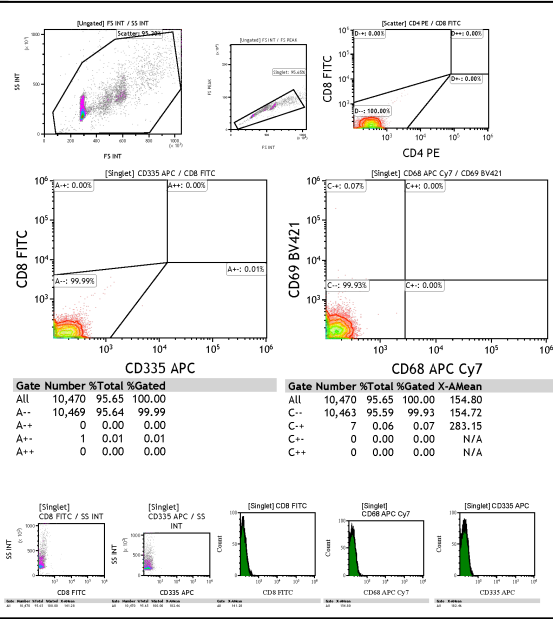

Beads CD8-FITC

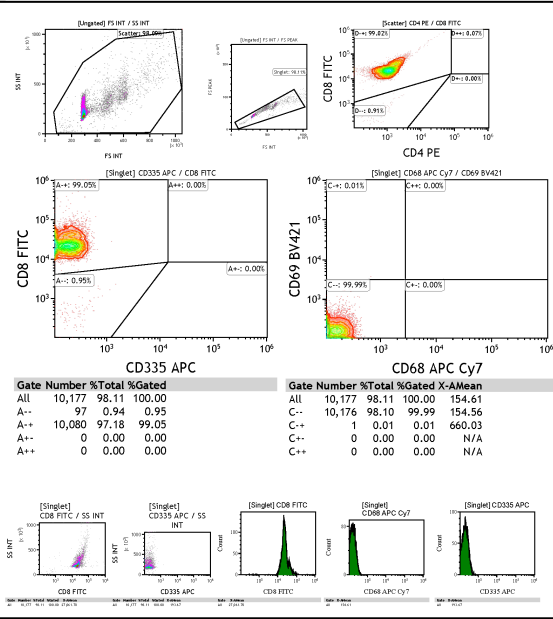

Beads CD69-BV421

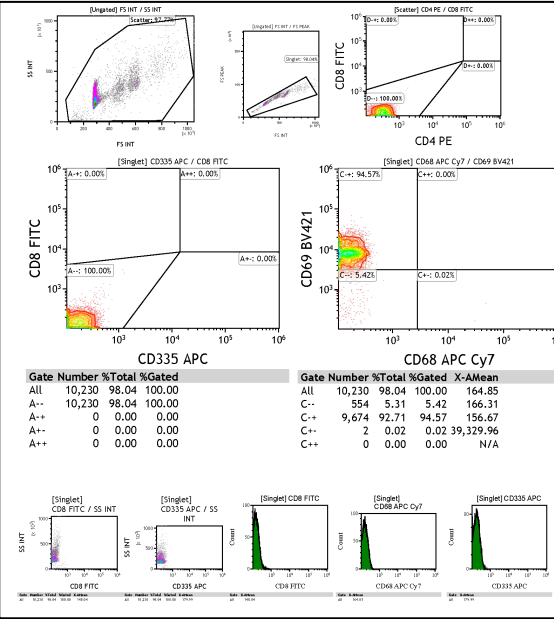

Beads CD4-PE

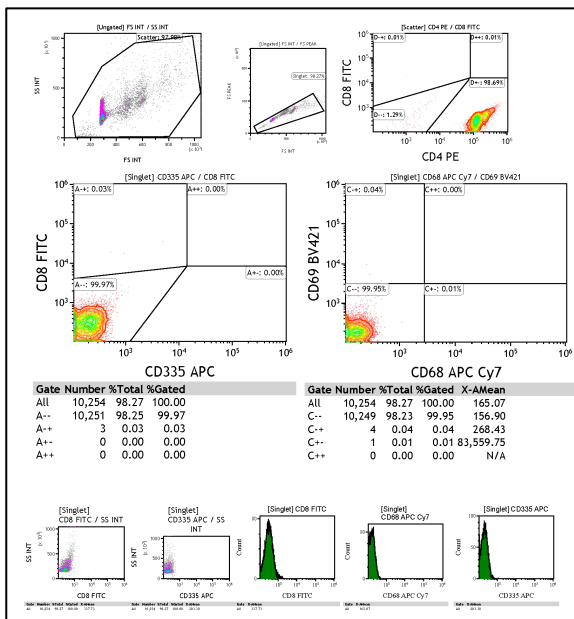

Beads CD68-APC/Cy7

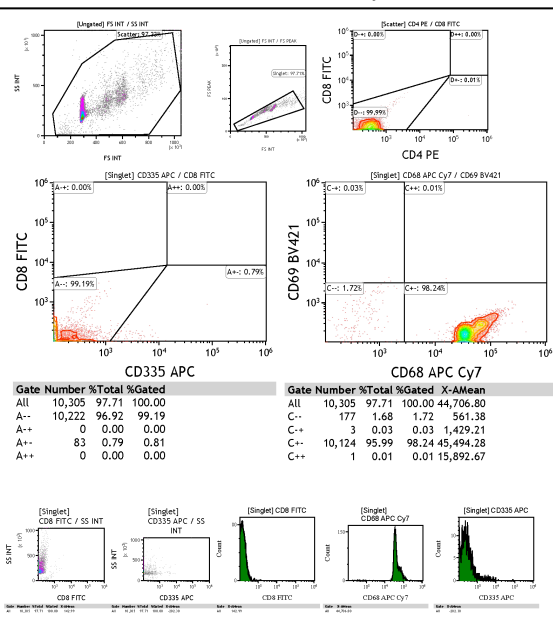

Beads CD335-APC

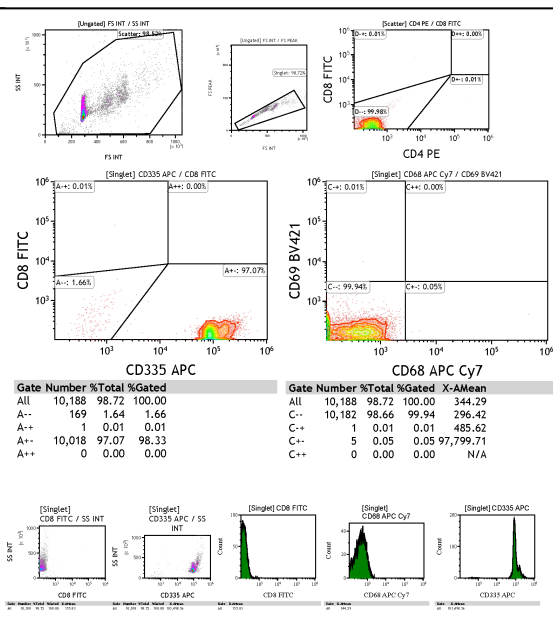

Supplemental Figure S5

Mouse Body Weight

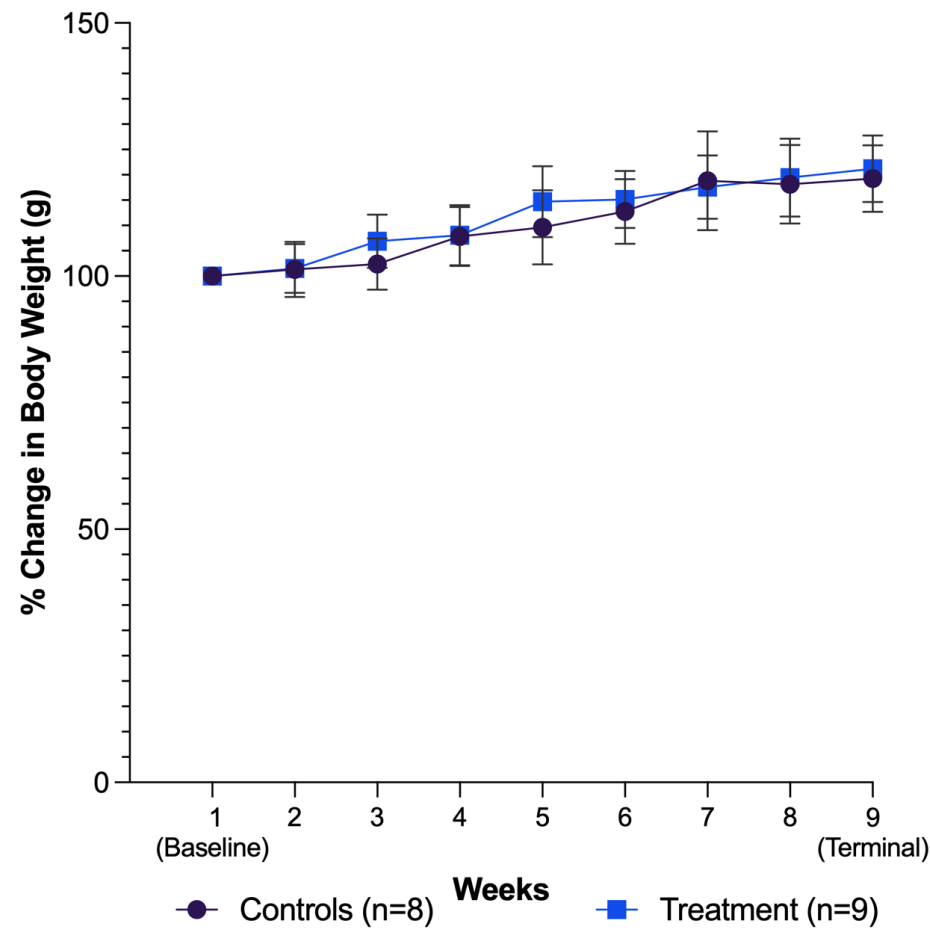

Supplemental Figure S6

A

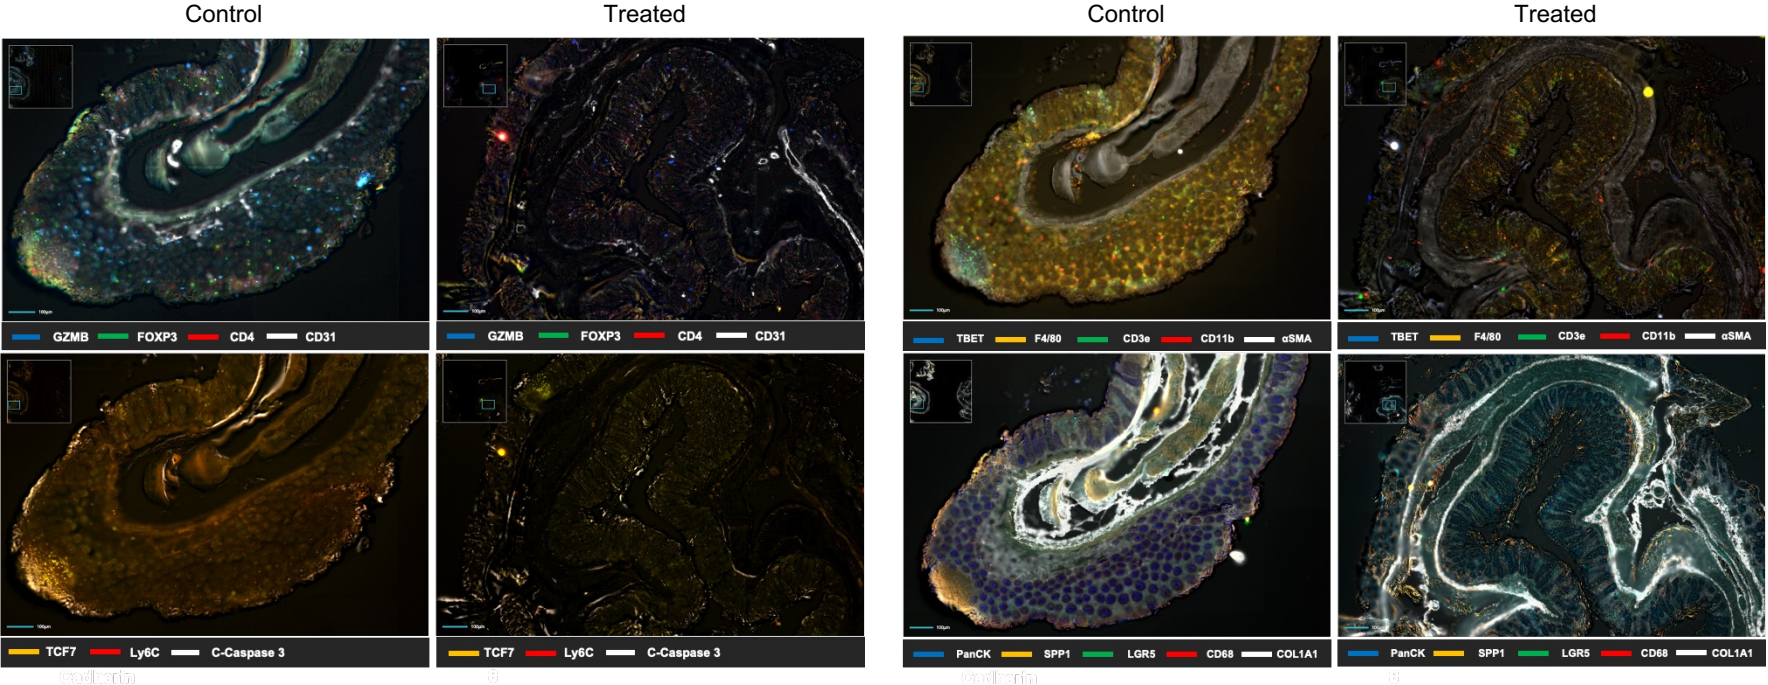

B

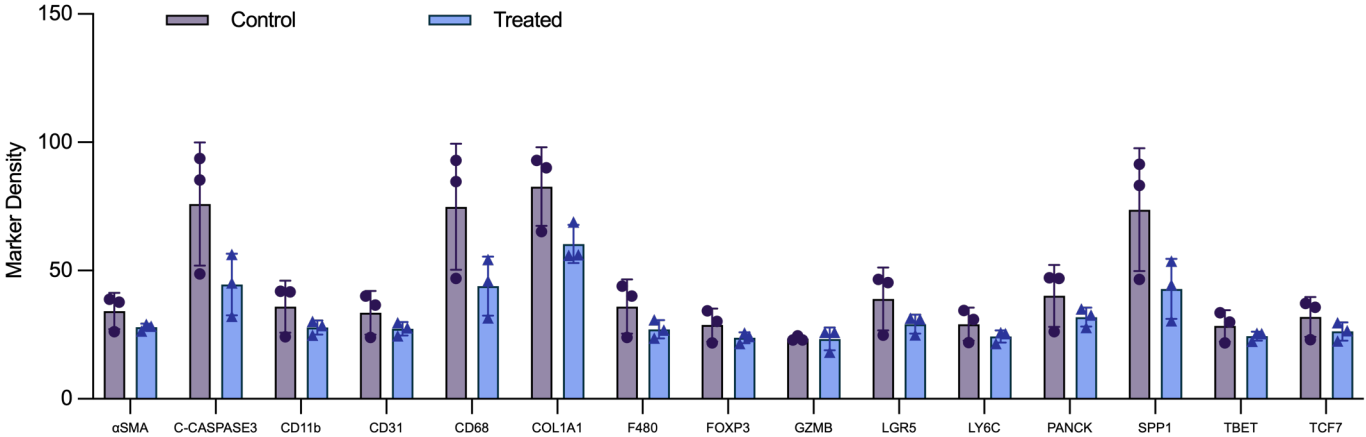

Supplemental Figure S7

A.

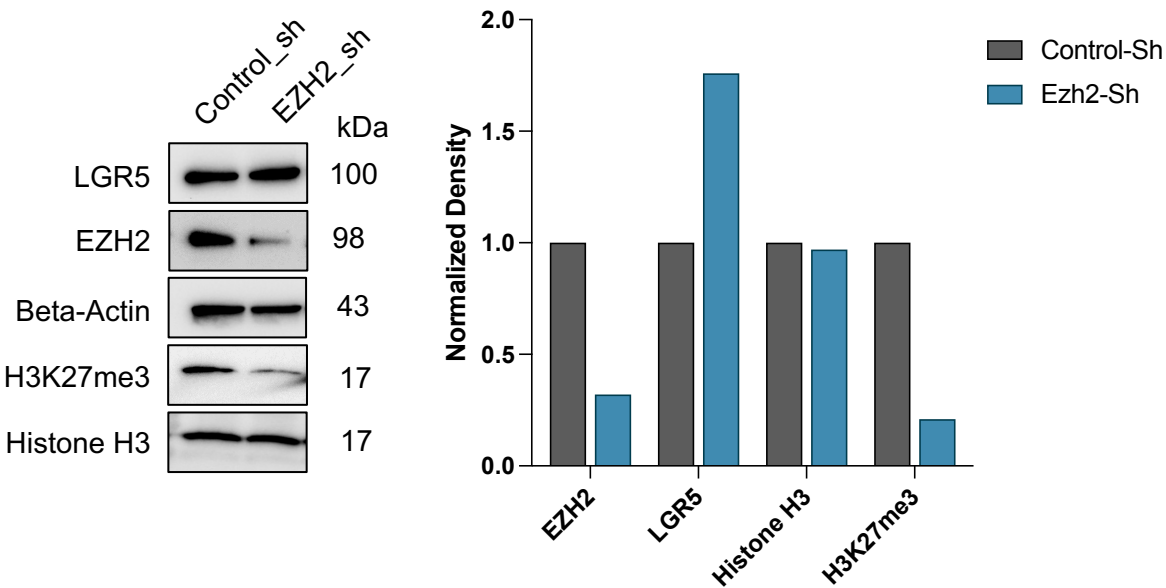

B.

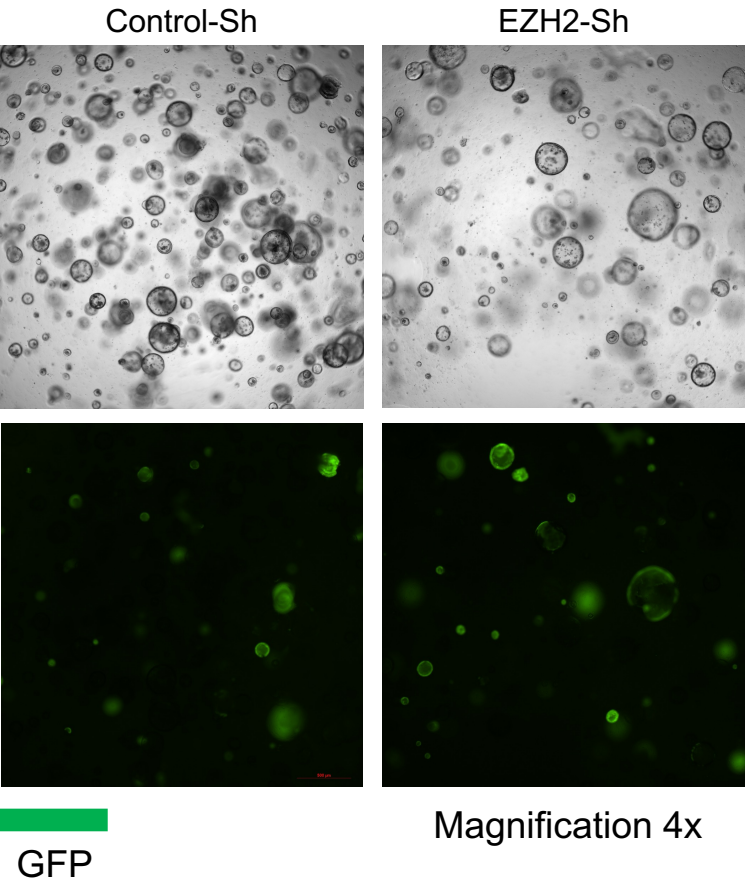

## Supplemental Figure S8

A.

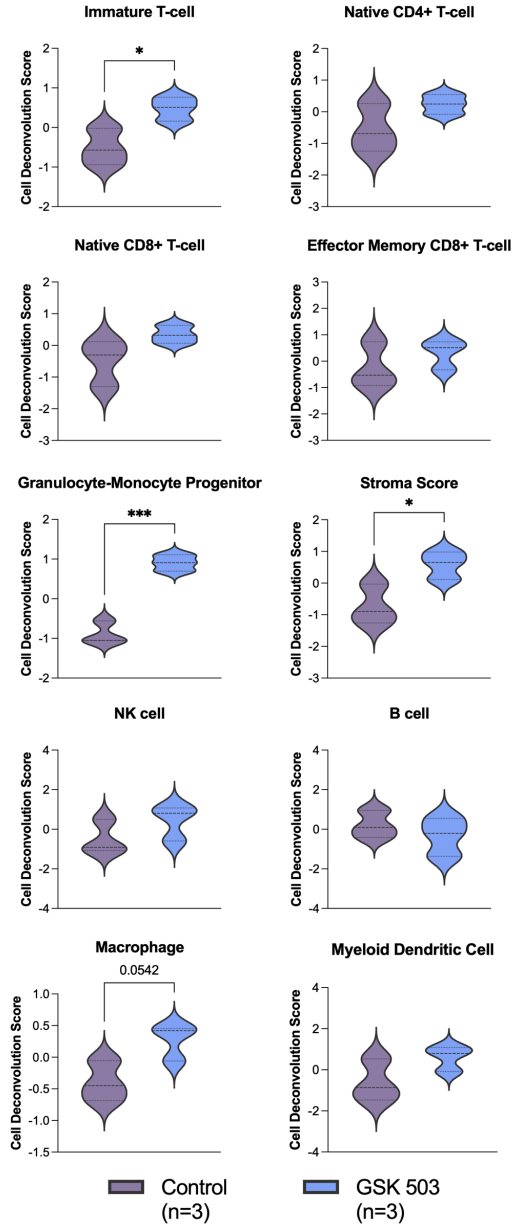

**B.**

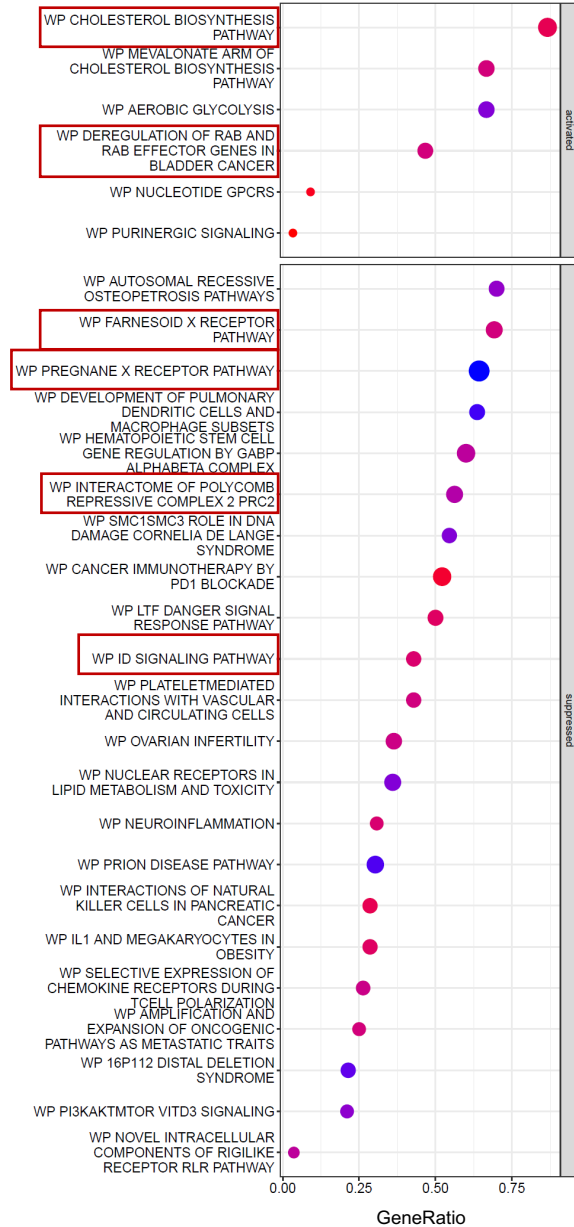

C.

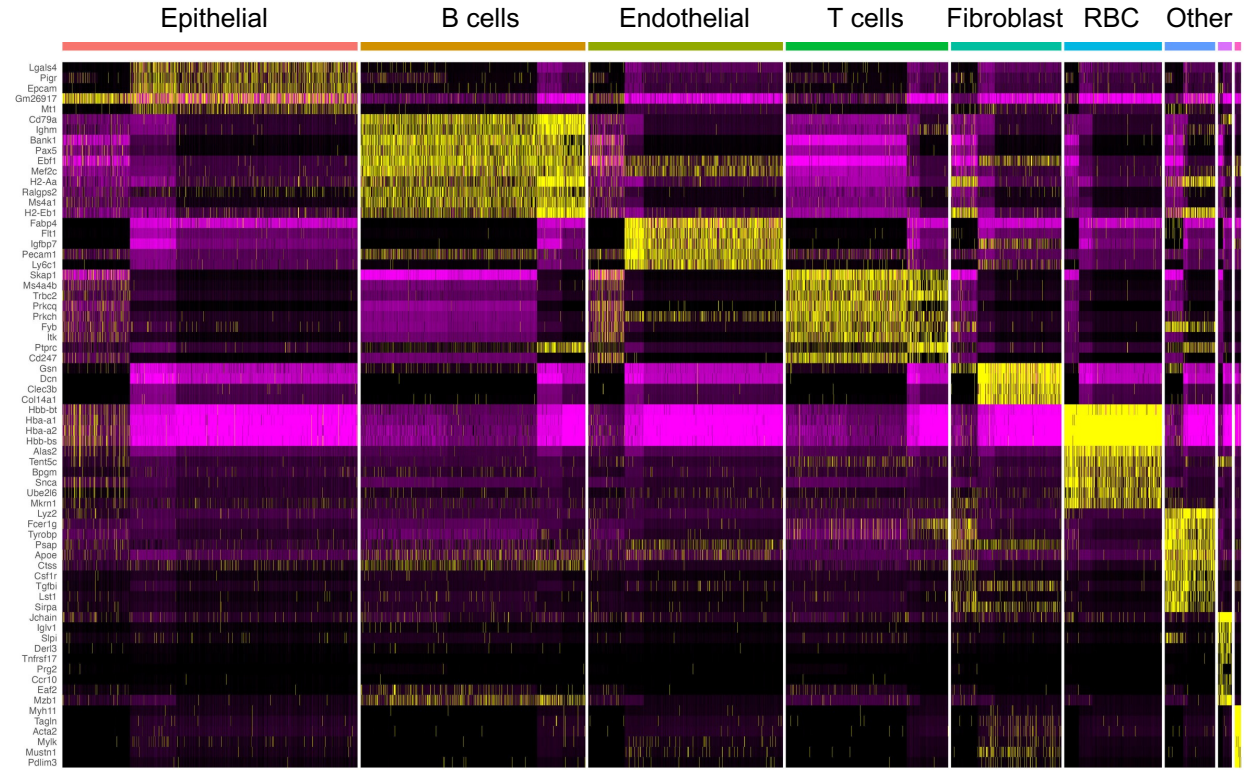

Supplemental Figure S9

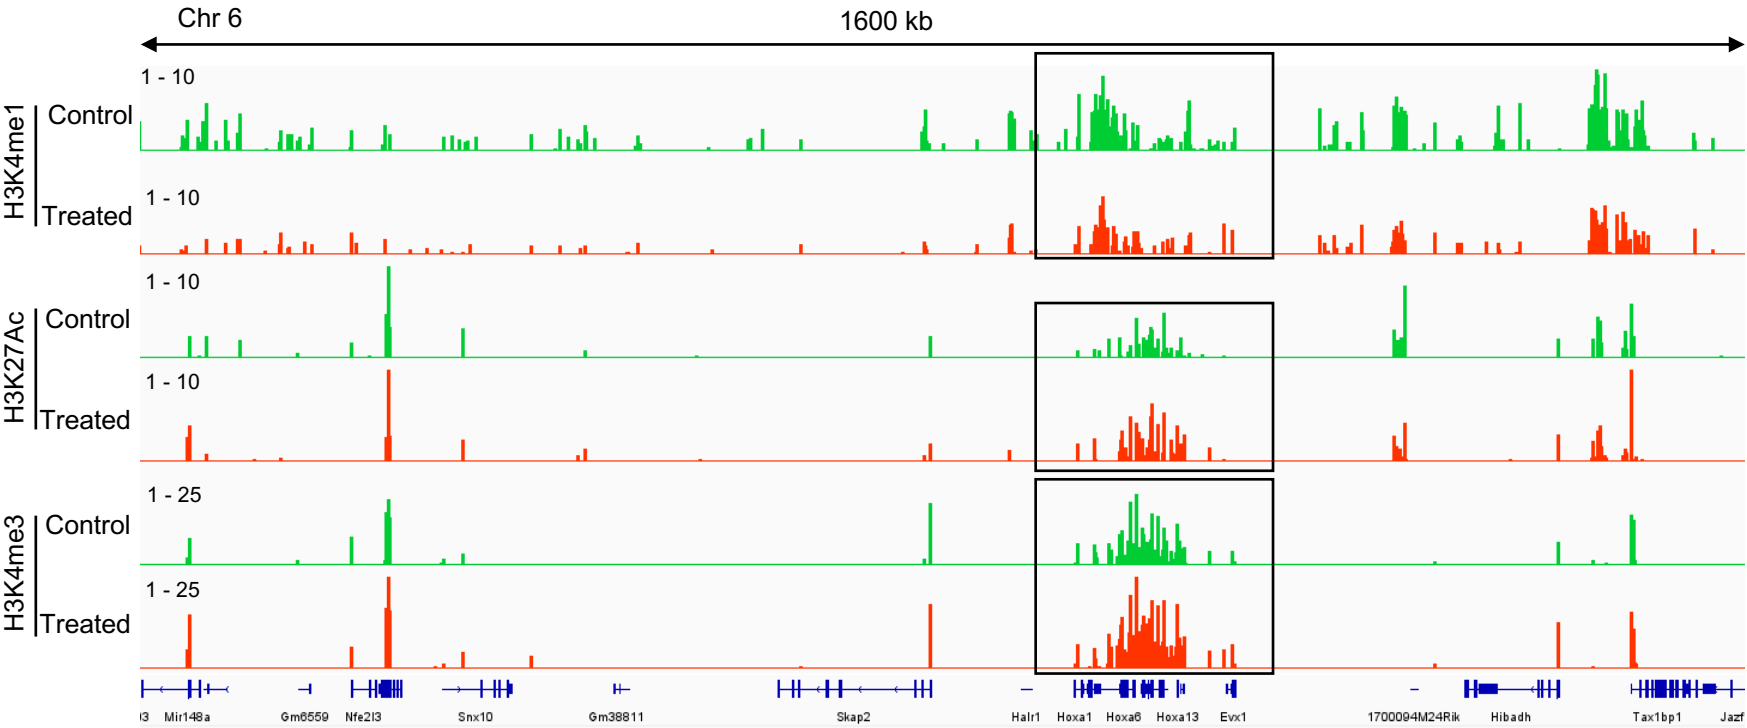

Supplemental Figure S10

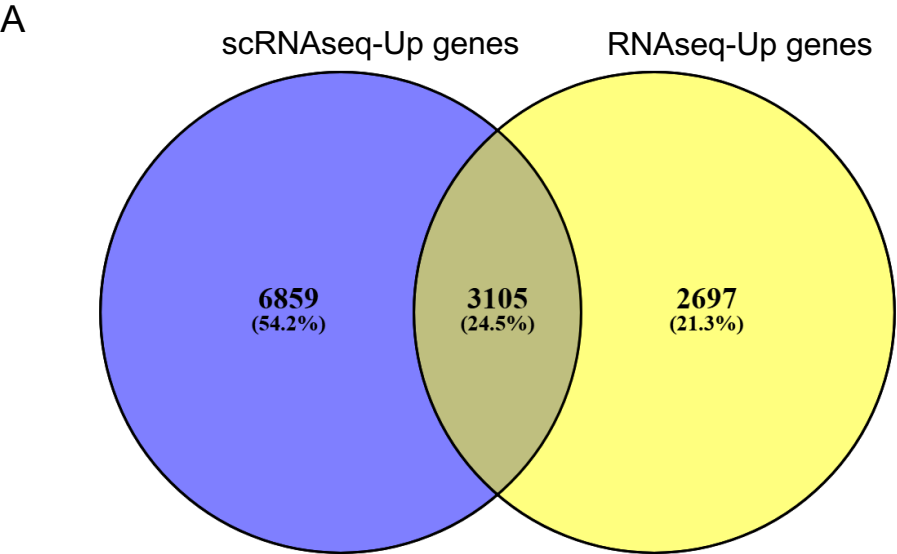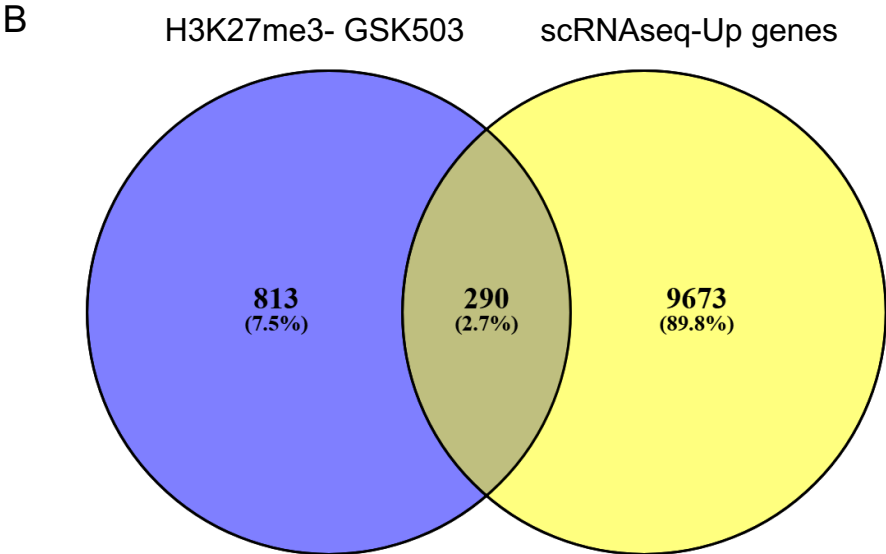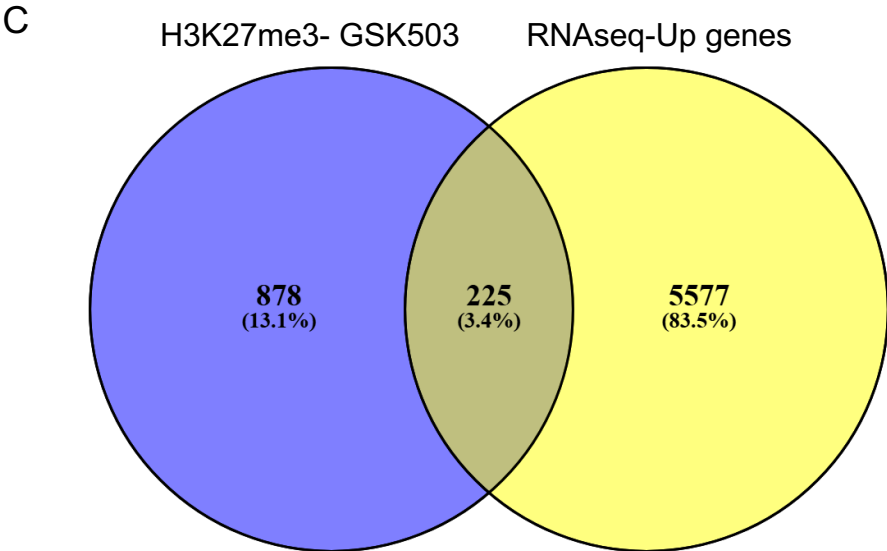

Supplemental Figure S11

A.

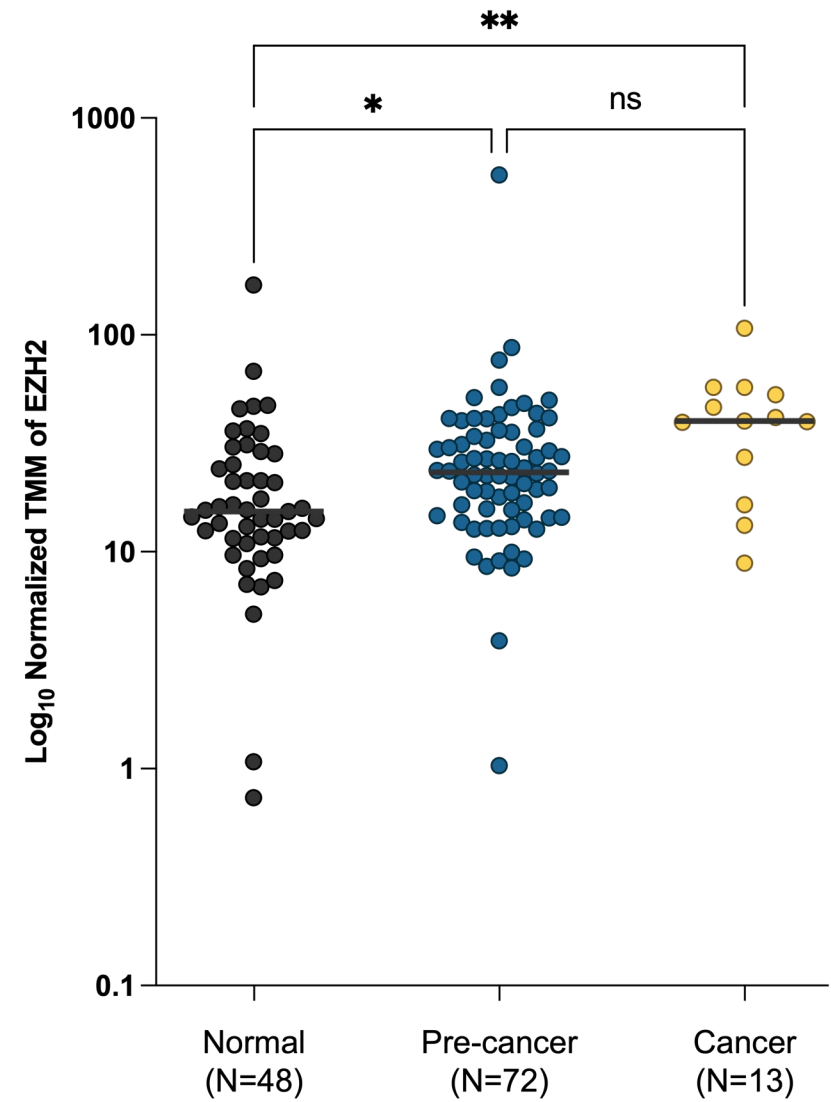

B.

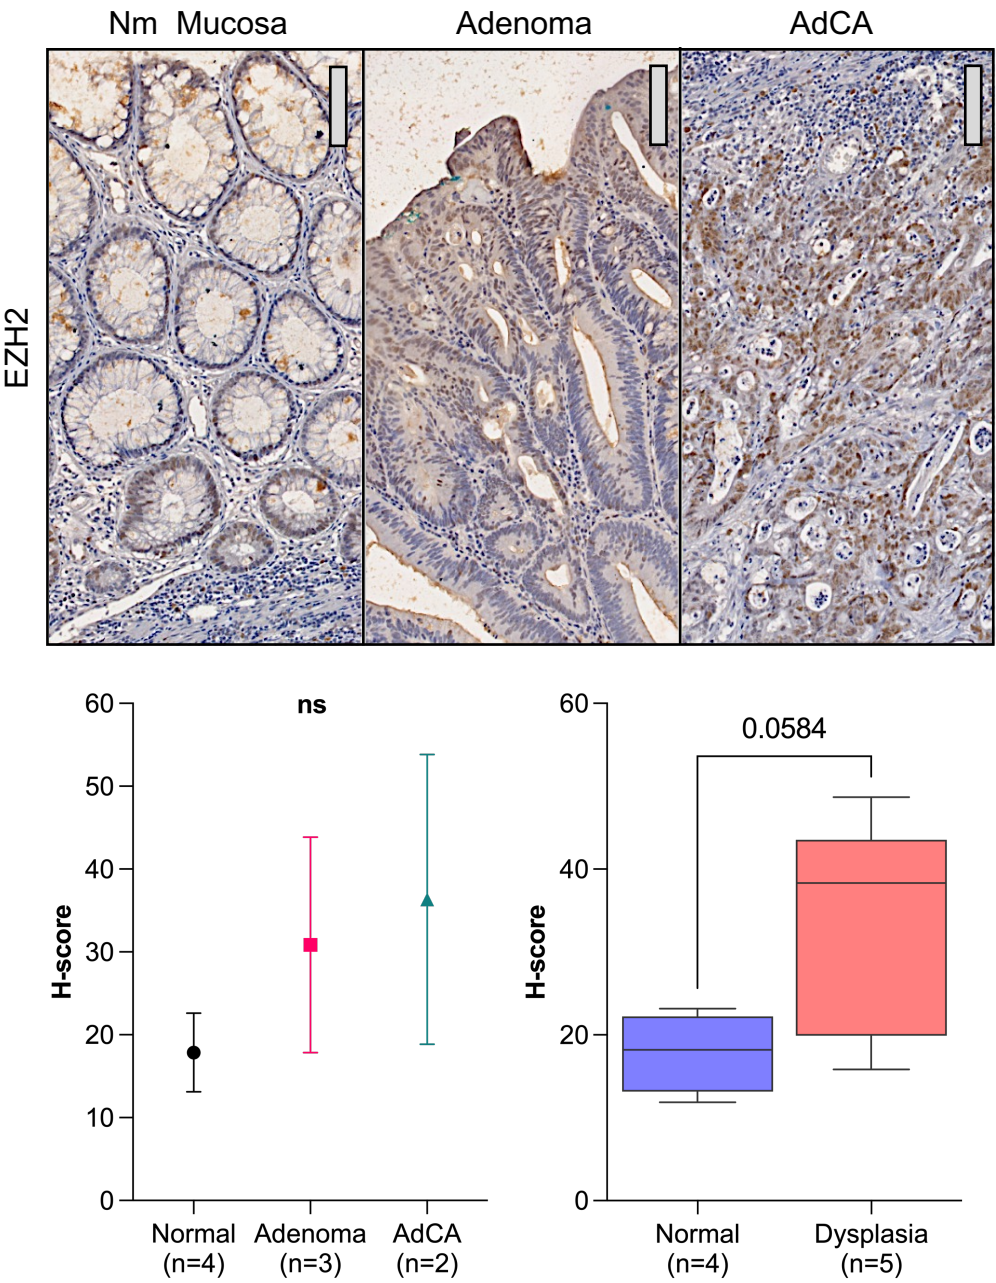

**Supplement:** Supplemental data

# Supplementary material for: Inhibition of histone methyltransferase EZH2 for immune interception of colorectal cancer in Lynch syndrome
**Source:** JCI Insight. 2025 Feb 13;10(6):e177545. doi: 10.1172/jci.insight.177545

7

Membrane

1

3'

127

25  
↓

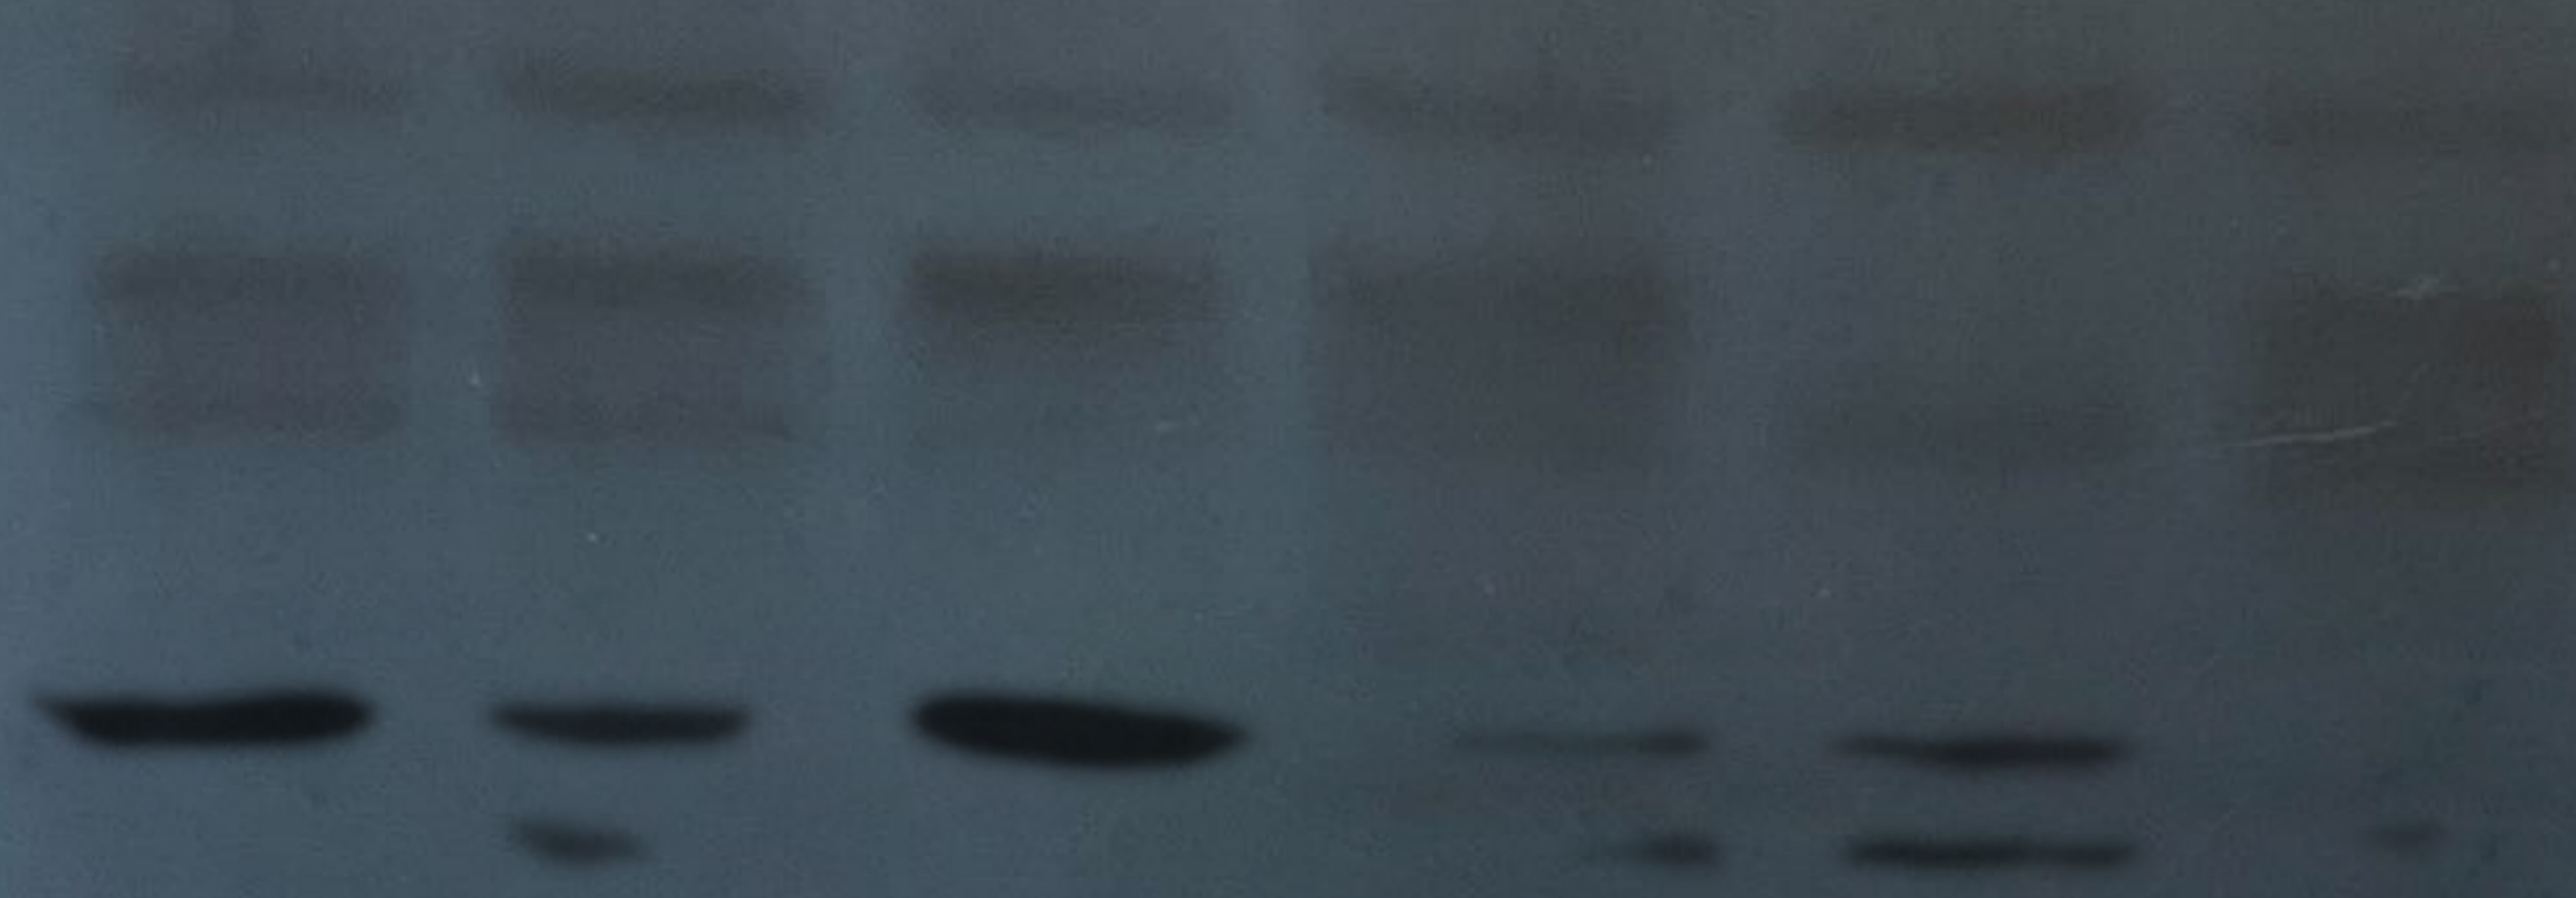

L

┌

Membrane  
①-3 min

H<sub>3</sub>

25

-

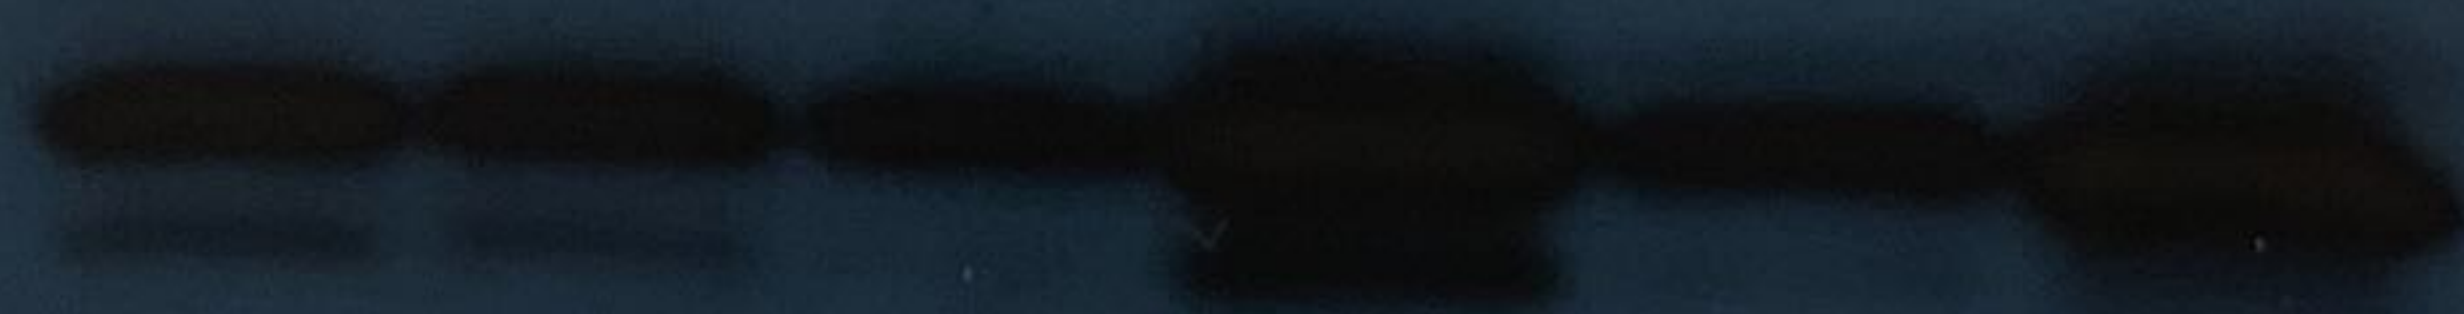

└

└

┌ HUK9 NAME 81 ┐

25 -

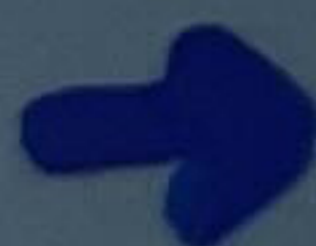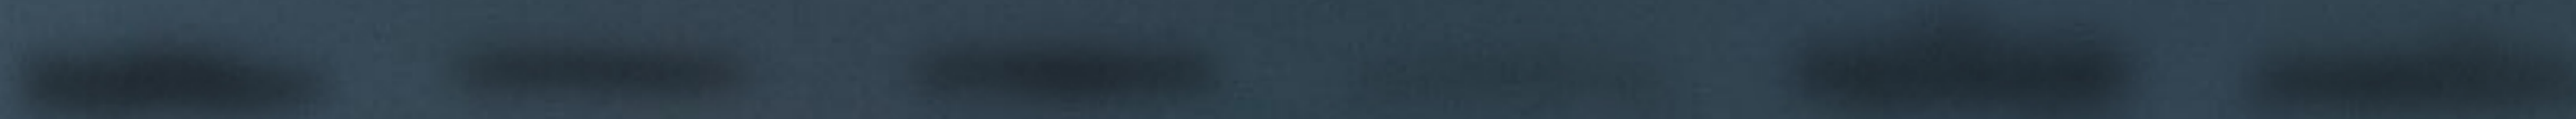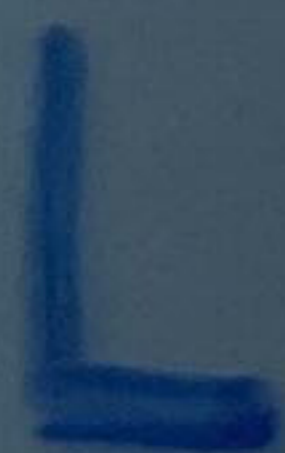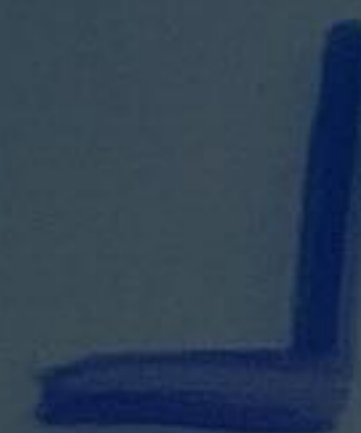

「 48286 110062 31 7

3 -

→

「

「

12150 101

H 8 2 4

Mem

2

1

1

25

-

→

L

1 2 3 4 5 6 7 8 9 10

L

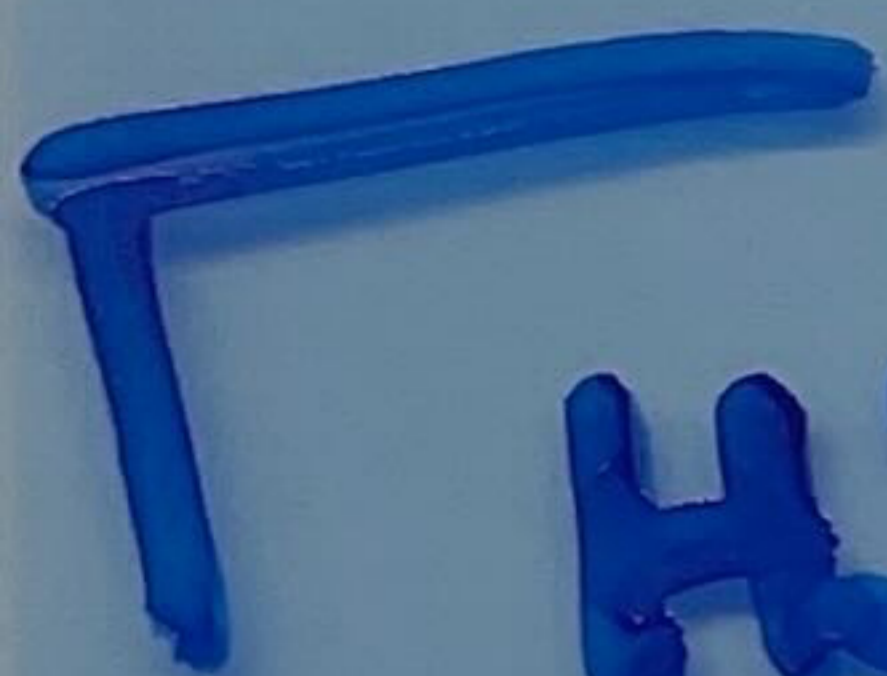

HS

Mem. 2

21

25

1

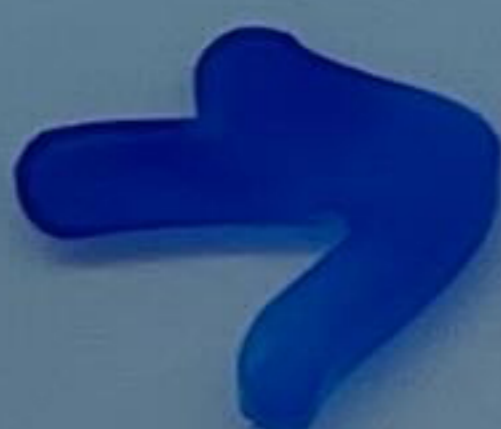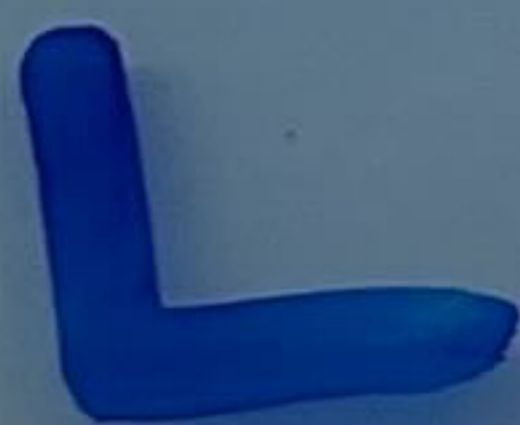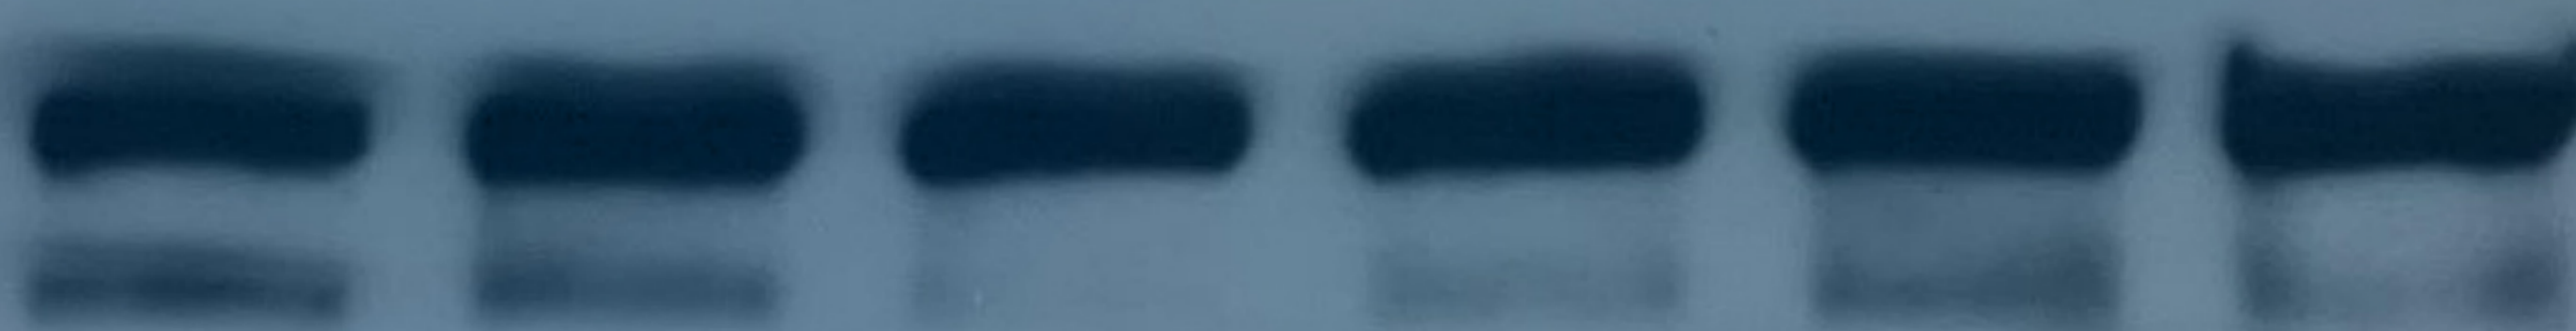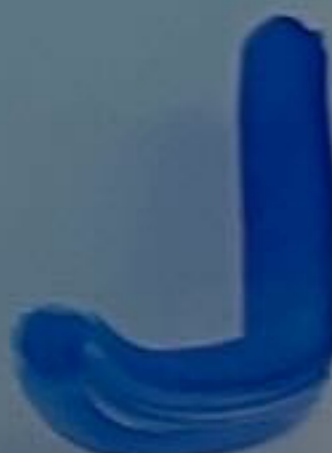

LG23 Nov 2.7

250 - 21

150 -

100 >

L

J

J

Epson  
Natchez

11

J

J

10  
11  
12  
13  
14

J

T GATAS 3' Month 2

90 -  
→  
40 -

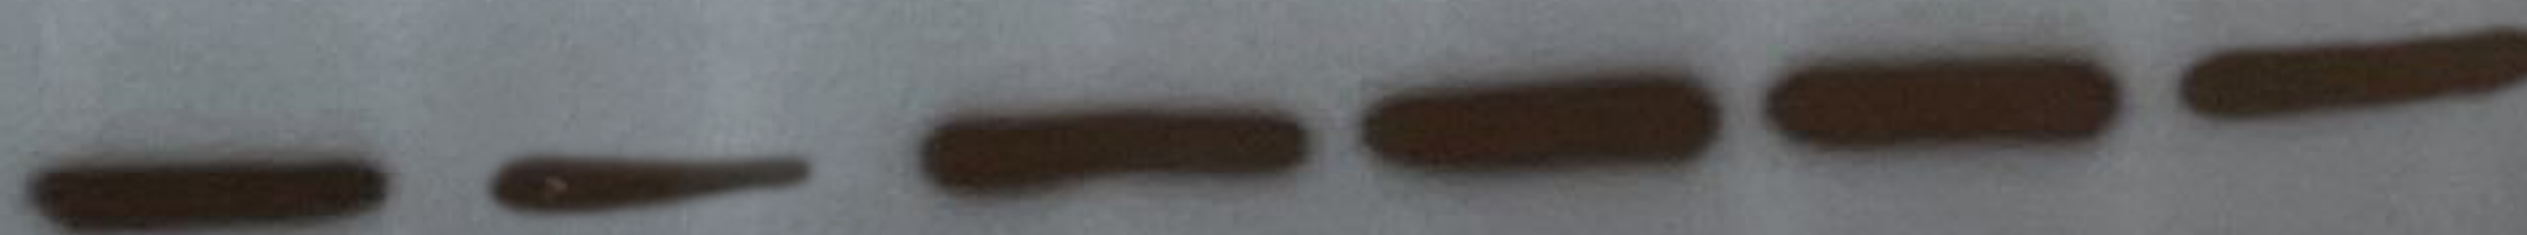

11

March 2

30th Ave.

11

50 -

40 -

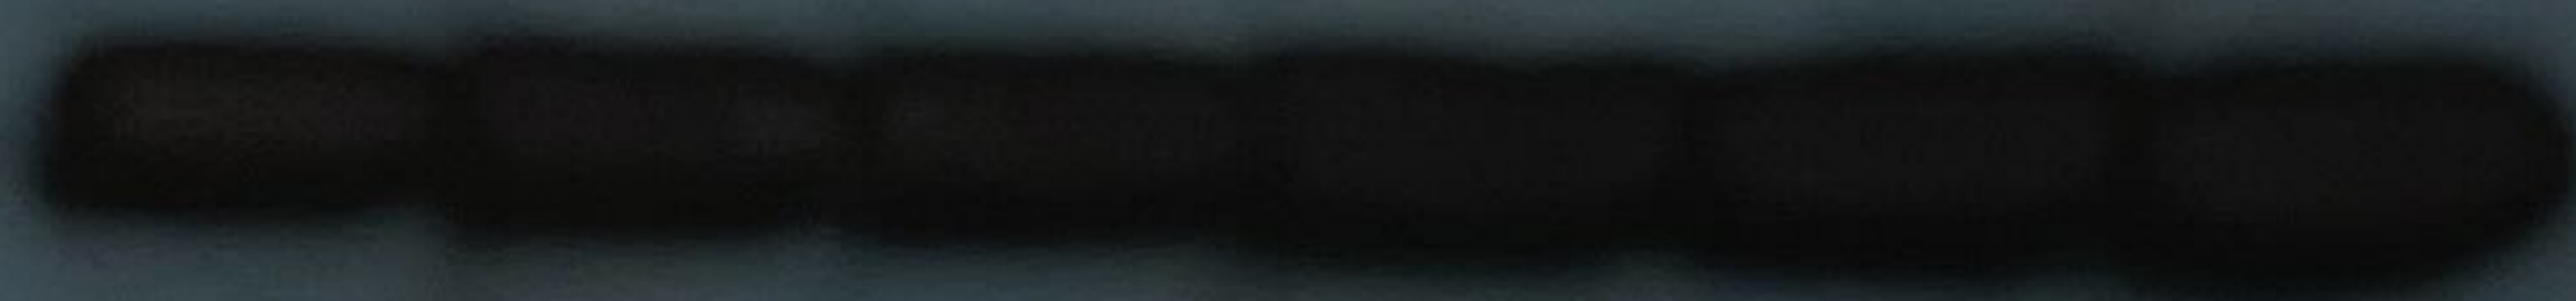

┌

100 -

→ 100  
75

100  
75

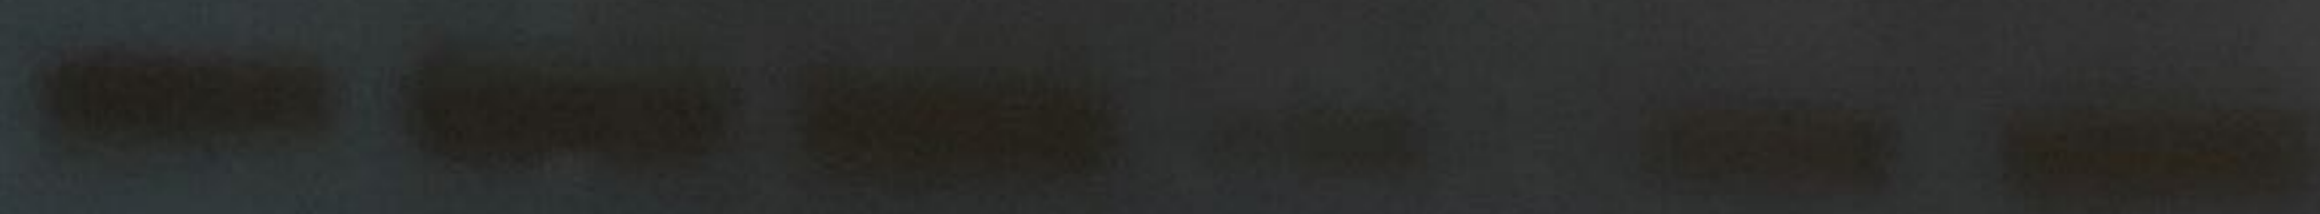

┐

100-3

100-2

2'

└

└

┌

┐

March 3

Lib 7

51

200 -

150 -

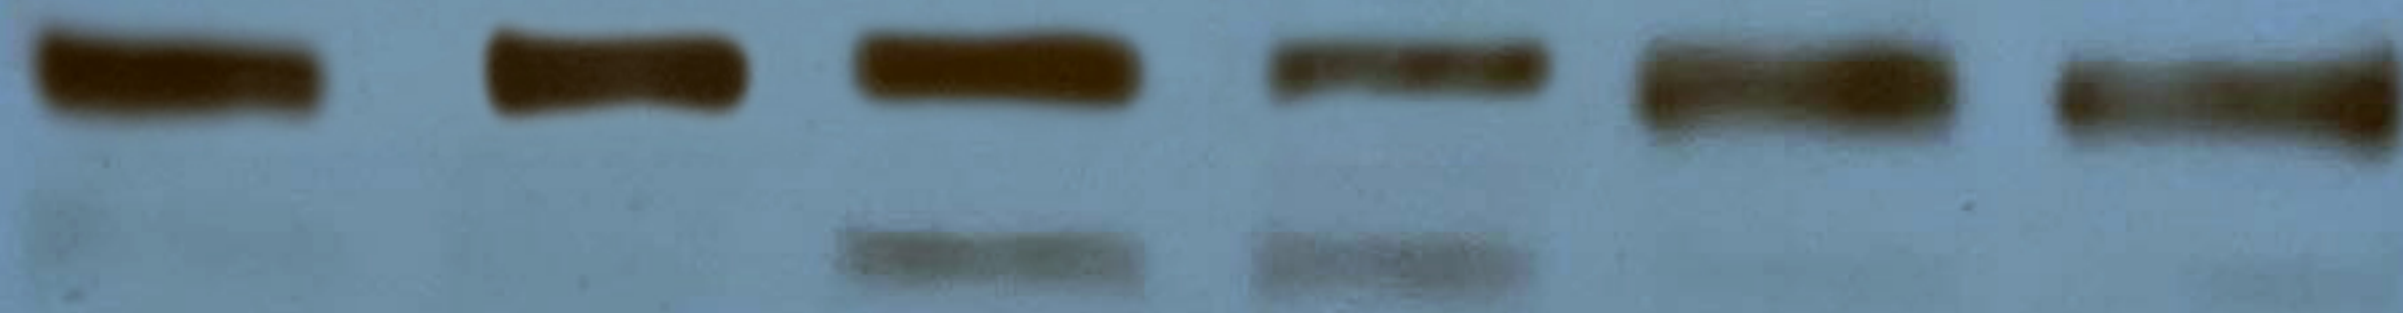

└

┘

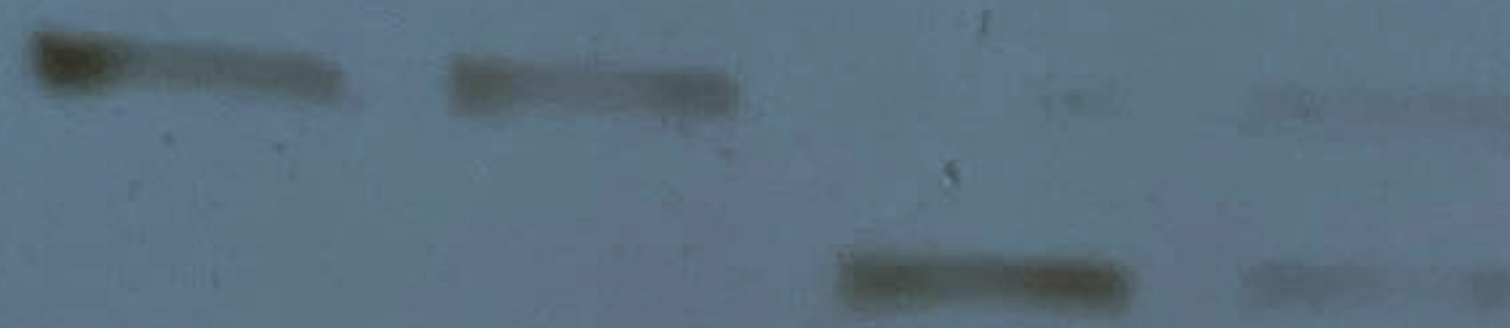

Beta-actin  
membrane

3.5<sup>1</sup>

80 -

-

60 -

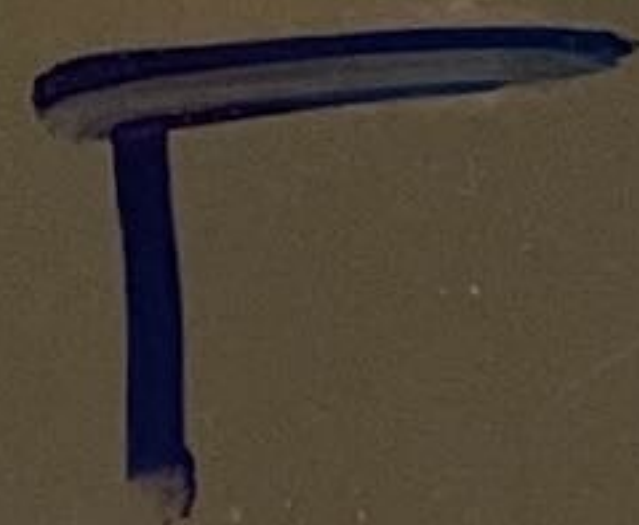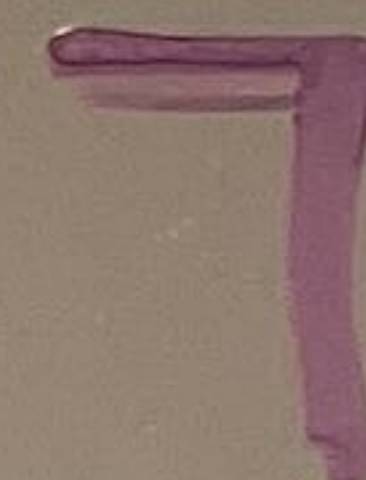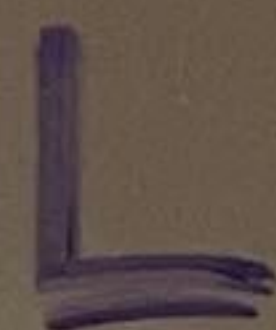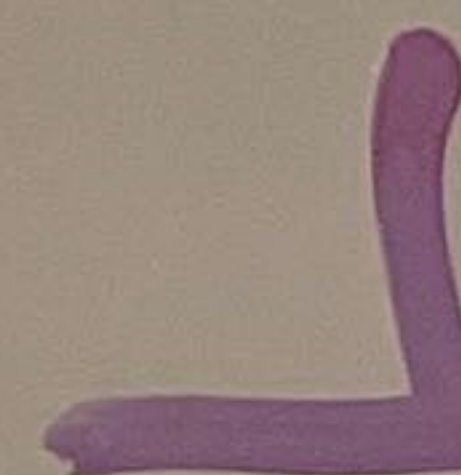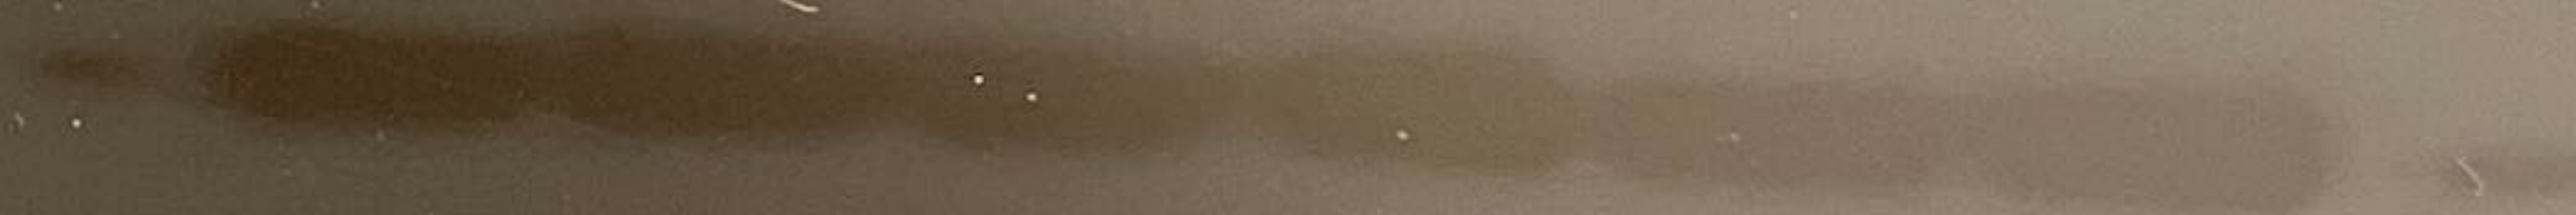

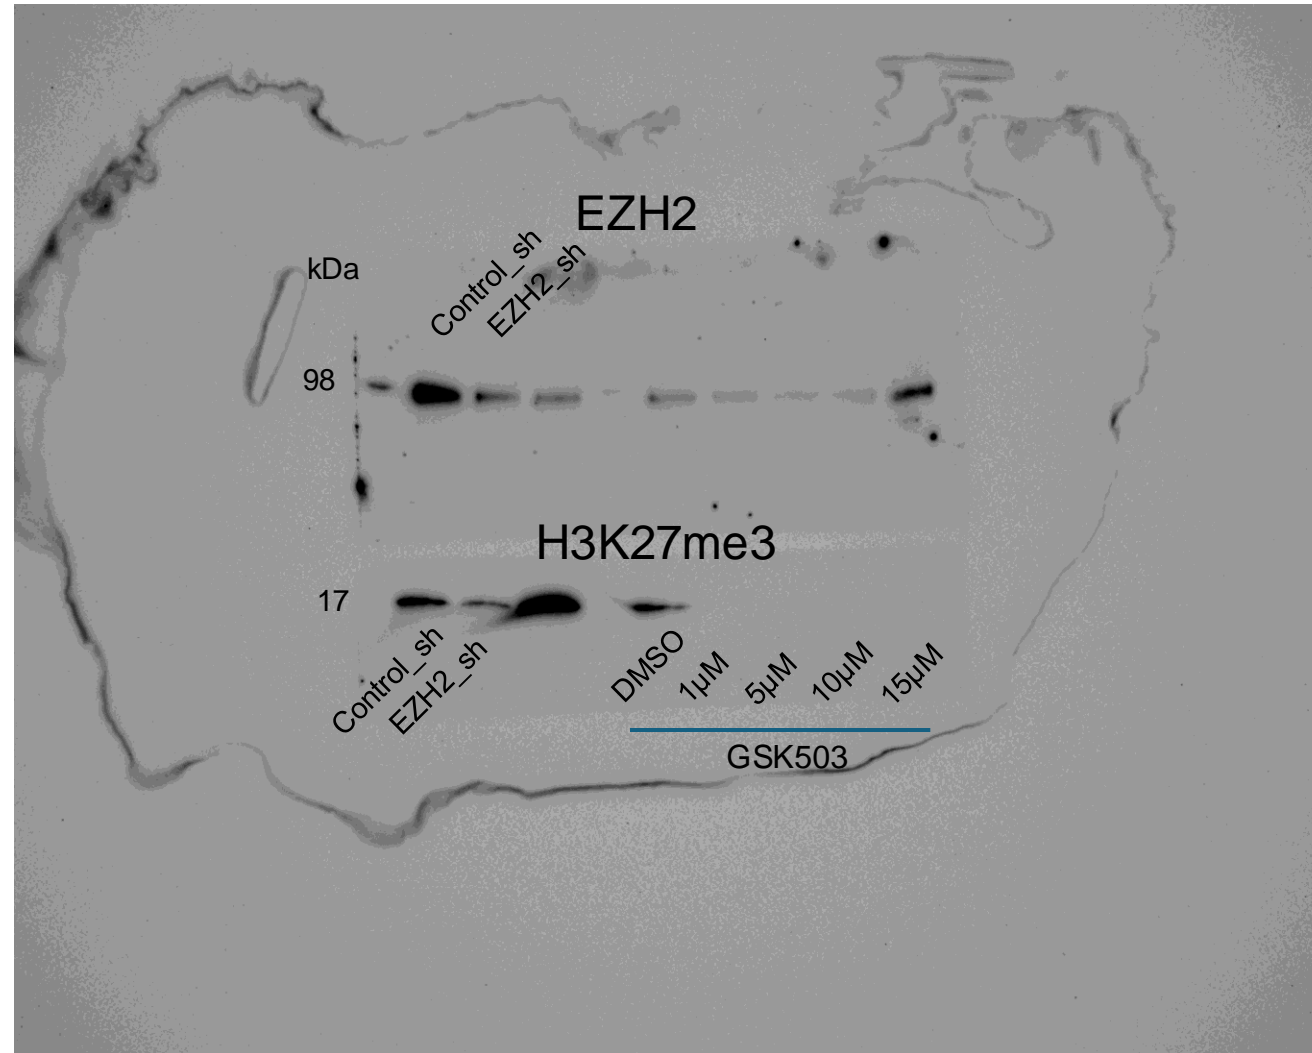

## Histone H3

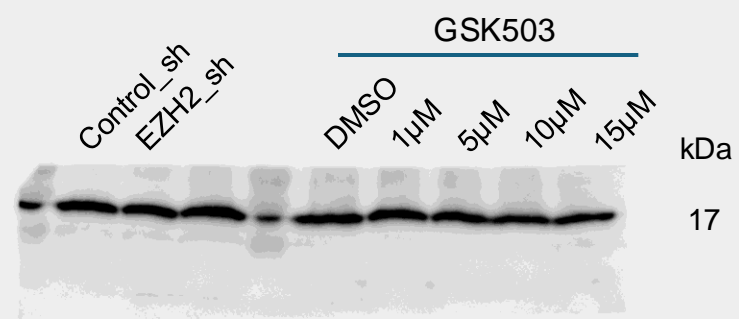

## Beta-Actin\_Supplemental WBs

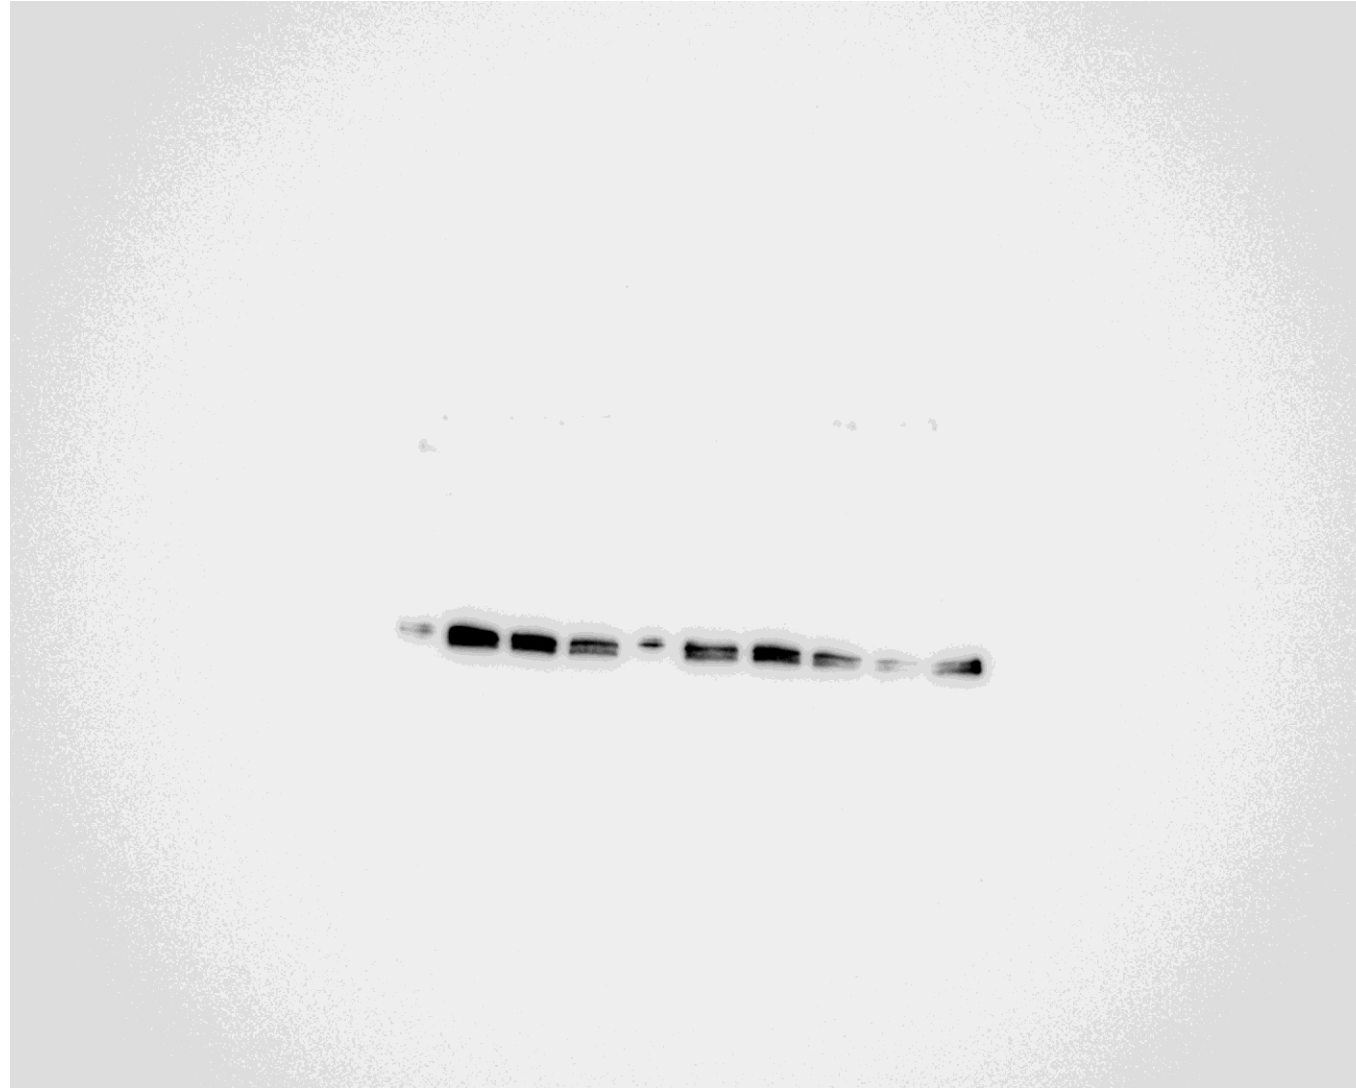

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

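The samples were total RNA-Seq libraries of colonic crypts from 3 control and 3 GSK503-treated *VCMsh2T* Hu mice, with 1 library per mouse. Groups and replicate numbers were taken from the sample labels, and the dose of 200 μg/kg and the 9 weeks of treatment from the paper. The organoid, single-cell, ChIP-Seq and human data were not analysed here.

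The authors aligned the reads to GRCm39 with STAR, estimated counts per gene with RSEM and scaled them with edgeR's TMM method before they deposited the table, so the deposited signal of a gene is its estimated count divided by the TMM-scaled library size. The values of a library sum to between 975566 and 1076042, and between 75.2% and 78% of them are whole multiples of the library's step, as estimated counts that need not be whole would give. The size of this step gave the estimated total of each library, with a median of 123983436 counts in the control mice and 125907289 in the GSK503-treated mice. A filter on genes before the table was deposited is not named in the paper's text. The totals and the floor of 3 counts describe counting error only.

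A count test had been planned before the data were examined. Because the table holds scaled values and not raw counts, limma (version 3.58.1, R 4.3.3) was used in its place as the main test, with lmFit and eBayes on log2(value + 0.1), an intensity trend, and Benjamini-Hochberg adjustment. The pseudocount, the filter (at least 0.1 in at least 3 mice, which left out 1379 genes) and the trend were chosen after the values had been seen and before any test result, and the number of calls depends on the trend. Counts of differentially expressed genes used an absolute log2FC above 0.25, at adjusted p thresholds of 0.05 and 0.1. Gene sets with at least 3 tested genes were tested with limma's camera (inter-gene correlation 0.01). They were written by hand before the data were examined but after the paper had been read, and some hold genes that Figure 4B lists. They are not the sets of the paper's GSEA or xCell analyses, which were not repeated. Exact two-sided permutation tests used each mouse's value or set average, and 3 mice against 3 cannot give a p under 0.1.

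Gene symbols were matched by name to the GENCODE annotation of GRCm39 and then by older symbols, and 95.89% of the symbols matched a single gene. Genes named in the text are those the paper names for the crypt RNA-Seq in its text or Figure 4B, members of the marker sets, X- and Y-linked genes, and the 10 with the smallest p among those with an adjusted p below 0.05 and no overlap between the groups. No 2 libraries held identical values above 0, and Pearson's r across genes between libraries lay between 0.976 and 0.99.

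The test was tested on simulated data, in which genes were drawn independently and all genes had the same dispersion. The changed genes differed by a log2 fold of 1 or 2. Such data meet the assumption behind the intensity trend, so they cannot show whether the trend suits these mice. Of 200 genes changed by known amounts, 193 were called at an adjusted p of 0.05, all in the right direction, and 6.31% of all calls were false, from 13 of the 16509 unchanged genes. In separate simulated data without any change, none of 16692 genes was called. For limma-voom, 195 of 200 changed genes were called in new draws of the same kind, with 3.94% of all calls false. Of 26 random gene sets, 1 was called by camera, as was the set that had been raised. Alternatives set before the data were examined were other scalings, other filters, leaving out X and Y genes or genes above 1% of the counts, a replicate block taken from the replicate numbers in the sample labels, leaving out each mouse in turn, limma-voom on the estimated counts recovered from each library's step (with the TMM-scaled library sizes), another log2FC bound and, for gene sets, the rotation test fry and leaving out the most changed gene. Other pseudocounts, a fit without the intensity trend and robust empirical Bayes were added after seeing the data. Figures and tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.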

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

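All tests in this part were chosen after the results were seen. Both genes below had a signal in GSK503-treated mice well above the control mice and are not discussed in the paper's text, although Figure 4B lists them.

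*Xist* had a log2FC of 10.31 between GSK503-treated and control mice (limma adjusted p = 3.36e-08, higher in 3 of 3 treated mice). The Y-linked genes *Kdm5d*, *Ddx3y*, *Uty* and *Eif2s3y* were lower in 3 of 3 treated mice, and the mean of *Eif2s3y* was at least 2171-fold lower. The paper's methods state that both sexes were used in equal shares, whereas *Xist* lay between 0.419 and 0.936 in the control mice and between 825 and 1236 in the treated mice, so the groups differ in sex as read from these genes. *Ddx3x* and *Eif2s3x*, 2 further X genes that escape inactivation, had a mean log2FC of 0.5154, while the remaining X genes had a median of -0.02. The higher *Kdm6a* and *Kdm5c* may therefore follow the difference in sex, and an effect of treatment on them cannot be separated from it. With X and Y genes left out, 87 genes still had an adjusted p below 0.05, but because sex-linked expression and treatment separate the same mice, autosomal differences cannot be assigned to either.

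*Gm44502* (chromosome 15 of GRCm39, from 89300608 to 89313899) had a value of 0 in 3 of 3 control mice and a mean at least 107.5-fold higher in the treated mice, with a log2FC of 4.84 (limma adjusted p = 0.000814, and 0.0502 with limma-voom). A strain variant around the gene was tested through its neighbors within 1 Mb. Of these, 13.8% had an unadjusted p below 0.05, against 13.3% of all genes, which leaves a variant of the gene alone open, so the pattern cannot be told apart from that explanation or from the difference in sex.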

How the results depend on the processing

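Alternatives were set before the data were examined, apart from other pseudocounts, the fit without the intensity trend and robust empirical Bayes, which were chosen after seeing the data. The planned tests of raw counts (edgeR with its legacy method, with and without a filter, edgeR with robust estimation and DESeq2's Wald test) were not run, because the table holds scaled values of which between 75.2% and 78% came out as whole counts. The planned limma-voom fit was run on the estimated counts recovered from each library's step. It gave 220 genes higher and 92 lower at an adjusted p below 0.1, and 82 higher and 22 lower at 0.05. Of 104 named genes, 102 kept their direction under every alternative run. Of the 61 with an adjusted p below 0.05, 9 stayed below it under every alternative that kept the gene.

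At an adjusted p below 0.1, 235 genes were higher and 93 lower, and at 0.05, 83 were higher and 24 lower. With library size alone, 773 and 178 were lower at the 2 thresholds, 31.8% of the calls at 0.05 were higher against 77.6% with the authors' scaling, and 3212 genes in place of 5289 had a log2FC above 0.1. The median log2FC of all genes moved to -0.12 under that scaling. With genes above 1% of the counts left out, 153 were lower at 0.1 and 59.3% of the calls were higher against 71.6%. Without the intensity trend, 21 were higher and 9 lower at 0.1, and 9 higher and 7 lower at 0.05. With a log2FC bound of 1, the counts were 82 and 29 at 0.1 and 46 and 12 at 0.05. Across the 6 fits that each left out 1 mouse, from 40 to 358 genes were higher and from 15 to 249 lower at 0.1, and from 21 to 125 were higher and from 9 to 104 lower at 0.05. The cause was not tested.

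Same-numbered mice are different animals, and the mean correlation of their deviations from the group means was -0.0711. With the replicate number as a block (replicate block), 73 genes were higher and 21 lower at 0.1, and 23 were higher and 10 lower at 0.05. All 23 gene sets kept their direction and their side of the threshold under the block.

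With fry in place of camera, the mean log2FC of the glycolysis (0.12), cholesterol (0.53), PRC2 (-0.082) and PXR (-0.20) sets no longer passed 0.05, nor did the B cell, colonocyte, distal colon, macrophage, pancreatic and smooth muscle sets (fry adjusted p between 0.153 and 0.517). Under scaling by library size alone, glycolysis (0.0024), FXR (-0.45), macrophages (-0.93) and smooth muscle (-2.02) no longer passed, proliferation (-0.21) newly passed, and the epithelial (-0.030), stem cell (-0.077), *Kmt2d* (-0.090) and *Lgr5* (-0.093) values fell below 0 together with the median of all genes, so they did not reverse relative to it. Without its most changed gene, FXR (-0.24), colonocytes (0.16), distal colon (0.44) and smooth muscle (-1.70) no longer passed, and the NK cell (0.021), small intestine (0.17) and stem cell (-0.056) sets reversed. The pancreatic set reversed to -0.45 without a filter, *Lgr5* to -0.0048 with genes above 1% left out, and with a pseudocount of 1 the small intestine (0.032) and stem cell (-0.037) sets reversed and the pancreatic (0.89) and smooth muscle (-1.14) sets no longer passed. With each mouse left out in turn, the mean log2FC ranged from 0.077 to 0.16 for glycolysis, -0.42 to -0.28 for FXR, -0.25 to -0.12 for PXR, -0.21 to 0.26 for NK cells, -0.028 to 0.11 for stem cells, -0.22 to 0.11 for small intestine and -0.15 to 0.012 for proliferation, and the log2FC ranged from -0.11 to 0.15 for *Kmt2d* and from -0.19 to 0.28 for *Lgr5*. Of these 6 fits, limma's camera adjusted p was below 0.05 in 5 for FXR and colonocytes, in 4 for glycolysis, PXR and distal colon, in 3 for macrophages and in 2 for smooth muscle, pancreatic and proliferation sets. The fibroblast and endothelial sets passed only without GSK503-treated mouse 3, with a mean log2FC of -1.36 and -1.62. The cause was not tested. Genes whose values lie near the floor of 3 counts, such as *Defa24*, have lower bounds in place of folds.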

Differences from the paper's values

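The paper reports 175 upregulated genes, and 83 passed an adjusted p of 0.05 with a log2FC above 0.25 here. Of the alternatives set before the data were examined, the fit without GSK503-treated mouse 3 came within 1.5 times of the paper's count, with 125 genes, and the others did not. At an adjusted p below 0.1, the threshold marked in the paper's Supplemental Table 3, 235 genes were higher. In the part of that table read here, which goes down to a log2FC of 0.43, the paper's adjusted p is below 0.05 for 61 genes, 58 of which passed 0.05 here, and below 0.1 for 150 genes, 147 of which passed 0.1 here. The paper's 175 was therefore probably counted at 0.1, and the gap to the 83 genes at 0.05 may be one of threshold. Genes with a log2FC between 0.25 and 0.43 could not be checked. The paper reports 64 downregulated genes, and 24 passed 0.05 here. None of the alternatives set before the data were examined came within 1.5 times of the paper's count at 0.05, and 93 genes were lower at an adjusted p below 0.1.

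The paper proposes a possible link between lower H3K4me1 and reduced expression of *Kmt2c* and *Kmt2d*. The log2FC of *Kmt2d* here was 0.02. It was -0.09 with library size alone, under which the median of all genes was -0.12, and it was also below 0 in the fits without control mouse 2 or without GSK503-treated mouse 1. The paper states that *Ezh2* was lower, and its log2FC of -0.27 had a limma adjusted p of 0.291, with no alternative below 0.05. *Lgr5* is shown as upregulated in Figure 4B, and its log2FC was 0.02. The paper reports more stroma-related cells from xCell, and the hand-written fibroblast and smooth muscle sets had a mean log2FC of -0.60 and -1.93 here. The adjusted p from limma's camera test was 0.467 and 0.0324. In both sets the groups overlapped (exact permutation test, p = 0.4), and GSK503-treated mouse 3 had the highest average of the 6 mice (4.30 and 4.42). Without this mouse the mean log2FC was -1.36 for fibroblasts (limma camera adjusted p = 9.8e-06) and -3.65 for smooth muscle (limma camera adjusted p = 1.84e-08), so the values of these sets depend on 1 mouse.

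Of the 37 genes named in the paper's text or Figure 4B that had an adjusted p of 0.05 or above here, 10 passed it under some alternative. *Mki67*, *Ccn1*, *Arid5b*, *Notch1*, *Ccl28*, *Fzd3* and *Abcg5* passed with library size alone. This scaling lowered the median log2FC of all genes to -0.12. These genes were all lower in treated mice, so passing under it adds no separate evidence. *Yif1b* and *Dusp6* passed with median-of-ratios size factors, *Abcg5* with at least 10 counts in every mouse, *Fzd3* without control mouse 1, *Yif1b* and *Abcg5* without GSK503-treated mouse 3, and *Fcgbp* and *Yif1b* with limma-voom. With robust empirical Bayes, which was chosen after seeing the values, *Arid5b*, *Fcgbp*, *Yif1b*, *Dusp6* and *Abcg5* passed.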

Other observations

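The tests in this part were chosen after the results were seen, except the test of position along the gut. No technical batch is given for these libraries.

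The real split of the 6 mice gave 107 genes with an adjusted p below 0.05 and 328 below 0.1. Of the 10 splits, 4 part all 3 same-numbered pairs as the real split does, and the others part 1 pair. At either threshold, 1 of the 4 splits and 1 of all 10 splits gave as many genes, the real split itself, and no other split gave more than 1 gene at 0.05. For the 5289 genes with a log2FC above 0.1, 2 of the 4 splits and 2 of all 10 splits gave as many genes in either direction. For gene sets with an adjusted p below 0.05, 1 of the 4 splits and 1 of all 10 splits gave as many as the real split's 15. Even over all 10 splits the smallest possible share is 10%, so these counts of splits alone cannot exclude an arbitrary grouping of the mice.

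For the number of genes at 0.05, centering each mouse within bins of GC content and gene length left 116 genes against 126 on the same genes before, with 98 in both and 28 no longer called. Across genes, which are not independent replicates, Spearman's rho of the log2FC was 0.179 with GC content and -0.145 with length, and -0.0295 and 0.0224 after the centering, which removes such trends by design. GC content and length therefore bear on some of the calls and do not fully explain their number. The median library total of the treated mice was 1.0155 times that of the control mice, and the ranges overlapped, so depth did not separate the groups. Of the calls at 0.05, 77.6% were higher with median-of-ratios size factors and 73.6% with upper-quartile scaling in place of the authors' scaling, and 69.8% with the genes above 1% of the counts left out. With library size alone, which lowered the median log2FC of all genes to -0.12, 31.8% were higher, so the majority of higher genes was lost only under this scaling among those run.

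Goblet cell genes rose together in treated mice, and *Agr2* and *Tff3* had a mean log2FC of 0.7890. A larger share of goblet cells in the preparation could give this, and so could higher expression per cell, which bulk values cannot tell apart. The distal colon set had a mean log2FC of 0.5722 and was higher in 5 of 5 genes, but the mice overlapped (exact permutation test, p = 0.2), and the small intestine set had a mean log2FC of -0.04. A difference in position along the gut cannot be told apart from treatment.

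All 14 immediate early genes had a lower mean in treated mice, with a mean log2FC of -0.57 (limma camera adjusted p = 1.63e-10). A difference in tissue handling between the groups may explain the lower *Atf3* and *Ccn1*, and treatment is not excluded.

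*Clps* and *Pnliprp2*, known from the pancreas, were higher in 3 of 3 treated mice. Pancreatic tissue in the preparation was tested on the acinar genes without the filter, which leaves few of them, and the test was changed to this form after a first form with the filter had been seen. Of 10 acinar genes other than *Clps*, 1 had a higher mean in treated mice, and all 10 were highest in control mouse 2. In that mouse *Pnlip* had a value of 10, *Cpa1* 6.14 and *Amy2a5* 17.0, against 0, 0 and 0.102 in control mouse 1. GSK503-treated mouse 3 had a *Pnlip* value of 1.9 and a *Cpa1* value of 0.98, but its *Amy2a5* value was 0. Traces of pancreatic tissue may be present in these 2 libraries, less clearly in that of GSK503-treated mouse 3. They do not account for the higher *Clps* in all treated mice.

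*Fam177a2* (chromosome 12, from 55246302 to 55263953) had a value of 0 in 3 of 3 treated mice and a mean at least 423-fold lower than in control mice (limma adjusted p = 9.41e-06, and 0.0502 with limma-voom). Its near-identical neighbor *Fam177a* had a log2FC of 0.32, and the log2FC of their sum was 0.0212, which is consistent with reads divided differently between the copies. Of the neighbors within 1 Mb, 16.7% had an unadjusted p below 0.05 against 13.3% of all genes, so a strain variant limited to the gene cannot be excluded.

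B cell genes were lower in 3 of 3 treated mice, with a mean log2FC of -2.13 (limma adjusted p = 2.01e-05 with camera and 0.153 with fry). Lymphoid tissue in some preparations could give this. T cell genes had a mean log2FC of -0.1344, which leaves follicles poor in T cells untested. Small nuclear RNA took between 3.31% and 4.78% of the values in control mice and between 5.39% and 6.07% in treated mice, and no explanation for this was tested.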
